# TNF drives aberrant BMP signaling to induce endothelial and mesenchymal dysregulation in pulmonary hypertension

**DOI:** 10.1172/jci.insight.174456

**Published:** 2025-06-26

**Authors:** Maria de la Luz Garcia-Hernandez, Javier Rangel-Moreno, Qingfu Xu, YeJin Jeong, Soumyaroop Bhattacharya, Ravi Misra, Stacey Duemmel, Ke Yuan, Benjamin D. Korman

**Keywords:** Inflammation, Pulmonology, Vascular biology, Bioinformatics, Endothelial cells, Molecular pathology

## Abstract

The pathobiology of pulmonary hypertension (PH) is complex and multiple cell types contribute to disease pathogenesis. We sought to characterize the molecular crosstalk between endothelial and mesenchymal cells that promote PH in the tumor necrosis factor α–transgenic (TNF-Tg) model of PH. Pulmonary endothelial and mesenchymal cells were isolated from WT and TNF-Tg mice and underwent single-cell RNA sequencing. Data were analyzed using clustering, differential gene expression and pathway analysis, ligand-receptor interaction, transcription factor binding, and RNA velocity assessments. Significantly altered ligand-receptor interactions were confirmed with immunofluorescent staining. TNF-Tg mice had increases in smooth muscle cells and Col14^+^ fibroblasts, and reductions in general capillary (gCAP) endothelial cells, Col13^+^ fibroblasts, pericytes, and myofibroblasts. Pathway analysis demonstrated NF-κB–, JAK/STAT-, and interferon-mediated inflammation, endothelial apoptosis, loss of vasodilatory pathways, increased TGF-β signaling, and smooth muscle cell proliferation. Ligand-receptor analysis demonstrated a loss of BMPR2 signaling in TNF-Tg lungs and establishment of a maladaptive BMP signaling cascade, which functional studies revealed stemmed from endothelial NF-κB activation and subsequent endothelial SMAD2/3 signaling. This system highlights a complex set of changes in cellular composition, cell communication, and cell fate driven by TNF signaling that lead to aberrant BMP signaling that is critical for development of PH.

## Abstract 2

Molecular characterization of the TNF-Tg model of pulmonary hypertension recapitulates many features of human pulmonary hypertension and shows a striking alteration in BMP signaling

## Introduction

Pulmonary hypertension (PH) is a severe vasculopathy that leads to remodeling of the pulmonary circulation and ultimately causes right ventricular (RV) failure and death. Despite recent advances in therapy, patients with PH still manifest unacceptably high rates of morbidity and mortality. Although the pathophysiology of PH is complex, it is well established that endothelial apoptosis is involved in intimal change, smooth muscle cell hyperplasia contributes to medial thickening, and infiltration of inflammatory cells is critical for adventitial remodeling (1). Multiple pathway dysregulations occur in PH, including anomalies in BMP, Notch, TGF-β, VEGF, nitric oxide, and mitochondrial metabolism. Of note, BMPR2 signaling seems to be essential in PH pathogenesis, given its mutation association with the majority of genetically heritable pulmonary arterial hypertension (PAH) and changes in all types of PAH even without genetic mutations (1–3).

Animal models of PH have traditionally included the Sugen-hypoxia and monocrotaline models, which recapitulate multiple important aspects of disease pathophysiology, including vessel muscularization, RV hypertrophy, and elevated pulmonary arterial pressures (4). We recently described that tumor necrosis factor α–transgenic (TNF-Tg) mice, a mouse model of inflammatory arthritis, develop a severe obliterative pulmonary vasculopathy, which leads to death by 5–6 months (5). Using genomic assessment, we showed multiple pathway similarities between TNF-Tg mice and patients with connective tissue disease–associated PAH (CTD-PAH) (5), which is the second most common cause of PAH, and a subgroup of patients who have poorer outcomes than those with idiopathic PAH. In addition to characterizing the model and demonstrating substantially elevated pulmonary artery pressures and RV hypertrophy, we performed bone marrow chimera experiments, which revealed that nonhematopoietic cells rather than immune cells were necessary to drive the PAH phenotype (5). Given that mice with overexpression of TNF by pulmonary epithelial cells do not develop obliterative vascular lesions and have only mild PH only in the setting of emphysema (6), we surmised that PH in the TNF-Tg model is likely driven by either endothelial or mesenchymal cells.

Single-cell RNA sequencing (scRNA-seq) is a novel technology useful for simultaneous transcriptomics of thousands of cells at single-cell resolution and multiple downstream analyses, which can provide important insights into disease pathophysiology. Recent studies using this technology in human (7–9), rat (10), and mouse (11) models of PH have confirmed prior knowledge at a single-cell level, and generated new insights into potential genes and pathways that might contribute to disease pathogenesis. In this study, we sought to transcriptionally assess pulmonary endothelial and mesenchymal cells from mice with TNF-mediated PH over time and to perform velocity, cell communication, and ligand-receptor interaction analysis in addition to standard gene expression, pathway, and transcription factor analysis to better understand the microenvironment and cellular dynamics in PH and molecularly characterize the abnormal lung phenotype in the TNF-Tg model of PH. To validate and further understand the role of endothelial versus mesenchymal TNF and the specificity of TNF versus NF-κB signaling, in vitro studies using explanted WT and TNF endothelial and fibroblast cells were used to assess the role of NF-κB and TNF on BMP and SMAD expression.

## Results

### Single-cell molecular profiling identifies 15 cellular subtypes in WT and TNF-Tg lungs.

After depletion of CD45^+^ and CD326^+^ cells by cell sorting (Figure 1A, Supplemental Figure 1, and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.174456DS1), a total of 39,184 cells were sequenced across 6 conditions (Supplemental Table 2). 

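The single-cell data comprised 6 libraries, 1 for each genotype (WT and TNF-Tg, a mouse line that carries a TNF transgene) at each of 8, 14, and 20 weeks of age. In droplet-based scRNA-seq, each RNA molecule captured from a cell is tagged with the barcode of the cell and with a unique molecular identifier (UMI), so that UMIs count molecules. Each library was made from the pooled lungs of several female mice, namely 3, 4 and 4 mice for WT and 3, 4 and 5 mice for TNF-Tg, in order of age. Mice cannot be told apart within a library, and a difference between genotypes at a single age rests on 1 library per genotype and has no replicate check. The authors deposited the UMIs counted per gene and cell barcode, without normalization. The files were made with Cell Ranger 5.0.0 for both libraries of 8 weeks and with Cell Ranger 6.0.1 for the libraries of 14 and 20 weeks, so this change of version is shared by the genotypes. The WT libraries of 8, 14, and 20 weeks held 7730, 6322 and 7432 cell barcodes with 39574391, 33680696 and 39839916 UMIs in total, and the TNF-Tg libraries held 7667, 6539 and 7855 barcodes with 69082440, 64475410 and 72655387 UMIs. From these files, barcodes with at least 500 genes and at most 10% of UMIs from mitochondrial genes were kept. Of the 43545 barcodes, 38208 passed, and 1954 of those with the highest Scrublet scores were then removed as doublets at an expected rate of 0.8% per 1000 cells. This left 36254 cells, 18430 from WT and 17824 from TNF-Tg mice. The median cell held 4677, 4369 and 4425 UMIs in the WT libraries and 9066, 9630 and 9695 UMIs in the TNF-Tg libraries of 8, 14, and 20 weeks. Because cells of TNF-Tg mice held more UMIs, expression is given in CPM, a gene's UMIs after scaling the UMIs of a cell class in a library to a total of 1000000, and gene comparisons were repeated with cells thinned to 1000 UMIs and with class sums thinned to equal depth, where enough counts were left.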

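The libraries were integrated with Seurat on 2000 variable genes, from which every gene whose expression is reported here because the paper names it had been left out, and were clustered at a resolution of 0.8 on 30 dimensions. Clusters were called gCAP-like, VSMC-like, and so on, from a list of marker genes fixed before the data were examined, by a rule whose limits were set after a first look at the clusters. For gene expression, UMIs were summed per library and class, and the 3 TNF-Tg sums were compared with the 3 WT sums by edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment (edgeR FDR). Genes with an edgeR FDR under 0.05 are called changed. Libraries of 3 ages serve as the replicates of a genotype, so the SD given after each mean (n = 3 libraries) includes any change with age. Shares of cells were compared between genotypes with a two-sided exact permutation test over the libraries, whose smallest possible p with 3 libraries against 3 is 0.1. Shares of single libraries are given with an exact Clopper-Pearson 95% interval, which covers counting error only. Gene positions are those of the GENCODE vM21 annotation on mouse genome build GRCm38.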

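Clustering of the 36254 cells gave 27 clusters, and 19 and 39 clusters at resolutions of 0.4 and 1.6. By their marker genes, clusters were named gCAP-like, aCAP-like, A/V-like, lymphatic endothelial-like, proliferating-like, VSMC-like, pericyte-like, myofibroblast-like, Col13+ and Col14+ fibroblast-like, immune-like, epithelial-like, mesothelial-like, and megakaryocyte-like. A further 4 clusters with 5530 cells (15.3% of all cells) stayed unnamed. They made up 16.4%, 14.1% and 16.5% of the WT libraries and 15.6%, 16.7% and 12.1% of the TNF-Tg libraries of 8, 14, and 20 weeks. Of these, 2 capillary clusters of 3189 and 2037 cells stayed unnamed because their 10 leading genes held more markers of another class than of gCAP cells. The borders between capillary and A/V-like clusters were not stable. From another random start of the clustering, tried after seeing the data, there were 25 clusters, 23.8% of cells stayed unnamed, and 2519 instead of 5104 cells were A/V-like. At a resolution of 0.4, the unnamed share was 4.63%.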

Fifteen cellular subpopulations were identified after performing clustering analysis across all cells (Figure 1B). 

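Endothelial-like cells were those of the gCAP-like, aCAP-like, A/V-like, and lymphatic endothelial-like clusters. Unnamed clusters were added if at least 3 of the general endothelial genes *Pecam1*, *Cdh5*, *Cldn5*, *Tie1*, and *Egfl7* reached 25% of the highest cluster mean, and proliferating-like cells were not. They numbered 29161, or 80.4% of all cells, and this share lay between 78.8% and 80.8% across the other ways of filtering and clustering the cells. In the WT libraries of 8, 14, and 20 weeks, they made up 82%, 86.4% and 86.7% of all cells. In the TNF-Tg libraries, the share was 86.3%, 77.3% and 63.2%. The mean was 85% ± 2.66 in WT and 75.6% ± 11.6 in TNF-Tg (SD, n = 3 libraries). The difference of -9.45 percentage points lay within the spread between libraries (exact permutation test, p = 0.2), but its size depended on single libraries. Without the TNF-Tg library of 20 weeks, it was -3.26 points (p = 0.5, same exact test). Without the TNF-Tg library of 8 weeks, it was -14.80 points (p = 0.1, same exact test). The paper's flow cytometry is another measure. Among cells that were neither leukocytes nor epithelial, it gave a lower endothelial share in TNF-Tg than in WT at each age, 8 weeks included. In every pool, it counted fewer of these cells as endothelial than as non-endothelial, unlike the share among sequenced cells.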

The majority of cells represented endothelial cells with 5 subpopulations identified. General capillary (gCAP) endothelial cells were the most prominent population, followed by aerocyte (aCAP) and arteriovenous (A/V) endothelial cells. In addition, 5 mesenchymal populations, including vascular smooth muscle cells (VSMCs), 2 fibroblast populations (Col14^+^ matrix fibroblast and Col13^+^ lipofibroblast phenotypes) (12), as well as myofibroblasts and pericytes were identified based on canonical gene expression (Figure 1C). 

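Here, 14878 cells were gCAP-like, 3619 aCAP-like, and 5104 A/V-like. The 2 capillary clusters without a name are in none of these counts. The gCAP-like class had the most cells in each of the 6 libraries. The order of the next classes depended on 1 cluster of 2950 cells, which was led by *Esm1*, *Cxcr4*, and *Mecom* and carried the A/V gene *Hey1* as well as the gCAP genes *Gpihbp1* and *Kit*. With it, A/V-like cells outnumbered aCAP-like cells, and without it the reverse held. At a resolution of 0.4 there were 2155 A/V-like and 3618 aCAP-like cells, and without integration 5206 and 3624. Lymphatic endothelial-like cells numbered 168 and proliferating-like cells 691. The gCAP1 and gCAP2 subpopulations of the paper were not told apart here.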

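The 5 mesenchymal classes together held 4419 cells (12.2% of all cells). There were 1385 VSMC-like cells, 1085 Col14+ fibroblast-like cells, 1007 Col13+ fibroblast-like cells, 737 myofibroblast-like cells, and 205 pericyte-like cells. Classes were recognized by genes such as *Myh11*, *Cnn1*, and *Acta2* for VSMCs and *Higd1b*, *Cox4i2*, and *Kcnk3* for pericytes. Of the Col14+ fibroblast-like cells, 68 formed a cluster of their own that was led by the cartilage genes *Chad*, *Snorc*, and *Col2a1*. Pericytes had no cluster of their own at a resolution of 0.4.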

Reclustering in the mesenchymal subset demonstrated that the collagen 13^+^ and collagen 14^+^ fibroblast subsets further subdivided into smaller subpopulations, some of which were preferentially enriched or lost in TNF-Tg mice (Supplemental Figure 2). Despite depletion of hematopoietic and epithelial cells by flow cytometry, we still identified 3 immune cell populations, epithelial cells, and mesothelial cells, all of which represented minor cell populations and were excluded from further analysis.

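Among the 36254 cells kept, 824 were immune-like, 209 epithelial-like, and 774 mesothelial-like. Immune-like cells numbered 15, 11 and 15 in the WT libraries of 8, 14, and 20 weeks and 26, 54 and 703 in the TNF-Tg libraries. Most came from the TNF-Tg library of 20 weeks, where they made up 11.7% of cells (95% interval 10.9% to 12.5%). Mesothelial-like cells made up 0.738%, 1.46% and 0.928% of the WT libraries and 0.655%, 2.6% and 6.62% of the TNF-Tg libraries. Epithelial-like cells were rare in every library, with 43, 45 and 52 cells in WT and 15, 27 and 27 cells in TNF-Tg. With 1 library per genotype and age, these numbers have no replicate check.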

### Temporal changes in endothelial and mesenchymal cell proportions in TNF-Tg lungs.

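The makeup of libraries was compared by the share of cells that would have to change class for a pair of libraries to match. Between WT libraries, this share was 8.13% for 8 and 14 weeks, 6.76% for 8 and 20 weeks, and 5.38% for 14 and 20 weeks. Some classes differed between WT libraries by more than counting error. Col13+ fibroblast-like cells made up 6.49%, 4.03% and 2.66% of all WT cells at 8, 14, and 20 weeks, with 95% intervals that did not overlap. Each age had 1 WT library, so change with age could not be separated from differences between libraries.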

As expected based on histology (Figure 2A), wild-type (WT) mice demonstrated no significant differences in cellular proportions from 8 to 20 weeks of age. In contrast, TNF-Tg mice showed little difference in cell composition compared with WT at 8 weeks of age, but showed considerable differences at 14 and 20 weeks of age. 

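Measured as the share of cells that would have to change class, the TNF-Tg and WT libraries differed by 10.1% at 8 weeks, 17.9% at 14 weeks, and 29% at 20 weeks. Each of these values was larger than any difference among WT libraries, the value at 8 weeks by the least. Compared with the other WT libraries, that TNF-Tg library of 8 weeks differed by 8.74% (WT of 14 weeks) and 6.92% (WT of 20 weeks). From the paper's cell numbers and classes, the same measure gave 22.3% between the libraries of 8 weeks, 17.5% and 17% between TNF-Tg of 8 weeks and WT of 14 and 20 weeks, and 4.6% to 9.3% between WT libraries. Among TNF-Tg libraries, the share was 11.6% between 8 and 14 weeks, 26% between 8 and 20 weeks, and 20.2% between 14 and 20 weeks. These distances describe single libraries and were not tested.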

Among endothelial cells, TNF-Tg mice demonstrated a significant loss of gCAP2 cells and an increase in proliferating endothelial cells (difference in proportions *P* < 0.05, scProportionTest), while the number/proportion of gCAP1, aCAP, or A/V endothelial cells was comparable in WT and TNF-Tg lungs. 

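Among endothelial-like cells, gCAP-like cells made up 50.4%, 54.9% and 51.9% in the WT libraries of 8, 14, and 20 weeks and 51.7%, 49.3% and 46.3% in the TNF-Tg libraries. The mean share was 52.4% ± 2.31 in WT and 49.1% ± 2.68 in TNF-Tg, a difference of -3.31 percentage points (exact permutation test, p = 0.2). With each library left out in turn, the difference lay between -4.60 and -1.92 points. It depended on how the clusters were drawn. Without integration it was -17.96 points, and at a resolution of 0.4 it was 0.32 points. Under the stricter cell filter it was -3.80 points, with p = 0.1 in the same exact permutation test. The next alternatives were chosen after seeing the data. From another random start the gCAP-like difference was -7.47 points (exact permutation test, p = 0.1), and with the 2 unnamed capillary clusters counted in it was -2.13 points. Genes that lead the gCAP-like clusters also differed in expression between genotypes, and clustering without the 102 leading genes that did so in any class gave -0.66 points. Single gCAP-like clusters, compared after their values were seen, moved in opposite directions. The clusters of 4501 and 2572 cells went from 17.4% to 12.9% and from 11.1% to 6.2% of endothelial-like cells (p = 0.1 each, same exact test), and that of 838 cells from 0.954% to 5.41% (p = 0.1). The cluster of 2572 cells was led by *Gm26917*, *Syne1*, and *Lars2*. Its cells held few UMIs, with a median of 0.62 of the library median, so cell quality may play a part in its share. The largest cluster (20.8% and 23%, p = 0.3, same exact test) and the smallest (2.24% and 1.63%, p = 0.2) differed less clearly. These p values are not adjusted for the number of clusters, and the clusters were not matched to the gCAP1 and gCAP2 cells of the paper. For aCAP-like cells the mean share was 12.1% ± 1.37 in WT and 12.8% ± 0.749 in TNF-Tg (p = 0.4, same exact test), and for A/V-like cells it was 17.5% ± 0.892 in WT and 17.6% ± 2.8 in TNF-Tg (p = 1, same exact test). Both differences lay within the spread between libraries. Clustering without those leading genes gave 0.90 points for aCAP-like and 0.09 points for A/V-like cells, and A/V-like cells without the cluster led by *Esm1* gave -0.47 points. Without integration, the A/V-like difference was 12.99 points, and under the stricter cell filter the aCAP-like difference was -1.40 points. Proliferating-like cells numbered 34, 6 and 33 in the WT libraries and 271, 197 and 150 in the TNF-Tg libraries. They made up 0.388% ± 0.247 in WT and 3.46% ± 0.925 in TNF-Tg of all cells (p = 0.1, same exact test), with a higher share in each TNF-Tg library, that of 8 weeks included, than in any WT library. Endothelial genes were abundant in the proliferating-like class, and *Col1a2* reached 573 CPM in its TNF-Tg sum of 14 weeks, so the class was not purely endothelial.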

Among mesenchymal cells of TNF-Tg mice, we saw a substantial increase in VSMCs, and decreases in Col13^+^ fibroblasts and pericytes, including a complete absence of pericytes by 20 weeks of age (Figure 2, B and C; *P* < 0.05, scProportionTest).

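VSMC-like cells made up 14.4%, 13.7% and 18.8% of the mesenchymal-like cells in the WT libraries of 8, 14, and 20 weeks and 40.7%, 59.1% and 38.5% in the TNF-Tg libraries, where mesenchymal-like cells are the sum of the 5 classes. The mean was 15.6% ± 2.79 in WT and 46.1% ± 11.3 in TNF-Tg, and the libraries of the genotypes did not overlap (exact permutation test, p = 0.1, the smallest possible with 3 against 3). Leaving out each library in turn kept the difference between 24.00 and 34.27 percentage points. Col13+ fibroblast-like cells fell from a mean of 36.2% ± 8.51 in WT to 9.62% ± 2.78 in TNF-Tg (p = 0.1, same exact test), and their share was already 12.8% in the TNF-Tg library of 8 weeks. Pericyte-like cells made up 7.68% ± 1.15 in WT and 2.54% ± 3.31 in TNF-Tg (p = 0.1, same exact test). The pericyte-like difference of -5.14 points had p = 0.2 in the same exact permutation test at a resolution of 1.6 and when any 1 of the WT libraries was left out. Genes that lead the Col13+ fibroblast-like and pericyte-like clusters differed between genotypes, and *Sncg* did so for VSMC-like cells. Clustered without such genes, a choice made after seeing the data, the differences were 30.21 points for VSMC-like, -26.52 points for Col13+ fibroblast-like, and -5.02 points for pericyte-like cells. The paper compared proportions with scProportionTest, which permutes cells, whereas the library was the unit here.

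**Figure D1:**
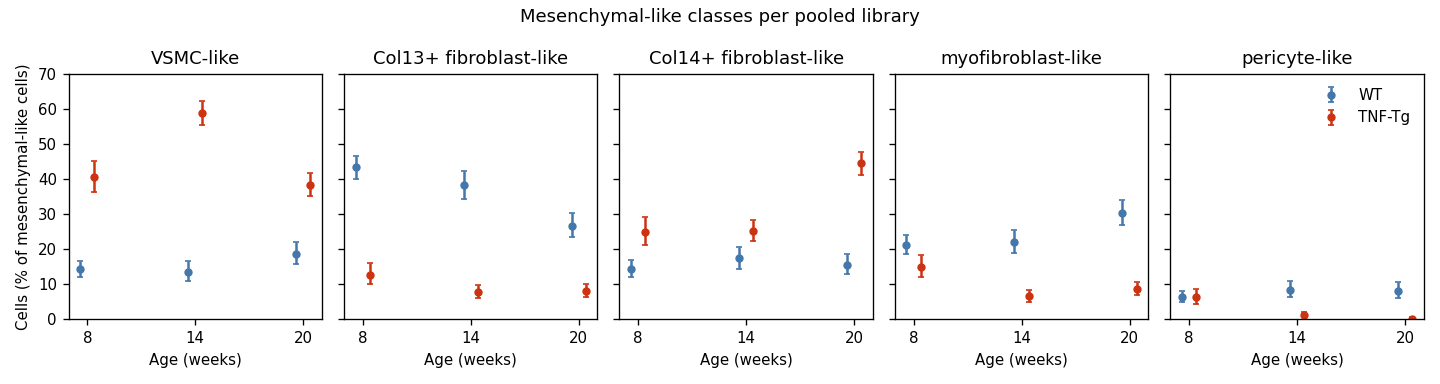
Share of each mesenchymal-like class in the WT (blue) and TNF-Tg (red) library of each age. Bars are exact 95% intervals, which cover counting error only.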

### Regulons of coexpressed genes in TNF-Tg lungs reveal cell-type-specific changes in transcription factor binding landscape in PH.

We next explored gene coexpression and its regulation by transcription factor binding using the SCENIC algorithm (13), to better understand the cause of changes in cell proportions. Analysis of regulon specificity scores (RSSs) identified 1 to 4 specific transcription factors that were active in each cell type in WT and TNF-Tg mice (Figure 2D). While most transcription factor binding was conserved across conditions, substantial changes in transcription factor binding included gCAP2 cells’ expression of an *IRF8* regulon in TNF-Tg mice, loss of *CREB5* regulon in TNF-Tg aCAP cells, decreased *MAF* regulon activity in TNF-Tg Col13^+^ fibroblasts, increased *Cebpb* regulon activity in TNF-Tg Col14^+^ fibroblasts, increased *PBX1* regulon and decreased *EGR1* and *RUNX1* regulons in TNF-Tg myofibroblasts, and loss of *Runx1* regulon in TNF-Tg pericytes (Figure 2D). Supplemental Figure 3 gives additional detail on specific regulons over- and underexpressed in WT versus TNF-Tg mice at 20 weeks of age and highlights coexpression of cell-specific markers and regulons using t-distributed stochastic neighbor embedding (t-SNE) projections, the specific binding motifs active in select cell types, and pathways of genes regulated by TNF-Tg–specific regulons in late-stage disease.

### RNA velocity analysis identifies changes in cell fate, with evidence for a gCAP to aCAP transition in TNF-Tg mice.

We assessed cellular trajectory with RNA velocity, which is calculated on the basis of differentially spliced transcripts (Supplemental Figure 4 shows splicing by cell subset). We performed velocity analysis using scVelo (14) and compared velocity pseudotime, length, confidence, and velocity embeddings over time between endothelial cells in WT and TNF-Tg mice (Figure 3, A–C). We found that RNA velocity increased significantly in aCAP cells and smooth muscle cells and decreased in pericytes, myofibroblasts, A/V endothelial cells, and Col13^+^ fibroblasts in TNF-Tg conditions relative to WT. We utilized the Cellrank (15) algorithm to identify initial and terminal states and to assess trajectories that cells may transition through to more clearly assess cellular fates. This information, plotted as a directed partition-based graph abstraction (PAGA) plot (Figure 3D), indicates that in WT mice, most endothelial cells become gCAP2 cells, while a minority of myofibroblasts and Col14^+^ fibroblasts transform into Col13^+^ fibroblasts. In contrast, in TNF-Tg mice, endothelial cells, and most prominently gCAP cells, transition to an aCAP phenotype. Velocity embeddings demonstrate that the prominent gCAP to aCAP transition occurs primarily at 14 and 20 weeks of age in the TNF-Tg lungs (Figure 3C). In addition, a substantial portion of Col14^+^ fibroblasts, myofibroblasts, the majority of pericytes, and a minority of A/V endothelial cells transitioned to VSMCs only in TNF-Tg lungs. Supplemental Figure 5 shows velocity embeddings for all cells (Supplemental Figure 5A), fibroblasts (Supplemental Figure 5B), and mural cells (Supplemental Figure 5C).

### Global signaling changes in TNF-Tg lungs include inflammatory genes and established PH pathways.

We applied trajectory analysis using Slingshot to identify genes that change over RNA pseudotime and then compared genes that changed over pseudotime in TNF-Tg versus WT conditions using tradeSeq, in order to assess pathway differences across all cell populations. Genes differentially upregulated in TNF-Tg mice were plotted as a heatmap (Figure 4A) and pathway analysis was performed (Figure 4B). As expected, inflammatory pathways, including TNF/NF-κB, IL-6/JAK-Stat, interferon, and complement were the most highly overexpressed. Additional pathways relevant to PH, including TGF-β, apoptosis, oxidative phosphorylation, reactive oxygen species, and coagulation, were also increased in TNF lungs.

### Differential gene and pathway regulation in endothelial populations.

In the endothelial compartment, we focused on gCAP2 cells, which dramatically decreased in number and A/V endothelial cells, which are critical components in macrovascular lesions in PH. The most upregulated genes in gCAP2 cells included *IGFBP7*, *COL4A2*, and *CD34*, while the most downregulated genes included *CYP4B1*, *VWF*, and *PTPRB* (Figure 4C). 

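In gCAP-like cells, 5367 of 12579 tested genes were differentially expressed between TNF-Tg and WT mice (edgeR FDR under 0.05), 2761 higher and 2606 lower in TNF-Tg. The class sums of single libraries held 11879804 to 25006091 UMIs. Leaving out each library in turn gave 3677 to 6182 genes, the lowest number without the WT library of 14 weeks. On simulated counts at this depth, 86.1% of genes changed 2- or 4-fold were found. The gCAP2 cells of the paper were not separated from gCAP1 cells here. *Igfbp7* (ENSMUSG00000036256, chromosome 5 from 77349240 to 77408041) encodes a secreted insulin-like growth factor binding protein. Its expression was 187, 193 and 194 CPM in WT and 1812, 4088 and 5419 CPM in TNF-Tg cells of 8, 14, and 20 weeks (log2 fold change 4.32, SE 0.41, edgeR FDR 0.000528). Across the alternative fits of library sums, this change lay between 3.93 and 4.66, and as the difference in mean log-normalized expression of cells in the manner of Seurat it was 3.56. By size of the log2 fold change, *Igfbp7* ranked 90 among the 2761 genes that rose, and it ranked 1 by that difference in cells. Expression of *Cd34* was 143 ± 32.8 CPM in WT and 800.5 ± 138 CPM in TNF-Tg (log2 fold change 2.49, SE 0.22, edgeR FDR 0.000398), and that of *Col4a2* was 414 ± 80.4 CPM in WT and 1771 ± 247 CPM in TNF-Tg (log2 fold change 2.10, SE 0.19, edgeR FDR 0.000408). Among genes that fell, *Vwf* (ENSMUSG00000001930, chromosome 6 from 125546774 to 125686679), which encodes von Willebrand factor, went from 282 ± 34.7 CPM in WT to 4.76 ± 2.26 CPM in TNF-Tg (log2 fold change -5.88, SE 0.33, edgeR FDR 0.000133). The fall of *Cyp4b1* was -3.88 (SE 0.27, edgeR FDR 0.000222) and that of *Ptprb* -2.47 (SE 0.21, edgeR FDR 0.000384) on the log2 scale. Each of these genes kept its direction at all 3 ages and its call in every alternative. Among genes with at least 50 CPM in the higher genotype and the same direction at each age, *Cyfip2*, *Prnd*, and *Cdh13* rose most and *Vwf*, *Kank4*, and *Lyve1* fell most. *Prnd* went from 0.337, 0.328 and 9.73 CPM to 229.6, 520.2 and 754 CPM, and it is among the leading genes of a gCAP-like cluster of 838 cells. *Lyve1* fell to 40.6, 3.75 and 7.94 CPM from 513, 739 and 562 CPM.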

Prominently upregulated pathways included regulation of cyclin-dependent kinase activity, laminin and integrin signaling, regulation of apoptosis, and transendothelial migration (Figure 4G). Downregulated pathways in gCAP2 cells included prostaglandin synthesis, macrophage differentiation, CCL2 production, and VEGF signaling (Supplemental Figure 6). 

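In A/V-like cells, 3300 of 11731 tested genes were called changed, 1745 higher and 1555 lower in TNF-Tg (edgeR FDR under 0.05). The number was 1940 without the WT library of 14 weeks and 4416 without the TNF-Tg library of 8 weeks, and the other fits that left out a library lay between these values. The class sums held 4961658 to 9752130 UMIs per library from 634 to 1053 cells. Most of the cells came from the cluster led by *Esm1*, and without it, a choice made after seeing the data, 1852 genes were called. *Sparc* (ENSMUSG00000018593, chromosome 11 from 55394500 to 55423183), which encodes a matrix-associated protein also known as osteonectin, rose from 416 ± 113 CPM to 2400.2 ± 513 CPM (log2 fold change 2.51, SE 0.23, edgeR FDR 0.000459). *Hspg2*, which encodes the basement membrane protein perlecan, was at 22.7 ± 11.7 CPM in WT and 330.4 ± 117 CPM in TNF-Tg (log2 fold change 3.85, SE 0.42, edgeR FDR 0.000784). *Cd34* reached 459.8, 729 and 672 CPM in TNF-Tg cells of 8, 14, and 20 weeks against 145, 100.0 and 116 CPM in WT (log2 fold change 2.35, SE 0.21, edgeR FDR 0.000397). *Lyve1* (ENSMUSG00000030787, chromosome 7 from 110850607 to 110863239) encodes a hyaluronan receptor and fell from 1071 ± 165 CPM to 61.4 ± 52.7 CPM (log2 fold change -4.15, SE 0.54, edgeR FDR 0.00168). Expression of *Slc6a2*, a noradrenaline transporter gene, was 395, 545 and 442 CPM in WT and 78.6, 10.2 and 6.28 CPM in TNF-Tg at 8, 14, and 20 weeks (log2 fold change -3.88, SE 0.83, edgeR FDR 0.0114). *Slc6a2* and *Vwf* lead an A/V-like cluster although neither was used for clustering. The *Slc6a2* call held in every alternative, with an edgeR FDR of up to 0.0461 when a library was left out. *Hpgd*, which encodes a prostaglandin-degrading enzyme, fell from 3436, 3007 and 3545 CPM to 1478, 517 and 204 CPM (log2 fold change -2.21, SE 0.59, edgeR FDR 0.0263). The *Hpgd* call was lost without any one of the WT libraries, without the TNF-Tg library of 14 weeks (edgeR FDR up to 0.0944), at a resolution of 0.4 (edgeR FDR 0.0789), and without the cluster led by *Esm1* (edgeR FDR 0.074, 4.08e-05 to 0.0944 over all alternatives). Without that cluster, the log2 fold changes were 2.64 for *Sparc*, 2.62 for *Hspg2*, 1.90 for *Cd34*, -3.58 for *Lyve1*, and -3.64 for *Slc6a2*. *Igfbp7* went from 263 ± 35.8 CPM to 3165 ± 834 CPM (log2 fold change 3.58). By the rule used for gCAP-like cells, *Prnd*, *Nebl*, and *Rgcc* rose most and *Lyve1*, *Slc6a2*, and *Cyp4b1* fell most, but *Rgcc* also leads a gCAP-like cluster.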

In A/V endothelial cells, the most upregulated genes included *SPARC*, *HSPG2*, and *CD34*, while the most downregulated genes included *LYVE1*, *SLC6A2*, and *HPGD* (Figure 4D). Upregulated pathways included those related to platelet degranulation, oxidative stress, and glycolysis (Figure 4G), while downregulated pathways included neurotransmitter-related pathways, and lipid mediator pathways including lipoxins and resolvins (Supplemental Figure 6). Pathway analysis in additional endothelial populations is described in Supplemental Figure 7.

### Differential gene expression and pathway analysis in mesenchymal populations.

In the mesenchymal compartment, we focused on VSMCs, which dramatically increased in number and Col13^+^ fibroblasts, which were preferentially lost in TNF-driven PH. 

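VSMC-like cells showed 877 changed genes among 10348 tested, 414 higher and 463 lower in TNF-Tg (edgeR FDR under 0.05). The WT sums were the smaller ones, with 1137169, 639631 and 1173777 UMIs from 131, 83 and 123 cells at 8, 14, and 20 weeks, against 2904753, 8189737 and 5020755 UMIs in TNF-Tg. Without the WT library of 14 weeks, 195 genes were called, and without the TNF-Tg library of 8 weeks 1727 genes. *C3* (ENSMUSG00000024164, chromosome 17 from 57203970 to 57228136) encodes complement component 3. Its level was 7.04, 10.9 and 37.5 CPM in WT and 350.1, 979 and 1544 CPM in TNF-Tg at 8, 14, and 20 weeks (log2 fold change 5.65, SE 0.69, edgeR FDR 0.00412). Expression of *Sncg*, which encodes synuclein gamma and was among the genes leading the VSMC-like cluster although not used for clustering, was 197 ± 85.1 CPM in WT and 1239 ± 239 CPM in TNF-Tg (log2 fold change 2.68, SE 0.29, edgeR FDR 0.00312). *Tspo*, the gene of a mitochondrial translocator protein, stood at 388 ± 40.7 CPM in WT and 1414 ± 459.8 CPM in TNF-Tg (log2 fold change 1.90, SE 0.24, edgeR FDR 0.00442). *Apoe* fell from 1266 ± 295 CPM to 253 ± 162 CPM (log2 fold change -2.28, SE 0.52, edgeR FDR 0.031). Any of the 3 WT libraries left out raised the edgeR FDR of *Apoe* above 0.05, to at most 0.124, with a log2 fold change between -2.46 and -2.16. *Prex2* had a log2 fold change of -3.54 (edgeR FDR 0.00507) and *Pcolce2* of -2.89 (edgeR FDR 0.00194), and the *Prex2* call was lost without integration (edgeR FDR 0.059, 1.12e-10 to 0.059 over all alternatives). RNA from endothelial cells in the WT sums was estimated to give 11% of the *Prex2*, 7.12% of the *Pcolce2*, and 2.75% of the *Apoe* level. RNA from pericytes, which became rare in TNF-Tg, was estimated in the same libraries to give 122% to 146% of the *Prex2* level, and at least 54.4% by the lowest of 6 pericyte markers, so that a fall of *Prex2* within VSMCs is left open, but at most 2.38% of the *Pcolce2* and *Apoe* levels. By the rule of size, *Ccl2*, *Cxcl10*, and *C3* rose most, and *Hhip*, *Lipg*, and *Inmt* fell most. Of the latter, *Hhip* and *Lipg* lead the myofibroblast-like and pericyte-like clusters, and endothelial RNA was estimated to give 74.9% of the WT level of *Inmt*. For *Lipg*, pericyte RNA would give more than all of the WT level, at least 154% by the lowest marker, and for *Hhip* at most 0.167%. Without the WT library of 14 weeks, the *Cxcl10*, *Hhip*, and *Inmt* calls were lost (edgeR FDR 0.0638, 0.0668, and 0.118). Those of *Cxcl10* (0.0512) and *Inmt* (0.0833) were also lost without the WT library of 8 weeks, that of *Inmt* without the TNF-Tg library of 14 weeks (0.0904), and that of *Hhip* in the clustering without the leading genes that differ, chosen after seeing the data (0.103), all edgeR FDR. *Ccl2* had 3 UMIs in WT, all in the sum of 20 weeks (2.56 CPM, 95% counting interval 0.527 to 7.47), and 12718 UMIs in the TNF-Tg sums.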

Among VSMCs, the most upregulated genes included *C3*, *SNCG*, and *TSPO*, while the most downregulated genes included *APOE*, *PREX2*, and *PCOLCE2* (Figure 4E). Pathway analysis demonstrated upregulation of erythropoietin-mediated neuroprotection via NF-κB, smooth muscle contraction, ERK signaling, and the RHO GTPase cycle (Figure 4G). Downregulated pathways included nitric oxide signaling, integrin-mediated cell adhesion, and antigen processing (Supplemental Figure 6). 

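In Col13+ fibroblast-like cells, 1221 genes of 9313 differed between genotypes (edgeR FDR under 0.05), 697 of them higher and 524 lower in TNF-Tg. TNF-Tg sums came from 63, 66 and 75 cells at 8, 14, and 20 weeks, and WT sums from 396, 232 and 175 cells. Left-out libraries gave 717 genes (without TNF-Tg of 14 weeks) to 1717 genes (without TNF-Tg of 8 weeks). *Hp* (ENSMUSG00000031722, chromosome 8 from 109575128 to 109579172) encodes haptoglobin, which binds free hemoglobin. It was expressed at 19.5, 19.4 and 60.7 CPM in WT and at 595, 3546 and 2680.4 CPM in TNF-Tg cells of 8, 14, and 20 weeks (log2 fold change 6.13, SE 0.67, edgeR FDR 0.000238). *Ltbp2*, which encodes a latent TGF-β binding protein, rose from 27.8 ± 8.24 CPM to 1361 ± 632 CPM (log2 fold change 5.62, SE 0.39, edgeR FDR 1.41e-05). *Saa3*, an acute-phase gene, was at 812, 4025 and 4345 CPM in TNF-Tg, but also at 1601 CPM in the WT library of 20 weeks, against 24.4 and 0.607 CPM in the other WT libraries, and was not called (log2 fold change 2.52, SE 1.42, edgeR FDR 0.313). Without the WT library of 20 weeks, *Saa3* was called (log2 fold change 7.75, edgeR FDR 0.002). With all libraries, *Saa3* was called with age as a block (log2 fold change 4.86, edgeR FDR 0.0135) and with no filter on low counts. It was also called with cells thinned to 1000 UMIs (log2 fold change 3.74, edgeR FDR 0.00711). Its edgeR FDR ranged from 9.78e-47 to 0.663 over the alternatives. The lowest of these values is uncertain, because it comes from the fit with no filter on low counts, where the log2 fold change was nearly the same (2.47) but the SE only 0.167. *Pcolce2* was 2173 ± 111 CPM in WT and 469.9 ± 270.3 CPM in TNF-Tg (log2 fold change -2.23, SE 0.32, edgeR FDR 0.001), and *Mettl7a1* fell to 469, 233 and 331 CPM from 1454, 1722 and 1766 CPM (log2 fold change -2.27, SE 0.23, edgeR FDR 0.000146). The edgeR FDR of *Inmt*, an indolethylamine methyltransferase gene, was 0.00551 for a log2 fold change of -2.19. *Inmt* also leads this cluster, without having been used for clustering. By the rule of size, *Cyp1b1*, *Hp*, and *Ccl7* rose most, and *Epha1* (log2 fold change -4.55), *Slc7a10* (log2 fold change -4.21), and *Gm14964* (log2 fold change -4.15) fell most. Of these, *Slc7a10* is also among the genes that lead this cluster.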

The most upregulated among the Col13^+^ fibroblast population genes included *HP*, *LTBP2*, and *SAA3*, while the most downregulated genes were *INMT*, *PCOLCE2*, and *METTL7A1* (Figure 4F). Pathway analysis revealed upregulation of IL-4/13 signaling, scavenger receptors, and insulin-like growth factor (IGF) signaling, while downregulated pathways included integrin interaction, response to LDL, and regulation of apoptosis (Supplemental Figure 6). Pathway analysis in additional mesenchymal populations is described in Supplemental Figure 7.

### Pathways downstream of TNF receptors.

To address the relative contribution of TNF/TNF receptor signaling in this PH model, we developed gene modules to represent 7 signaling cascades (FADD/TRADD-mediated apoptosis, RIP3K-mediated necroptosis, PI3K, MAPK, JAK-STAT, NF-κB, and p38-ERK), which are known to signal downstream of either TNF receptor 1 or TNF receptor 2. Gene module scores were developed and compared between WT and TNF-Tg mice across all endothelial and mesenchymal cell types (Supplemental Table 3). While some cell types demonstrated changes in many of these pathways, others were more specific. For example, pericytes demonstrated a prominent FADD/TRADD-mediated apoptosis signature.

### Ligand-receptor interaction modeling demonstrates central role of altered BMP signaling.

Ligands and receptors were identified in each cell type using MultiNicheNet, an R package derived from NicheNet (16) (Supplemental Figures 8 and 9). When we assessed the ligand-receptor (L:R) interactions that were differentially expressed in the WT and TNF conditions, there was a striking central role of interactions centering on BMP signaling. In WT lungs, *BMPR2* served as a receptor for 8 of the 11 strongest L:R interactions, while in TNF-Tg lungs, *BMP2* served as a ligand in 9 of the 13 strongest L:R interactions. *BMPR2* is predicted to interact with *NOG*, *BMP4*, and *BMP7* only in WT cells, while *BMP2* is predicted to interact with *BMPR1A* in fibroblasts and hemojuvelin (*HJV*) in VSMCs only in TNF-Tg lungs (Figure 5, A and B). 

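Predicted ligand-receptor interactions were not analysed here, but the expression of their genes was. *Nog*, the gene of the BMP antagonist noggin, was highest in myofibroblast-like cells, at 30.7 ± 2.56 CPM in WT and 7.89 ± 4.82 CPM in TNF-Tg (log2 fold change -1.88, SE 0.36, edgeR FDR 0.00483). In aCAP-like cells, no *Nog* UMI was counted in WT and 44 in TNF-Tg, at least 11.2-fold higher, but at 3.22 CPM this was too low to be tested. *Bmp4* was lower in TNF-Tg in Col13+ fibroblast-like cells, at 120.1 ± 39.4 CPM against 280.0 ± 29.7 CPM (log2 fold change -1.25, SE 0.21, edgeR FDR 0.00205). It also fell in gCAP-like cells, from 37.3, 44.3 and 36.9 CPM to 10.7, 8.78 and 10.2 CPM (edgeR FDR 0.000133), and in Col14+ fibroblast-like cells (log2 fold change -0.99, SE 0.11, edgeR FDR 0.00197), but not in A/V-like cells (log2 fold change -0.23, edgeR FDR 0.553). The call in Col14+ fibroblast-like cells was lost when cells were thinned to 1000 UMIs (edgeR FDR 0.261, 2.65e-09 to 0.261 over all alternatives). *Bmp7* was found mainly in Col14+ fibroblast-like cells, at 25.2, 23.6 and 37.2 CPM in WT and 18.6, 9.76 and 4.72 CPM in TNF-Tg at 8, 14, and 20 weeks, and was not called (edgeR FDR 0.114), except by DESeq2, without the filter on low counts, and without the TNF-Tg library of 8 weeks (edgeR FDR 0.00585, 5.6e-08 to 0.337 over all alternatives). *Bmpr1a*, which encodes a type 1 BMP receptor, rose in Col13+ fibroblast-like cells from 109, 101 and 82 CPM to 143, 204 and 151 CPM (log2 fold change 0.75, SE 0.17, edgeR FDR 0.0151) and was unchanged in Col14+ fibroblast-like cells (log2 fold change 0.04, edgeR FDR 0.953). Leaving out single libraries gave this Col13+ change an edgeR FDR of up to 0.0845, and with cells thinned to 1000 UMIs the log2 fold change was 0.42 (edgeR FDR 0.56, 0.00128 to 0.56 over all alternatives). *Hjv*, the hemojuvelin gene, was detected in VSMC-like cells, at 5.32 ± 0.754 CPM in WT and 15.3 ± 4.37 CPM in TNF-Tg (log2 fold change 1.56, SE 0.35, edgeR FDR 0.0295), with 16 UMIs in the WT sums and an edgeR FDR of up to 0.112 when a library was left out and 0.0674 without integration (0.00249 to 0.112 over all alternatives).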

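*Bmpr2* (ENSMUSG00000067336, chromosome 1 from 59763400 to 59879014) encodes the type 2 receptor for bone morphogenetic proteins. In gCAP-like cells, it was expressed at 1593, 1819.6 and 1733 CPM in the WT libraries of 8, 14, and 20 weeks and at 697, 647 and 487 CPM in the TNF-Tg libraries (log2 fold change -1.498, SE 0.14, edgeR FDR 0.000434). With each library left out in turn, this change stayed between -1.58 and -1.38. In aCAP-like cells, *Bmpr2* was at 1387, 1537 and 1455 CPM in WT and 854, 1414 and 1109 CPM in TNF-Tg, a difference that was not called (log2 fold change -0.40, SE 0.16, edgeR FDR 0.0838). It was called in 5 of 19 alternatives, among them age as a block (edgeR FDR 0.0128) and the fit without the TNF-Tg library of 14 weeks (edgeR FDR 0.00828), and over all alternatives the FDR ranged from 0.00828 to 0.226. *Bmp2* (ENSMUSG00000027358, chromosome 2 from 133552159 to 133562885) encodes one of the ligands of this pathway. In gCAP-like cells, 52 *Bmp2* UMIs were counted in the 3 WT sums and 2683 in the TNF-Tg sums, 1.42 ± 1.27 CPM in WT and 41.4 ± 10.6 CPM in TNF-Tg (log2 fold change 4.88, SE 0.45, edgeR FDR 0.00047). The rise was 3.68 in aCAP-like (edgeR FDR 7.68e-05) and 2.89 in A/V-like cells (edgeR FDR 0.000766) on the log2 scale. VSMC-like cells held *Bmp2* in both genotypes, at 17.6, 14.1 and 16.2 CPM in WT and 24.1, 55.8 and 60.2 CPM in TNF-Tg (log2 fold change 1.59, SE 0.38, edgeR FDR 0.0349), and the call was lost in most fits that left out a library, with an edgeR FDR of up to 0.137, under the stricter cell filter, and at a resolution of 0.4 (edgeR FDR 0.0617, 5.1e-05 to 0.137 over all alternatives). Among the other WT cells, *Bmp2* was at 69.9 CPM in pericyte-like, 25 CPM in myofibroblast-like, and 22.8 CPM in Col14+ fibroblast-like cells. In Col13+ fibroblast-like cells, 22 UMIs in WT and 13 in TNF-Tg gave 3.81 and 4.9 CPM, too few to be tested.

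**Figure D2:**
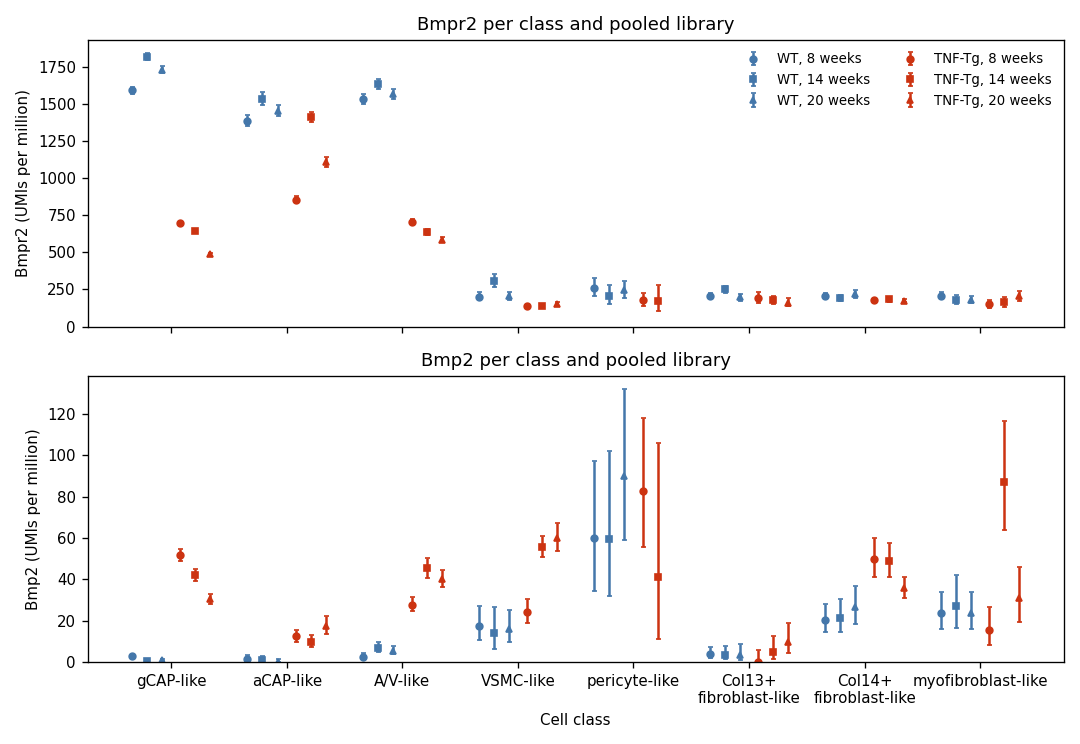
Level of *Bmpr2* (top) and *Bmp2* (bottom) in the summed cells of each class and library, without the TNF-Tg pericyte-like sum of 20 weeks. Bars are exact Poisson 95% intervals, which cover counting error only.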

When we examined gene expression levels, *BMPR2* was significantly downregulated in TNF-Tg microvascular endothelial cells (gCAP and aCAP) compared with WT (Figure 5C), while *Bmp2* was aberrantly expressed in a variety of cells from TNF-Tg mice (endothelial, VSMCs, Col13^+^ fibroblasts), but no expression was seen in WT cells (Figure 5D). Given these striking findings, we sought to confirm changes in BMP signaling at the protein level by using multicolor immunofluorescence (Figure 5, I–P). We confirmed a decrease in endothelial BMPR2 (Figure 5E) and its ligand BMP4 in the perivascular region (Figure 5G) and an increase in perivascular BMPR1a (Figure 5F), HJV (Figure 5H), and their ligand BMP2 (Figure 5H) in 20-week-old TNF-Tg mice. We also observed a marked increase in NOG staining in TNF-Tg lungs (Figure 5, E–G). We confirmed increased NOG expression in TNF-Tg lungs compared with WT, which was mostly found in perivascular areas of the lung. To confirm that this signal was from nonhematopoietic cells, we performed costaining with CD45 and found that the vast majority of NOG^+^ cells did not costain with inflammatory cells (Supplemental Figure 15).

### Decreased angiogenesis and increased TGF-β/collagen/integrin signaling.

In addition to BMP signaling, 2 additional pathways became evident in the L:R analysis. 

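*Vegfa* (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) encodes the vascular endothelial growth factor VEGF-A. It fell in Col13+ fibroblast-like cells from 288 ± 29.2 CPM to 76.6 ± 45.9 CPM (log2 fold change -1.97, SE 0.30, edgeR FDR 0.00134) and in gCAP-like cells by 0.81 on the log2 scale (edgeR FDR 0.00451). Its receptor gene *Kdr* fell in aCAP-like cells, where it was highest, from 3222, 3056 and 3036 CPM to 2024, 1948 and 1663 CPM (log2 fold change -0.75, SE 0.10, edgeR FDR 0.000264). In gCAP-like cells, *Kdr* was not called (log2 fold change -0.04, SE 0.18, edgeR FDR 0.877), and the other VEGF receptor gene *Flt1* fell (log2 fold change -1.78, SE 0.12, edgeR FDR 0.000179). *Angpt1*, the angiopoietin 1 gene, fell in Col13+ fibroblast-like cells from 374 ± 13.3 CPM to 150.5 ± 50.6 CPM (log2 fold change -1.34, SE 0.20, edgeR FDR 0.00135). *Tek*, which encodes its receptor, was at 740.1 ± 12.4 CPM in WT and 217 ± 77.9 CPM in TNF-Tg in gCAP-like cells (log2 fold change -1.78, SE 0.21, edgeR FDR 0.00112). *Edn3* (ENSMUSG00000027524, chromosome 2 from 174760619 to 174784042) encodes endothelin 3 and was highest in pericyte-like cells. In pericyte-like cells, 71 *Edn3* UMIs in WT (92.3 CPM) stood against 5 UMIs in TNF-Tg, the latter all from the library of 8 weeks. In VSMC-like cells, *Edn3* was at 14.1, 48.5 and 26.4 CPM in WT, at 2.07 CPM in TNF-Tg of 8 weeks, and without a UMI in the later TNF-Tg libraries (edgeR FDR 0.00794), a call lost by DESeq2 and without the WT library of 14 weeks (edgeR FDR 0.0666, 2.13e-08 to 0.0666 over all alternatives). Pericyte RNA in the WT sums of VSMC-like cells was estimated to give 39.5% to 135% of their *Edn3* level in single libraries (17.6% to 70.8% by the lowest of 6 pericyte markers), so that a fall within VSMCs is left open. *Ednrb*, the endothelin receptor type B gene, fell in aCAP-like cells from 1616, 1687 and 1593 CPM to 574, 392 and 318 CPM (log2 fold change -1.95, SE 0.19, edgeR FDR 1.9e-05). It also leads the aCAP-like clusters, although it was not used for clustering.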

We found the presence of proangiogenic L:R pairs such as *VEGFA/KDR*, *ANGPT1/TEK*, and *EDN3/EDNRB* exclusively in WT lungs (Figure 6A). In contrast, TNF-Tg lungs expressed substantial interactions of integrin α2 (*ITGA2*), a known receptor for collagens (*COL4A2*, *COL5A2*, *COL6A3*, *COL22A1*, and *COL28A1*), *HSPG2*, and *TGFB1* (Figure 6B). 

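The interactions themselves were not analysed here. Of the ligand genes, *Hspg2* rose most in gCAP-like cells, from 5.15 ± 3.03 CPM in WT to 341 ± 158 CPM in TNF-Tg (log2 fold change 6.05, SE 0.56, edgeR FDR 0.00047), and in aCAP-like cells it went from 2.25, 2.94 and 3.41 CPM to 107, 97.5 and 96.3 CPM (log2 fold change 5.10, SE 0.17, edgeR FDR 1.63e-08). *Col5a2* was higher in TNF-Tg in Col13+ fibroblast-like cells (242 to 685 CPM, edgeR FDR 0.00138) and A/V-like cells (53.3 to 198 CPM, edgeR FDR 0.00016). *Col6a3* rose in VSMC-like cells (log2 fold change 1.25, SE 0.17, edgeR FDR 0.0051) and not in Col13+ or Col14+ fibroblast-like cells (log2 fold changes -0.26 and -0.01, edgeR FDR 0.489 and 0.998). *Col28a1* rose in Col13+ fibroblast-like cells from 1.5, 4.25 and 3.66 CPM to 41, 108 and 56.9 CPM at 8, 14, and 20 weeks (log2 fold change 4.55, SE 0.44, edgeR FDR 0.000112). *Col22a1* was rare, with 8 UMIs in WT and 113 UMIs in TNF-Tg VSMC-like cells, a difference that was not called (edgeR FDR 0.134). For *Tgfb1*, which encodes TGF-β1, VSMC-like cells showed 23.3 ± 6.32 CPM in WT and 95.1 ± 47.8 CPM in TNF-Tg (log2 fold change 2.04, SE 0.45, edgeR FDR 0.0261), and leaving out single libraries took its edgeR FDR up to 0.125. In gCAP-like cells, *Tgfb1* rose by 0.31 on the log2 scale (edgeR FDR 0.0156, up to 0.0681 with a library left out and 0.134 with cells thinned to 1000 UMIs, 0.00277 to 0.134 over all alternatives).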

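*Col4a1* (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826) and *Col4a2* (ENSMUSG00000031503, chromosome 8 from 11312805 to 11449287) encode chains of collagen IV. In A/V-like cells, *Col4a1* went from 563, 467 and 497 CPM to 1475, 2409.9 and 2012 CPM (log2 fold change 1.93, SE 0.18, edgeR FDR 0.000474) and *Col4a2* by 2.11 on the log2 scale (edgeR FDR 0.000471). In aCAP-like cells, *Col4a1* rose by 0.97 (edgeR FDR 0.000914) and *Col4a2* by 0.79 (edgeR FDR 0.0124), the latter with an edgeR FDR of 0.0685 without the WT library of 14 weeks and 0.0704 without that of 20 weeks (1.89e-07 to 0.0704 over all alternatives). Neither gene was called in VSMC-like (*Col4a1* 0.20, edgeR FDR 0.634; *Col4a2* 0.48, edgeR FDR 0.231), Col13+, or Col14+ fibroblast-like cells, and *Col4a2* alone was called in myofibroblast-like cells (log2 fold change 1.04, edgeR FDR 0.027). These mesenchymal results were not firm. In Col14+ fibroblast-like cells, *Col4a2* was called with age as a block (edgeR FDR 0.0237), DESeq2, no filter on low counts, no doublet removal, and without the WT library of 8 weeks (adjusted p 0.000142 to 0.51 over all alternatives), and *Col4a1* with no filter (edgeR FDR 0.0377) and no doublet removal (0.0377 to 0.705 over all alternatives). In VSMC-like cells, *Col4a2* was called only with no filter (edgeR FDR 0.0431, 0.0431 to 0.897 over all alternatives). The myofibroblast-like call of *Col4a2* was lost without any one of the WT libraries or the TNF-Tg library of 14 weeks, without integration, and with cells thinned to 1000 UMIs (edgeR FDR 0.146, 1.04e-07 to 0.146 over all alternatives), and *Col4a1* was called there with age as a block (edgeR FDR 0.0284), no filter, no doublet removal, and without the TNF-Tg library of 20 weeks (0.0185 to 0.336 over all alternatives). *Itga2* (ENSMUSG00000015533, chromosome 13 from 114833081 to 114932100) encodes integrin α2, and was higher in TNF-Tg in gCAP-like, aCAP-like, and A/V-like cells. It was at 102 ± 15.6 CPM in WT and 231 ± 33.7 CPM in TNF-Tg in gCAP-like cells (log2 fold change 1.17, SE 0.15, edgeR FDR 0.00128) and at 109.7 ± 18.5 CPM in WT and 216 ± 22.7 CPM in TNF-Tg in aCAP-like cells (log2 fold change 0.95, SE 0.14, edgeR FDR 0.000531). The rise in A/V-like cells was 0.90 on the log2 scale (edgeR FDR 0.00146). Without the cluster led by *Esm1*, the A/V-like rises were 0.90 for *Itga2*, 1.41 for *Col4a1*, and 1.56 for *Col4a2*. In VSMC-like, Col13+ fibroblast-like, and myofibroblast-like cells, *Itga2* rose from low levels, to 27.9, 35.2, and 46.3 CPM (edgeR FDR 0.00477, 0.000337, and 0.00498). In Col14+ fibroblast-like cells, the change was not called (log2 fold change 0.89, edgeR FDR 0.419).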

We found upregulation of collagen IV and integrin α2 in multiple TNF-Tg cell types (Figure 6C) and confirmed this finding by multicolor immunofluorescence (Figure 6D and Supplemental Figure 16).

### Network analysis of changes in cell interactions in TNF-mediated PH.

We used the differential implementation of CellChat to better understand global cell-cell communication (17). We found that while TNF-Tg lungs had a greater number of cellular interactions, these interactions tended to be weaker than those seen in WT mice (Supplemental Figure 13A). The cell type with the greatest increase in differential interactions in TNF-Tg relative to WT mice was the Col13^+^ fibroblast (Supplemental Figure 13B). We visualized the relative strength of differential pathway expression in each cell type (Supplemental Figure 13C) and found pathways overexpressed in TNF-Tg cells included TRAIL, RANKL, IL-2, CXCL, periostin, Kit, and TGF-β. In contrast, PDGF, SPP1, MIF, Visfatin, EGF, ANGPT, WNT, VEGF, BMP, EDN, ANGPTL, and ncWNT pathways were upregulated in WT lungs. Cellular communication was then visualized as incoming and outgoing signaling modules, alluvial plots, and pathway signaling pathways (Supplemental Figure 13D).

The L:R findings from NicheNet were visualized with Circos plots highlighting the differences in signaling (Figure 6E) and a network analysis of these findings demonstrated the centrality of BMP4/BMPR2 signaling in WT and BMP2/COL4A1/FN1 and loss of VEGFA signaling in PAH lung (Supplemental Figure 14).

### In vitro assessment of BMP and SMAD signaling in explanted endothelial cells and fibroblasts.

Conditioned media transfer experiments were performed to determine the specificity of the effects of BMP2 and BMPR2 and their signaling (assessed using ID2) on endothelial and fibroblast cell interactions. We found that TNF fibroblast media was able to effectively suppress the expression of BMP2 and ID2 in both WT and TNF-Tg endothelial cells and that BMPR2 was suppressed only when TNF-Tg endothelial cells were treated with TNF-Tg fibroblast media (Figure 7A). Treatment of fibroblasts with endothelial cell–conditioned media did not show significant differences in BMP2, BMPR2, or ID2 regardless of the source of the conditioned media (Supplemental Figure 17).

To address whether the changes in BMP signaling and TGF-β/SMAD activation are specific to TNF signaling or may be induced by alternative means of activating NF-κB, we isolated primary WT and TNF-Tg endothelial cells and fibroblasts and stimulated them with 4 cytokines known to activate NF-κB signaling through non-TNF pathways: IL-1, IL-6, CD40L, and LTAβ. All of these stimuli were able to induce SMAD2/3 signaling in endothelial cells (Figure 7B), and some (IL-1, LTA) were able to recapitulate gene expression changes in BMP2, ID2, and BMPR2 (Figure 7C).

## Discussion

The TNF-Tg model of PH molecularly recapitulates many features of human PH, including VSMC proliferation with associated extracellular matrix (ECM) deposition, loss of peripheral endothelial cells and pericytes, and changes in fibroblast subtypes. These changes in cellular composition appear to be driven by TNF signaling, which leads to loss of BMPR2 signaling, increase in TGF-β/integrin signaling mediated by increased basement membrane and other ECM proteins, and loss of vasodilatory signals. Analysis of scRNA-seq data in this model reveals a complex network of cell-cell interactions, which are present in normal lung and lost in response to TNF signaling and the resulting landscape of aberrant signaling in the PH microenvironment. Moreover, the PH transcriptional niche is regulated by a unique set of transcription factors and leads to a newly described gCAP to aCAP transition.

We previously described the TNF-Tg model of PH as having multiple pathologic features consistent with human disease, including obliterative vascular lesions with loss of peripheral lung vasculature, substantially elevated pulmonary arterial pressures (average RV systolic pressure of 75 at 5.5 months), and RV hypertrophy (5). Given that these mice also develop prominent arthritis and have a cellular nonfibrotic interstitial component to their lung disease, along with lung genomic studies indicating their similarity to scleroderma and other CTDs, we have proposed that this represents a model of CTD-PAH.

This study using scRNA-seq now confirms that the TNF-Tg model also recapitulates multiple facets of human PH at the molecular level, including a central role for loss of BMPR2 signaling, which is the most common cause of genetic PAH (3) and broadly dysregulated across PH of different etiologies. A recent study using scRNA-seq in rat models of PH, including both the monocrotaline and Sugen-hypoxia models, demonstrated that TNF/NF-κB signaling is a central molecular pathway in these well-characterized PH models (10) and this overlap suggests the TNF and particularly TNF signaling through NF-κB is likely an important upstream driver of PH across models. This is also in concordance with data that have shown that patients with idiopathic and hereditary PAH have increased local vascular expression of TNF and that TNF/NF-κB signaling selectively reduces BMPR2 mRNA and BMPR2 protein in distal VSMCs and pulmonary arterial endothelial cells, suggesting that TNF may also play a critical role in human disease (18).

A recent scRNA-seq study has shown that patients with systemic sclerosis–associated PAH (SSc-PAH) have altered endothelial cell subphenotypes, altered SMAD signaling, an endothelial-mesenchymal transition (EndMT) phenotype, and that altered VEGF, TGF-β, and members of the TNF superfamily (TWEAK) can regulate this phenotype (19). Further studies will need to be performed in order to more directly compare and contrast the human and mouse studies and determine which features are species or model/disease specific. As TNF is an important part of the secreted as part of the senescence-associated secretory phenotype (SASP), it is possible that increased cellular senescence may be a reason that some patients with CTDs develop PAH. 

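Several mesenchymal classes expressed *Igfbp7* at high levels already in WT lungs. VSMC-like cells held 2892 ± 299 CPM in WT and 9591 ± 2893 CPM in TNF-Tg (log2 fold change 1.77, SE 0.21, edgeR FDR 0.00366), and Col13+ fibroblast-like cells 1824 ± 113 CPM in WT and 7037 ± 1768 CPM in TNF-Tg (log2 fold change 1.93, SE 0.19, edgeR FDR 0.000104). In myofibroblast-like cells, *Igfbp7* rose from 1314, 1193 and 1415 CPM to 4521, 5506 and 4137 CPM at 8, 14, and 20 weeks (log2 fold change 1.80, SE 0.15, edgeR FDR 1.12e-05). The gene did not change in aCAP-like cells, its highest level in WT, with 6067 ± 229 CPM in WT and 5516 ± 698 CPM in TNF-Tg (log2 fold change -0.16, SE 0.096, edgeR FDR 0.25). Nor was it called in Col14+ fibroblast-like cells (log2 fold change 0.31, SE 0.17, edgeR FDR 0.506), except with no filter on low counts (log2 fold change 0.33, edgeR FDR 0.0363, 0.0363 to 0.874 over all alternatives).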

Of interest, another SASP protein, IGFBP7, is encoded by the most highly upregulated gene in gCAP cells in our dataset and is also highly upregulated in other cell types (Figure 4, C–F). This molecule has previously been shown to be elevated in SSc-PAH (20) and to be a risk factor for PAH severity in SSc and other forms of PAH (21, 22).

In the endothelial compartment, we identified 5 cellular subsets: 2 clusters of gCAP endothelial cells, A/V, aCAP, and proliferating endothelial cells, consistent with other descriptions of pulmonary endothelial cell populations (11, 23, 24). Intriguingly, gCAP1 cells remained stable over time in the TNF-Tg mice, while there was a progressive loss of gCAP2 cells. Proliferating endothelial cells increased, while no significant changes were seen in the numbers of A/V or aCAP cells. This is in line with prior studies, which demonstrated both endothelial apoptosis and increased endothelial proliferation in PH (25). While we were able to identify genes specific for gCAP1 and gCAP2, these distinctions are not well established in the literature. However, we interestingly found that gCAP2 have reduced numbers of spliced transcripts, and that gCAP2 cells from TNF-Tg mice had increased *IRF8* transcription factor binding, suggesting a role for interferon signaling in cell death. When we performed pathway analysis across different endothelial cell populations, we found a number of intriguing changes, including upregulation of vascular wound healing, coagulation, TGF-β production, and apoptosis. We also noticed downregulation of prostaglandin synthesis, macrophage differentiation, and VEGF signaling in gCAP cells, and upregulation of lipid metabolism and downregulation of neurovascular signaling genes in A/V cells.

Among the most interesting findings in the endothelial compartment are the changes in cellular transitions identified using RNA velocity analysis. WT mice demonstrated that most endothelial subtypes tend to transition toward gCAP2 cells. In stark contrast, the vast majority of endothelial cells and even many mesenchymal cells in the TNF-Tg lung transitioned toward aCAP cells. Thus, it is likely that the substantial loss of gCAP2 cells seen in TNF-Tg lungs is explained at least partially by gCAP to aCAP transition rather than by cell death. Based on aCAP cells’ central role in gas exchange (26), the capacity of TNF to induce endothelial apoptosis (27, 28) and the transcriptional evidence of apoptosis in all endothelial subsets, we speculate that the lung preferentially replaces dying aCAP cells to ensure oxygenation for as long as possible at the expense of other endothelial (gCAP) cells. EndMT is well described in PH (29); velocity analysis suggested that a small number of A/V endothelial cells transition to become VSMCs at later time points in this model, but this did not appear to be a dominant cellular fate change. Given that this was a minor change in a small number of cells and was only seen in the velocity analysis, more definitive studies are needed to confirm whether this in fact represents EndMT.

Among mural cells, we found increased numbers of VSMCs, and a striking loss of pericytes, which was complete by 20 weeks of age in the TNF-Tg mice. Among VSMCs, pathway analysis demonstrated increased cardiac muscle differentiation, WNT signaling pathways, and downregulation of nitric oxide and antigen-processing pathways, suggesting that these cells are actively differentiating, do not produce vasodilatory signals, and lose their role in immune regulation. 

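Pericyte-like cells were 58 of 912, 51 of 606 and 54 of 653 mesenchymal-like cells in the WT libraries of 8, 14, and 20 weeks. In TNF-Tg mice, they were 31 of 491, 10 of 833 and 1 of 924, or 6.31%, 1.2% and 0.108%, with 95% intervals of 4.33% to 8.84%, 0.577% to 2.2%, and 0.00274% to 0.602%. A separate unnamed cluster of 138 cells carried both pericyte and endothelial genes, with 49, 31 and 53 cells in WT and 5, 0 and 0 cells in TNF-Tg, and is not counted here. The pericyte genes *Higd1b* and *Cox4i2* were also followed over all cells of a library, without regard to clusters. With UMIs scaled to CPM of a whole library, *Higd1b* went from 29, 20.0 and 24.6 CPM in WT to 16.2, 8.2 and 0.893 in TNF-Tg, and *Cox4i2* from 66.6, 50.6 and 55.8 to 32.5, 25.9 and 7.9. Together, they stood at 59.3%, 41.5% and 10.7% of the WT mean in TNF-Tg of 8, 14, and 20 weeks. Of the 4 other pericyte markers, *Trpc6* was also lower at 20 weeks, at 1.25 CPM against 6.5 to 8.84 in WT, but *Kcnk3* (13.5 against 14.4 to 23.8) and *Pdgfrb* (39.2 against 33.9 to 52.9) differed less, and *Cspg4* was higher (25.4 against 6.63 to 10.7). At 14 weeks, *Trpc6* (5.18 CPM) was below every WT library, and *Kcnk3* (27.8), *Pdgfrb* (53.3), and *Cspg4* (67.7) were above every WT library. Each TNF-Tg age is 1 library, and at 20 weeks 1 cell among 924 was still pericyte-like.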

While we expected a loss of pericytes, the near complete loss at 14 weeks and complete absence of these cells at 20 weeks of age was striking. Looking only at the 8-week time point (data not shown), CellChat analysis demonstrated loss of *SPP1* signaling and increase in periostin pathway in these cells, while transcription factor binding analysis showed loss of *EBF1*, a marker of pericyte commitment (30). TNF-Tg VSMCs at later time points expressed a *PRDM6* regulon, which is an epigenetic regulator of smooth muscle cell phenotypic plasticity that suppresses differentiation and maintains the proliferative potential of VSMCs (31). Interestingly, in WT conditions, velocity analysis showed that VSMCs tended to differentiate into pericytes, but this phenotype was lost in TNF-mediated PAH. This suggests that, in addition to apoptosis, the loss of pericytes may be partially due to the VSMC program driven by *PRDM6*, which may prevent this transition (31). Further study of the loss of pericytes is likely to yield important insights into this model, and lineage tracing studies and/or a more careful time course with staining for multiple markers of pericytes, subsets of fibroblasts, and smooth muscle cells, while beyond the scope of this study, could more definitively address whether pericytes are replaced by other mesenchymal cells.

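Myofibroblast-like cells made up 21.4%, 22.1% and 30.5% of mesenchymal-like cells in WT and 15.1%, 6.6% and 8.66% in TNF-Tg libraries of 8, 14, and 20 weeks. The mean share went from 24.7% ± 5.05 to 10.1% ± 4.42 (SD, n = 3 libraries, exact permutation test, p = 0.1). Col14+ fibroblast-like cells made up 14.5%, 17.5% and 15.6% in WT and 25.1%, 25.2% and 44.6% in TNF-Tg, a mean of 15.9% ± 1.52 in WT and 31.6% ± 11.2 in TNF-Tg (p = 0.1, same exact test). Both p values are the smallest that 3 libraries against 3 allow, since the libraries of the genotypes did not overlap. Left-out libraries kept the differences between -17.03 and -11.64 points for myofibroblast-like and between 9.27 and 19.04 points for Col14+ fibroblast-like cells. In the same exact test, p rose to 0.3 for Col14+ fibroblast-like cells without WT of 8 weeks or of 20 weeks and to 0.2 for myofibroblast-like cells without WT of 20 weeks, where 2 libraries against 3 allow 0.1. Leading genes of the myofibroblast-like cluster, but none of the Col14+ clusters, differed between genotypes, and clustering without those, a choice made after seeing the data, gave differences of -13.36 and 14.69 points. Shares of mesenchymal-like cells sum to 100%, so that a larger share of VSMC-like cells lowers the others, and in numbers of cells the myofibroblast-like class went from 195, 134 and 199 in WT to 74, 55 and 80 in TNF-Tg. Col14+ fibroblast-like cells numbered 132, 106 and 102 in WT and 123, 210 and 412 in TNF-Tg, or 2.16%, 1.84% and 1.55% and 1.97%, 3.79% and 6.84% of all cells, so that over all cells the class was larger in TNF-Tg at 14 and 20 weeks but not at 8 weeks.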

In the fibroblast compartment, we found a decrease in the number of myofibroblasts, and saw a change in fibroblast phenotype with a loss of Col13^+^ fibroblasts and an increase in Col14^+^ fibroblasts. Col13^+^ fibroblasts express markers such as *PLIN2* suggestive of lipofibroblasts as well as more undifferentiated fibroblast markers such as Pi16 and have been reported to consist largely of adventitial fibroblasts, whereas Col14^+^ fibroblasts express *DCN*, *COL1A1*, and *COL1A2*, which are more suggestive of matrix fibroblasts. Pathway analysis demonstrated increases in collagen and ECM production, BMP pathway changes, and complement activation, all relevant pathways in PH (3, 32, 33). Transcription factor binding analysis showed an increase in *TWIST1* in Col13^+^ fibroblasts that is known both as an EMT and EndMT factor and plays a role in PH (34, 35), suggesting that these cells may be taking on more of a matrix-producing role. Myofibroblasts and mesothelial cells overexpressed transcription factor *WT1*, which can drive fibroproliferation in fibrotic lung disease (36). In the RNA velocity analysis, we found that Col14^+^ fibroblasts had the greatest ability to differentiate into other cell types (other fibroblasts, VSMCs, and endothelial cells), while Col13^+^ fibroblasts remained very restricted to their lineage. We found heterogeneity within Col13^+^ fibroblasts, a population described to have a lipofibroblast phenotype (12). The previously described *INMT-*expressing lipofibroblast subset was largely lost in TNF-Tg lungs, whereas the cells that remained preferentially expressed *ADH7*, a marker of fibroblasts in adventitial cuffs and near arteries in bronchovascular bundles (37).

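In Col13+ fibroblast-like cells, *Inmt* (ENSMUSG00000003477, chromosome 6 from 55170626 to 55175043) was at 6469, 7098 and 6042 CPM in the WT libraries of 8, 14, and 20 weeks and at 2805, 838 and 704 CPM in the TNF-Tg libraries. In Col14+ fibroblast-like cells, it was at 1438 ± 508 CPM in WT and 307 ± 85.5 CPM in TNF-Tg (log2 fold change -2.23, SE 0.25, edgeR FDR 0.00197). *Adh7*, which encodes an alcohol dehydrogenase, had 4 UMIs in WT Col13+ fibroblast-like cells and 121 UMIs in TNF-Tg, or 0, 1.82 and 0.732 CPM against 9.84, 29 and 99.6 CPM at 8, 14, and 20 weeks (log2 fold change 5.92, SE 0.96, edgeR FDR 0.00184). At 20 weeks, 11 of 75 such cells held an *Adh7* UMI, and 63 of the 91 UMIs came from 5 cells. In Col14+ fibroblast-like cells, *Adh7* was lower in TNF-Tg, at 74.9, 52.5 and 53.6 CPM against 132, 184 and 165 CPM in WT (log2 fold change -1.43, SE 0.18, edgeR FDR 0.00265), a call lost when cells were thinned to 1000 UMIs.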

One of the innovative aspects of this study is the granular detail of the cell-cell communication and L:R interactions occurring between lung endothelial and mesenchymal cells in PH. Using MultiNicheNet, an R package derived from NicheNet that allows for comparison of L:R interactions in multisample and multicondition studies, we detected differential intracellular signaling across the multiple cell types studied. In exploring the most upregulated and downregulated L:R pairs in TNF-Tg relative to WT across cell types, the most striking finding was the change in BMP signaling, particularly downregulation of *Bmpr2* in TNF-Tg lung endothelial cells. *BMPR2* is highly expressed in WT endothelial cells and binds ligands that include *NOG*, *BMP4*, *BMP6*, and *BMP7* in multiple cell types, but these interactions are lost in TNF-Tg lungs.

Loss-of-function mutations in *BMPR2* account for approximately 70% of genetic PAH, and reductions in BMPR2 protein have been reported in PAH patients with and without *BMPR2* mutations, suggesting that this receptor likely contributes to disease pathogenesis independently of etiology. Endothelial cells from PH patients with *BMPR2* mutations demonstrate increased proliferation, reduced monolayer integrity, and increased susceptibility to apoptosis. Silencing of *BMPR2* in normal pulmonary artery endothelial cells reproduces many of the PAH features. Mice lacking BMPR2 develop spontaneous PH, and BMPR2 activity is decreased in other animal models of PH. Previous studies have suggested that TNF can lead to BMPR2 loss in smooth muscle cells (18, 38). Our findings confirm the centrality of TNF in driving a decrease in the expression of *BMPR2* by smooth muscle and endothelial cells. 

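In VSMC-like cells, *Bmpr2* was expressed at 202, 309.6 and 204 CPM in WT and 135, 138 and 152 CPM in TNF-Tg at 8, 14, and 20 weeks (log2 fold change -0.69, SE 0.17, edgeR FDR 0.0364). This call was lost in most fits that left out a library, with a log2 fold change between -0.79 and -0.49 and an edgeR FDR of up to 0.129, and with cells thinned to 1000 UMIs (edgeR FDR 0.274, 0.00585 to 0.274 over all alternatives). RNA from endothelial cells was estimated to give 39.3% of the WT level and 11% of the TNF-Tg level of *Bmpr2* in these cells. RNA from pericytes was estimated to give a further 19.1% of the WT level (13.2% to 25.4% in single libraries). By the lowest of 6 pericyte markers, it gave 5.89% to 13.3%. A fall of *Bmpr2* within VSMCs is therefore left open. In A/V-like cells, *Bmpr2* fell from 1579 ± 51 CPM to 643 ± 61.4 CPM (log2 fold change -1.31, SE 0.09, edgeR FDR 0.00016), with a log2 fold change between -1.38 and -1.26 when a library was left out and of -0.995 without the cluster led by *Esm1*. From its findings, the paper concludes that TNF is central to the decrease of the receptor, and it also mentions earlier reports on TNF and BMPR2 in smooth muscle cells.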

Given the importance of this pathway in pathophysiology, we performed immunostaining to confirm the validity of the ligand-receptor analysis and indeed found decreased BMPR2 and BMP4 proteins in the TNF-Tg pulmonary vessels relative to WT. Loss of BMPR2 by itself does not recapitulate TNF overexpression, and whether an additional TNF-mediated pathway (such as endothelial senescence) beyond loss of BMPR2 promotes the profound remodeling and PAH in this model remains to be determined.

In the absence of *BMPR2*, the ligand-receptor analysis indicates that TNF-Tg mice demonstrate an altered BMP signaling network in which multiple cells aberrantly produce *BMP2*, which binds *BMPR1A* on fibroblasts and *HJV* on VSMCs. These findings were also confirmed histologically, with increased BMP2 in proximity to HJV and BMPR1A in perivascular areas of TNF-Tg lungs, and the absence of these staining patterns in WT mice.

BMP2 is upregulated in response to hypoxia, protecting against hypoxia by upregulating eNOS expression. HJV functions as a BMP coreceptor that binds BMP ligands (primarily BMP2/4) and receptors to enhance SMAD phosphorylation, but these interactions and signaling pathways have not been described in PH. Interestingly, BMP/HJV signaling is necessary for hepcidin production and iron regulation (39), and could contribute to PH patients’ frequent iron deficiency (40).

Conditioned media experiments were conducted to confirm the results of the ligand-receptor interaction analysis with respect to BMP2 and BMPR2. Interestingly, BMP2 and ID2 (a downstream BMP responsive gene) were suppressed in endothelial cells by TNF-Tg fibroblast media regardless of the endothelial genotype, while TNF-Tg endothelial cells were required to demonstrate suppression of BMPR2, suggesting that something intrinsic to the TNF-Tg endothelial cells, likely NF-κB activation, is needed to be responsive to the TNF mesenchymal cytokine milieu.

As multiple cytokines other than TNF that stimulate NF-κB signaling were able to induce SMAD2/3 protein in endothelial cells, this suggests that endothelial NF-κB signaling is a key downstream regulator of BMP and SMAD signaling, but that this is not specific to TNF. These findings need to be interpreted cautiously, as they are drawn from total SMAD expression and did not specifically address phosphorylated SMAD proteins. It is possible that transcriptional change mediated by regulons such as *CREB5*, which we found to be altered in TNF-Tg endothelial cells, may be drivers of SMAD2/3 activation, but further studies will be needed to confirm this.

Staining for Noggin, an extracellular inhibitor of BMP signaling commonly upregulated in PH, was increased in TNF-Tg lungs. The fact that we found increased Noggin protein expression is likely due to Noggin’s long-lived nature and accumulation in the ECM, indicating that its mRNA expression (which is expressed at low levels, and may be early or transient) does not explain its function in this context where it likely binds free BMP2. To support the notion of early Noggin expression, unlike other BMP proteins, there was marked increased Noggin staining in 8-week-old TNF-Tg lungs.

PH has been frequently described as requiring both downregulation of BMP signaling and an upregulation of TGF-β signaling. Our L:R interaction module, as well as our pathway analysis, showed substantial upregulation of ECM proteins (collagens), integrin signaling, focal adhesion, and basement membrane proteins in TNF-driven PH. TNF cell-cell communication is marked by increases in *COL4A1*, *COL4A2*, *COL6A3*, *COL28A1*, *TGFB1*, and *HSPG2* molecules interacting with integrins (primarily integrin a2) on a variety of cells. Collagen IV and HSPG2 are both key basement membrane proteins, and it was recently shown that PH lungs have substantial remodeling of the basement membrane (41). 

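At the level of RNA, *Col4a1* in gCAP-like cells was at 793 ± 117 CPM in WT and 3439 ± 522 CPM in TNF-Tg (log2 fold change 2.12, SE 0.18, edgeR FDR 0.000356), and aCAP-like cells held 789.7 ± 176 CPM in WT and 1568 ± 193 CPM in TNF-Tg. In WT lungs, the highest level was that of pericyte-like cells, at 3084, 2174 and 2112 CPM at 8, 14, and 20 weeks. The level in mesenchymal classes of TNF-Tg mice was 745 CPM in VSMC-like, 509 CPM in Col13+ and 508 CPM in Col14+ fibroblast-like, and 451 CPM in myofibroblast-like cells. Summed over libraries, gCAP-like cells contributed 213536 *Col4a1* UMIs in TNF-Tg and 29742 in WT, the most of any class in both genotypes. These raw sums follow the number of cells captured and their UMIs, and gCAP-like cells were the largest class and held more UMIs in TNF-Tg. They are no measure of production in the tissue.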

The prominence of collagen IV staining in the interstitium shows that this protein is produced primarily by gCAP cells. This suggests that overproduction of endothelial basement membrane proteins may account for a substantial portion of the interstitial lung disease component described in TNF-Tg mice, especially considering a lack of overexpression of fibrillar collagens by TNF-Tg fibroblasts and myofibroblasts. Moreover, given that collagen IV is typically produced by pericytes that are no longer present in capillaries, this likely represents the endothelial cells trying to maintain barrier integrity lost by pericyte death. In addition to BMP and TGF-β signaling, other key vascular ligands lost in TNF conditions include *VEGFA*, *IGF2*, *EDN3*, *ANGPT1*, and *LPL*. This indicates that vasodilatory pathways, many of which are treatment targets in PH, are also altered by TNF overexpression.

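Of the fibrillar collagen genes, *Col1a1* was not called in Col13+ fibroblast-like cells (log2 fold change 0.57, SE 0.21, edgeR FDR 0.112), Col14+ fibroblast-like cells (log2 fold change 0.36, SE 0.31, edgeR FDR 0.718), or myofibroblast-like cells (log2 fold change 0.18, SE 0.32, edgeR FDR 0.802). For *Col3a1*, the log2 fold changes were 0.44, 0.46, and -0.21 in these classes (edgeR FDR 0.376, 0.62, and 0.784). Alternatives changed some of these results. Among Col13+ fibroblast-like cells, *Col1a1* was called higher with age as a block (edgeR FDR 0.0209), with no filter on low counts (0.0179), and without the WT library of 8 weeks (0.0382; 0.0179 to 0.342 over all alternatives), and *Col3a1* without the TNF-Tg library of 20 weeks (edgeR FDR 0.0125, 0.0125 to 0.78 over all alternatives). In Col14+ fibroblast-like cells, both were called higher with no filter (edgeR FDR 0.0092 for *Col1a1*, 0.0092 to 1 over all alternatives, and 0.000161 for *Col3a1*, 0.000161 to 1 over all alternatives). In myofibroblast-like cells, *Col3a1* was called lower without the TNF-Tg library of 8 weeks (log2 fold change -0.88, edgeR FDR 0.00985, 0.00985 to 0.983 over all alternatives). *Col1a2* rose in Col13+ fibroblast-like cells from 1269, 1053 and 1137 CPM to 2491, 2479 and 1692 CPM at 8, 14, and 20 weeks (log2 fold change 0.93, SE 0.17, edgeR FDR 0.00409), and kept this call in every alternative. It also rose in myofibroblast-like cells (log2 fold change 0.82, SE 0.23, edgeR FDR 0.0413), a call lost in fits without single libraries (edgeR FDR of up to 0.183), with thinned class sums, and with thinned cells, and was not called in Col14+ fibroblast-like cells, at 3154 CPM in WT and 3816 CPM in TNF-Tg (edgeR FDR 0.747). The paper proposes from its staining of collagen IV in the interstitium, with the fibrillar collagens as a further consideration, that endothelial basement membrane proteins account for part of the lung disease.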

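*Lpl*, the lipoprotein lipase gene, fell in gCAP-like cells from 193, 404 and 218 CPM to 52.8, 26 and 21.7 CPM at 8, 14, and 20 weeks (log2 fold change -3.03, SE 0.41, edgeR FDR 0.0016) and in A/V-like cells (log2 fold change -2.15, SE 0.19, edgeR FDR 0.000358), the latter by 1.08 without the cluster led by *Esm1*. In Col13+ fibroblast-like cells it rose, from 109, 138 and 61.5 CPM to 464, 316 and 234 CPM (log2 fold change 1.68, SE 0.30, edgeR FDR 0.00304). *Igf2*, which encodes insulin-like growth factor 2, was at 30.6 ± 6.09 CPM in WT and 10.9 ± 2.96 CPM in TNF-Tg in myofibroblast-like cells (log2 fold change -1.47, SE 0.32, edgeR FDR 0.01), and its call was lost without the WT library of 20 weeks (edgeR FDR 0.0592) and in the clustering without the leading genes that differ (edgeR FDR 0.754, 0.000507 to 0.754 over all alternatives). In VSMC-like, A/V-like, and Col14+ fibroblast-like cells, *Igf2* was not called (edgeR FDR 0.184, 0.961, and 0.631).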

Some of the limitations of the study include the use of flow cytometry to focus on endothelial and mesenchymal cells and the exclusion of other key cells in PAH, including immune cells and epithelial cells. The TNF-Tg mouse does have a more prominent inflammatory infiltrate than is seen in other rodent models or idiopathic PAH. Our prior work described the model as more closely recapitulating CTD-PAH using whole-lung RNA-seq, but given that we showed nonhematopoietic cells were responsible for the phenotype using bone marrow chimera experiments (5), we excluded immune cell types in the present analysis, which limits our ability to understand the complex molecular dialogue between immune cells and stromal cells in this study. While we did sequence a small number of immune cells, these were excluded from the analysis because our flow cytometry depleted CD45^+^ cells and these cells therefore likely have a skewed phenotype. While speculative, it is interesting to note that a large number of the myeloid cells sequenced highly express PF4 (*CXCL4*) that is expressed by plasmacytoid dendritic cells and is associated with PAH in patients with systemic sclerosis (42), although this population might also contain megakaryocytes. Furthermore, beyond the confirmatory staining for the BMP pathway, our findings do not give spatial context to the cellular interactions seen and future studies should confirm findings using high-depth immunostaining, mass cytometry, or spatial transcriptomics to visualize the cellular and molecular processes and interactions within the PAH microenvironment. 

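Of 783 immune-like cells of TNF-Tg mice, 84 (10.7%) held a *Pf4* UMI, and of 41 such WT cells none did. By age, the share in TNF-Tg was 15.4%, 27.8%, and 9.25% at 8, 14, and 20 weeks. UMIs of at least 3 of the genes *Pf4*, *C1qa*, *C1qb*, *C1qc*, and *Mrc1* were seen in 90 TNF-Tg cells, and 390 cells held UMIs of at least 2 myeloid genes. A separate megakaryocyte-like cluster of 38 cells, led by *Ppbp* and *Pf4*, had 2, 2 and 4 cells in WT and 10, 6 and 14 cells in TNF-Tg.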

While many of the findings in the TNF-Tg model are shared with PAH patients and other rodent PH models, the RNA velocity analysis findings including the gCAP to aCAP transition should be confirmed in other models and PAH patients, and lineage tracing would be useful to more definitively confirm cellular fate transitions. Another limitation is that we were not able to subset A/V endothelial cells into arterial and venous using clustering or previously described markers, and therefore the A/V cluster lacks ideal resolution to answer questions specifically about arterial endothelial cells.

The potential for anti-TNF therapy as a treatment target in PH and particularly in CTD-PAH is attractive, and studies looking at drug repurposing for PH have identified anti-TNF as a strong potential candidate (43). We previously showed that anti-TNF therapy prevents disease progression in TNF-Tg mice (5), and other groups observed improvement or resolution of disease using anti-TNF therapy in rat Sugen-hypoxia (18) and monocrotaline models (44), and a pig model of endotoxin-induced PH (45). While no prospective clinical trials of anti-TNF therapy have been performed in PH and there is concern due to a study in which infliximab caused worsening heart failure (46), there are case reports of patients with scleroderma and rheumatoid arthritis who experienced worsening of PAH after cessation of anti-TNF therapy (47, 48) suggesting potential benefit particularly in the setting of CTD-PAH.

In conclusion, our data provide strong evidence that TNF is a central player in the pathophysiology of PH and that overexpression of TNF causes a cascade of cellular and molecular changes linked to the endothelial and mesenchymal phenotypes seen in this devastating disease, including loss of BMPR2 signaling. Our results suggest the utility of the TNF-Tg model of PH for designing mechanistic studies and provide further rationale for anti-TNF clinical studies of patients with CTD-PAH.

## Methods

### Sex as a biological variable.

Based on previous work in which we have longitudinally assessed sexual dimorphisms of cardiopulmonary phenotype of TNF-Tg mice, we demonstrated that early mortality in female, but not male, mice is due to PH and heart failure (5). We therefore utilized female mice in the present study so that we could examine the entire spectrum of severity of disease in this model.

### Mice.

The TNF-Tg mouse line 3647 (49) was generated by Georgios Kollias of the Alexander Fleming Biomedical Sciences Research Center (BSRC) and was used with permission of Alexander Fleming BSRC. The PH phenotype in TNF-Tg and WT mice has been previously described (5). In this study, we characterized cells from 3–5 female mice at each of 3 time points: 8 weeks, 14 weeks, and 20 weeks of age. 

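The sex of the mice can be read from the libraries. *Xist*, which is transcribed from the inactive X chromosome of female cells, was at 646, 557 and 649.7 CPM in WT and 695, 529 and 612 CPM in TNF-Tg gCAP-like cells. Of the Y-linked genes, *Eif2s3y* and *Ddx3y* had no UMI in the gCAP-like cells of any library. *Kdm5d* had 9 UMIs in the gCAP-like cells of the 3 WT libraries together and 20 in those of the TNF-Tg libraries, and *Uty* had 4 and 2.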

Based on prior experience with the TNF-Tg model in which female mice develop histologic evidence of pulmonary vasculopathy between 9 and 12 weeks of age, have significantly elevated RV pressures by 3–4 months of age, and die by 5.5–6 months of age (5), we chose these time points to represent a natural history of disease: 8 weeks represents an early time point prior to onset of PH, 14 weeks a point with established PH but without overt heart failure, and 20 weeks of age represents end-stage disease.

### Lung digestion.

Lungs were pooled by genotype/age and single-cell suspensions were obtained from the lungs mice by a combination of mechanical dissociation and enzymatic digestion. Lungs were first dissociated with a micro-scissor and a GentleMACS Octo Dissociator (Miltenyi Biotec). Dissociated lungs were then digested at 37°C and 5% CO_2_ for 30–45 minutes in digestion buffer containing 10 mM *N*-2-hydroxyethylpiperazine-*N*-2-ethane sulfonic acid (HEPES), 150 mM NaCl, 5.0 mM KCl, 1.0 mM MgCl_2_, 1.8 mM CaCl_2_, 0.3–0.4 U/mL collagenase A (COLLA-RO, Roche), 800 U/mL DNase I (Sigma-Aldrich, DN-25), 1.5–2.0 U/mL elastase (Worthington, ESL LS002292), and 10 U/mL Dispase II (Corning, 354235). The enzymatic reaction was neutralized by Dulbecco’s PBS (DPBS) containing 10% FBS and red blood cells were removed by ACK Lysing Buffer (Thermo Fisher Scientific, A104920). Cells were pelleted at 1500 rpm (462*g*) at 4°C for 10 minutes, washed twice with FACS staining buffer (DPBS containing 5% FBS and 2 mM EDTA) and resuspended into FACS buffer at 1 × 10^7^ to 5 × 10^7^ cells/mL.

### Flow sorting to deplete bone marrow–derived and epithelial cells.

The single-cell suspensions were then stained with a fluorescently conjugated antibody specific for CD45 (clone 30-F11, PE-Cyanine 7, BioLegend), CD326 (PE-Dazzle 594, BioLegend), and CD31 (APC-Fire 750, BioLegend) for 30 minutes at 4°C in the dark after incubation with FcBlock (BD Biosciences, anti-CD16/anti-CD32) for 15 minutes at 4°C. The cells were washed with FACS staining buffer twice and a total of 1 × 10^7^ to 2 × 10^7^ stained cells were analyzed on an LSRII flow cytometer (BD Biosciences). 7-AAD (BioLegend) was used to exclude dead cells and doublet cells were removed based on their forward/side scatter properties. CD45^–^CD326^–^ live cells were sorted into FACS buffer and kept on ice until the cells were further processed for scRNA-seq.

### scRNA-seq across time and conditions.

7-AAD^–^CD45^–^CD326^–^ flow sorted cells (100,000–300,000 cells) were collected and submitted for single-cell capture. Cellular suspensions were loaded on a Chromium Single-Cell Instrument (10× Genomics) to generate single-cell Gel Bead–in–Emulsions. scRNA-seq libraries were prepared using a Chromium Single-Cell 3′ Library & Gel Bead Kit (version 1.1; 10× Genomics). The beads were dissolved, and cells were lysed per the manufacturer’s recommendations. Libraries were sequenced using Illumina’s NovaSeq 6000 instrument. Cells (5000–6000) were captured per condition at a read depth of 50,000 reads per cell. The sequencing reads were examined by quality metrics, transcripts mapped to reference mouse genome (GRCm38), and assigned to individual cells according to cell barcodes, using Cell Ranger (10× Genomics).

### Identification of individual lung cell populations.

Data analysis was performed using R (version 4.1.3). Seurat 4.0 (50) was used for initial data analysis, normalization of gene expression, integration of samples, and identification and visualization of cell populations. Cell populations were identified based on gene markers and visualized by uniform manifold approximation and projection (UMAP) plots. Cell populations were identified by using the FindConservedMarkers function and then passing top cell type canonical marker genes to annotation databases, including Descartes Cell Types and Tissue 2021 (https://descartes.brotmanbaty.org), CellMarker Augmented 2021 (http://bio-bigdata.hrbmu.edu.cn/CellMarker), and Tabula Muris (https://www.czbiohub.org/sf/tabula-muris/) to identify likely cell types and then confirmed using a literature-based search of established marker genes for known pulmonary cell types. Supplemental Table 1 annotates the number of cells classified as each of the 15 canonical populations from the data set across the 6 conditions used. Reclustering was performed for the endothelial and mesenchymal compartments. Cell proportion bar plots were generated using the dittoSeq package. Further downstream analysis utilized the subset of endothelial and mesenchymal cells from the integrated analysis. The epithelial, immune, and mesothelial cells which were captured were excluded from analysis.

### Assessment of differentially expressed genes in TNF-mediated PH.

Differentially expressed genes were assessed between WT and TNF-Tg lungs in each cell type using the FindMarkers feature of Seurat. Filtering was performed to exclude genes which were expressed in less than 10% of cells in either condition. Differentially expressed genes were visualized using volcano plots generated using the EnhancedVolcano package.

### Assessment of pathways upregulated in TNF-Tg mice across all cell types.

To identify individuals genes that drive changes in transcription over the endothelial-mesenchymal axis in TNF-Tg lungs relative to control, we used the trajectory fitted by Slingshot and performed clustering, differential gene expression analysis, and visualization of genes that change significantly over pseudotime using the tradeSeq (51) package. Pathway analysis was performed using the enrichR package and the MSigDB Hallmark 2020 database (https://github.com/wjawaid/enrichR). Pathways with odds ratios of greater than 5 were considered and ordered by combined score (which incorporates both *P* values and odds ratios).

### Assessment of up- and downregulated pathways across relevant cell populations.

Pathway analysis was performed using the enrichR package and up- and downregulated genes for cell types and genes in differentially regulated regulons were assessed for pathway enrichment using (https://github.com/wjawaid/enrichR,) BioCarta_2016, ChEA_2022, GO_Biological_Process_2021, KEGG_2019_Mouse, Panther_2016, Reactome_2022, and WikiPathways_2019_Mouse databases. Pathways with odds ratios of greater than 10 were considered and then top pathways were visualized by a Cleveland dot plot to demonstrate top pathways with the lowest *P* values on the left and sequentially decreasing significance.

### Assessment of transcription factor binding in WT and TNF-Tg lungs.

The SCENIC (13) package was used to identify gene coexpression modules (regulons) controlled by common transcription factor binding sites using *cis*-regulatory analysis. Briefly, this method builds a gene regulatory network (GRN) by first identifying potential targets for each transcription factor based on coexpression. We identified coexpressed genes using GENIE3 to infer potential transcription factor targets based on the expression data and SCENIC wrapper functions in R to build the gene regulatory network, obtain coexpression modules, identify regulons and cell states, score regulons in the cells with AUCell, and clustering cells according to the gene regulatory network activity. Cell-type-specific regulators based on the RSS were identified and plotted using the rssplot function. We then identified stable cell states based on their t-SNE clustering and explored the results using the web based utility SCope (https://scope.aertslab.org/) for visualization of gene and regulon coexpression.

### RNA trajectory, pseudotime, and velocity.

To assess cells’ transition from one functional state to another we assessed single-cell trajectories using 3 different approaches. Monocle3 (52) and Slingshot (53) were used to assess trajectory and pseudotime for RNA transcription. Monocle3 first performs dimension reduction with UMAP, and then it clusters the cells with Louvain/Leiden algorithms on a k-nearest neighbor graph to connect adjacent groups and resolves the trajectories of individual cells utilizing a learning principal graph. In contrast, Slingshot first performs inference of the global lineage structure using MST on clustered data points and then inferers pseudotime variables for cells along each lineage by fitting simultaneous principal curves across multiple lineages.

RNA velocity is a newer and more sensitive method for identifying directed information by distinguishing unspliced transcripts from mature mRNAs (spliced). To assess RNA velocity, raw sequence reads were processed in a Linux environment using Samtools to filter and sort reads and the velocyto (54) command line tool to determine spliced and unspliced transcripts. The resulting LOOM files were analyzed in the python implementation of scVelo to perform velocity analysis. scVelo (14) was used to convert spliced and unspliced reads into cell × gene matrices, processes these matrices to generate phase plots describing a dynamical transcription process, and fits transcriptional dynamics. This allows for display of velocity in a low-dimensional embedding (UMAP space) with the ability to calculate both the length and certainty of the velocity vectors and assess velocity pseudotime. Finally, to ascertain cellular fate decisions, the Cellrank (15) package was used to generate a PAGA plot where directed edges reflect local velocity compute_flow as well as pseudotemporal ordering to ascertain the starting cell type and restrict the possible ending states.

### Ligand-receptor interaction analysis.

To assess individual ligand-receptor interactions across the full range of conditions, we employed the MultiNicheNet package. MultiNicheNet is an implementation of NicheNet (16) that enables assessment of differential cell-cell communication events (ligand-receptor interactions and downstream signaling to target genes) based on upregulation of the ligand in a sender cell type and/or upregulation of the receptor in a receiver cell type, high expression of ligand and receptor in many samples of the same group, cell-type- and condition-specific expression of the ligand in the sender cell type and receptor in the receiver cell type, and high NicheNet ligand activity, to further prioritize ligand-receptor pairs based on their predicted effect of the ligand-receptor interaction on the gene expression in the receiver cell type. The algorithm utilizes pseduobulk expression for each sample scored used the muscat framework. MultiNicheNet combines all these criteria in a single prioritization score, which is also comparable between all sender-receiver pairs and the top 40 most highly prioritized up- and downregulated L:R pairs were mapped. Circos plots were generated in WT and TNF conditions indicating cell-specific ligand interactions. Systems network interactions were calculated using the ggraph_signaling_plot function to draw links between ligands of sender cell types and ligand/receptor-annotated target genes in receiver cells.

### Immunostaining.

Fluorescent immunohistology was performed on histological sections of WT and TNF lung tissues at 8 and 20 weeks (*n* = 5 per genotype per time point). Formalin-fixed paraffin sections (5 μm) were incubated at 60°C overnight. Tissue sections were quickly transferred to xylene and gradually hydrated by transferring slides to absolute alcohol, 96% alcohol, 70% alcohol, and water. Slides were immersed in an antigen retrieval solution, boiled for 30 minutes, and cooled down for 10 minutes at room temperature (RT). Slides were rinsed several times in water and transferred to PBS. Nonspecific binding was blocked with 5% normal donkey serum in PBS containing 0.1% Tween 20 and 0.1% Triton X-100 for 30 minutes, at RT in a humid chamber. Primary antibodies were added to slides and incubated in a humid chamber at room RT overnight. Slides were quickly washed in PBS and incubated with fluorescently labeled secondary antibodies for 2 hours at RT in a humid chamber. Finally, slides were rinsed for 1 hour in PBS and mounted with Vectashield antifade mounting media with DAPI (H-1200, Vector Laboratories). Pictures were acquired with a Zeiss Axioplan 2 microscope and recorded with a Hamamatsu camera.

Primary antibodies used included BMPR2 (rabbit, PA5-95839, Thermo Fisher Scientific), NOG (sheep, PA5-47807, Thermo Fisher Scientific), α-SMA (mouse, clone 1A4, MS-113-B, Thermo Fisher Scientific), BMP2 (rabbit, MBS249851, MyBioSource), BMP4 (rabbit, GTX100875, GeneTex), BMPR1 (rabbit, ABIN200094, Antibodies Online; https://www.antibodies-online.com/), HJV (goat, AF3720, R&D Systems), IGFBP7 (rabbit, PA5-76685, Thermo Fisher Scientific), COL4A1 (goat, NBP1-26549, Novus Biologicals), and ITGA2 (rat, 108901, BioLegend).

Secondary antibodies included Cy3 donkey anti-sheep IgG (713-166-147, Jackson ImmunoResearch Laboratories), Alexa Fluor 488 donkey anti-rabbit IgG (711-546-152, Jackson ImmunoResearch Laboratories), Cy3 donkey anti-goat IgG (705-166-147, Jackson ImmunoResearch Laboratories), and Alexa Fluor 647 donkey anti-rat IgG (712-606-153, Jackson ImmunoResearch Laboratories).

### Morphometric analysis.

Two to 3 random pictures (original magnification, ×200) per sample were taken with a Hamamatsu camera in pulmonary areas with blood vessels or bronchi. Areas covered by NOG, BMP2, or BMPR2 signals were quantified with ImageJ (NIH). Areas in squared pixels were transformed to square microns. Graphs represent the average and SEM.

### Network-based cell-cell communication.

Intercellular communication can be ascertained from scRNA-seq data; to do this, we utilized the CellChat (17) package to analyze cell-cell communication for continuous states along cellular developmental trajectories. This framework enables quantitative characterization of cellular interactions across cell types and comparisons of the inferred cell-cell communication networks using an integrated approach by combining social network analysis, pattern recognition, and manifold learning approaches. Specifically, we utilized this package to identify and visualize differential numbers and strengths of interactions across cell type, identify and characterize cellular communication patterns, and to ascertain differential pathway expression of ligand-receptor interactions between cells using literature annotations from the CellChat database.

### Cell isolation.

Mouse lungs were perfused through the left ventricle with HBSS containing 1000 U/mL heparin. Lungs were cut into small pieces and incubated with collagenase II (1000 U/mL), Dispase (2.5 U/mL) (Worthington Biochem), DNase I (10 mg/mL; Sigma-Aldrich), and CaCl_2_ (250 mM) (Sigma-Aldrich) at 37°C for 45 minutes. Lung pieces were passed through an insulin syringe and filtered in a sterile 100-μm cell strainer. Cell suspensions were centrifuged at 350*g* for 8 minutes and washed twice with PBS (Thermo Fisher Scientific). Cell suspensions were incubated in PBS containing 2% FBS (Sigma-Aldrich) and 2 μg/mL FcBlock (2.4G2, BioXcell) for 10 minutes on ice. Endothelial cells were isolated using Invitrogen Dynabeads CD31 Endothelial Cells and a magnetic particle concentrator according to the manufacturers protocol (Thermo Fisher Scientific). CD31^+^ cells were cultured on plates covered with fibronectin (10 mg/mL) and endothelial cell media (M1168, Cell Biologics) supplemented with 5% heat-inactivated FBS, 0.5 mL VEGF, ECGS, heparin, EGF, hydrocortisone, and antibiotic-antimycotic solution as provided by the manufacturer. Culture media were replaced every other day and CD31^+^ cells were purified 3 times before cytokine stimulation. For fibroblast culture, endothelial cells (anti-CD31; 390, BioLegend), leukocytes (anti-CD45; 30-F11, BioLegend), smooth muscle cells (anti-ITGA8: BAF4076, R&D Systems), pericytes (anti-CD140; APB5, BioLegend), and epithelial cells (anti–E-cadherin: BAF748, R&D Systems) were depleted by positive selection on LS+ columns (Miltenyi Biotec) using biotin-labeled antibodies (BD Biosciences) and streptavidin coupled to magnetic microbeads according to the manufacturer’s protocol. Fibroblasts were cultured in DMEM (GIBCO) supplemented with 20% heat-inactivated FBS (Sigma-Aldrich), 1× GlutaMax, and antibiotic-antimycotic solution. For the cell culture transfer experiment, endothelial cells or fibroblasts were cultured in complete endothelial cell culture or DMEM with or without 20 mg/mL human TNF (300-01A, Peprotech) for 24 hours. Cells were washed 5 times with PBS and cultured for 72 hours in serum-free endothelial or fibroblast media. Supernatants were collected and centrifuged at 485*g* for 5 minutes. Two million endothelial cells were cultured with fibroblast-conditioned media and 2 million fibroblasts were cultured with conditioned media from endothelial cells for 6 hours. Cells were harvested and RNA was isolated for gene expression analysis.

### Cell stimulations.

Lung fibroblasts and endothelial cells were stimulated with IL-1B (211-11B, Thermo Fisher Scientific), IL-6 (216-16, Thermo Fisher Scientific), CD40L (315-15, Thermo Fisher Scientific), and LTβ (LS-G13992, LSbio) for 3, 6 and 24 hours.

### Quantitative PCR.

Cells were lysed with TRizol (15596026, Thermo Fisher Scientific) and glycogen (R0551, Thermo Fisher Scientific) was used as a carrier to improve RNA isolation. RNA (2 mg) was reverse transcribed with a High Capacity cDNA Reverse Transcription kit (4368814, Thermo Fisher Scientific). cDNA concentration was adjusted to 10 ng/mL. Quantitative PCR reactions were performed with 10 ng of cDNA and iTaq Universal SYBR Green supermix (1725124, Bio-Rad). Gene expression was normalized to expression of the *18s* housekeeping gene and levels of gene expression in stimulated cells from TNF-Tg and C57BL/6 mice were compared to the gene expression in unstimulated cells of C57BL/6 mice.

### Western blot.

Total proteins from mouse lung endothelial cells and fibroblasts stimulated with IL-1B, IL-6, CD40L, and LTβ were extracted with CytoBuster buffer containing 1× protease inhibitor cocktail (Thermo Fisher Scientific) according to the manufacturer’s instructions. Protein was quantified using a micro bicinchoninic acid protein assay kit (Thermo Fisher Scientific). One volume of NuPAGE sample buffer (Thermo Fisher Scientific) was added to 15 μg of protein lysate and boiled for 5 minutes at 95°C. Protein samples were resolved in 4%–12% Bis-Tris Plus Bolt precast mini gels and transferred onto an iBlot 2 PVDF stack using an iBLot electrophoretic transfer unit (Thermo Fisher Scientific). PVDF membranes were blocked with 5% blotting grade blocker (Bio-Rad) at RT in PBS containing 0.05% Tween 20 (Sigma-Aldrich) at RT for 1 hour and incubated with primary antibodies against β-actin (PA1-183, Invitrogen), Smad1 (6944S, Cell Signaling Technology), and Smad2/3 (3102S, Cell Signaling Technology) overnight at 4°C. Bound antibodies were detected with HPR-conjugated rabbit antibodies (NA934V, MilliporeSigma) and probed by the SuperSignal chemiluminescence system (Thermo Fisher Scientific).

### Statistics.

Differential gene expression analysis between cells or groups of cells within clusters were performed using Seurat’s implementation of the nonparametric Wilcoxon’s rank-sum test (50). A Bonferroni correction was applied to the results. Genes differentially expressed along pseudotime lineages were calculated using tradeSeq (51). Prioritization scoring for ligand-receptor pairs was performed with expression values using the differential NicheNet algorithm (16). For comparisons between cell population frequency, scProportionTest (55) was utilized. For comparisons between 2 groups, statistical significance was calculated with a 2-tailed Student’s *t* test. A *P* value of less than 0.05 was considered significant.

### Study approval.

All animal work was approved by the University of Rochester (Rochester, New York, USA) University Committee on Animal Resources (UCAR) under the protocol number 102056.

### Data availability.

The raw data from the scRNA-seq have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE279244. Values for all data points in graphs are reported in the Supporting Data Values file. Additional processed data and image files are available upon request.

## Author contributions

MLGH and JRM performed the immunostaining, in vitro isolation and stimulation experiments, and performed the bulk of the data analysis and writing. QX performed the flow isolation of lung cell and preparation of cells for scRNA-seq. YJ and RM performed cell isolation, culture, imaging, and data analysis. SD maintained detailed experimental logs, obtained tissue from animals, and performed imaging. SB and BDK performed multiple bioinformatic analysis. BDK conceived of the presented idea and designed the analysis plan. BDK and KY supervised the findings of this work and oversaw the writing of the manuscript. All authors discussed the results and contributed to the final manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
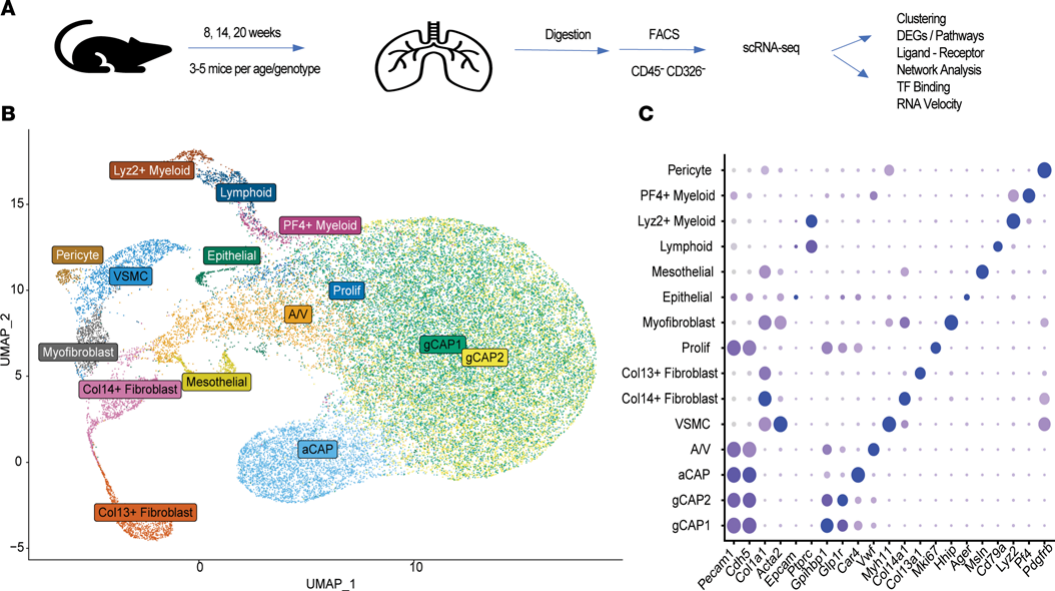
Identification and characterization of endothelial and mesenchymal cell types in scRNA-seq. (**A**) Schematic overview of study design. (**B**) UMAP projection of 15 cell types identified. (**C**) Dot plot indicating canonical endothelial (*Pecam1*, *Cdh5*), mesenchymal (*Col1a1*, *Acta2*), epithelial (*Epcam*), and immune (*Ptprc*) populations and one characteristic marker representing each cluster.

**Figure 2:**
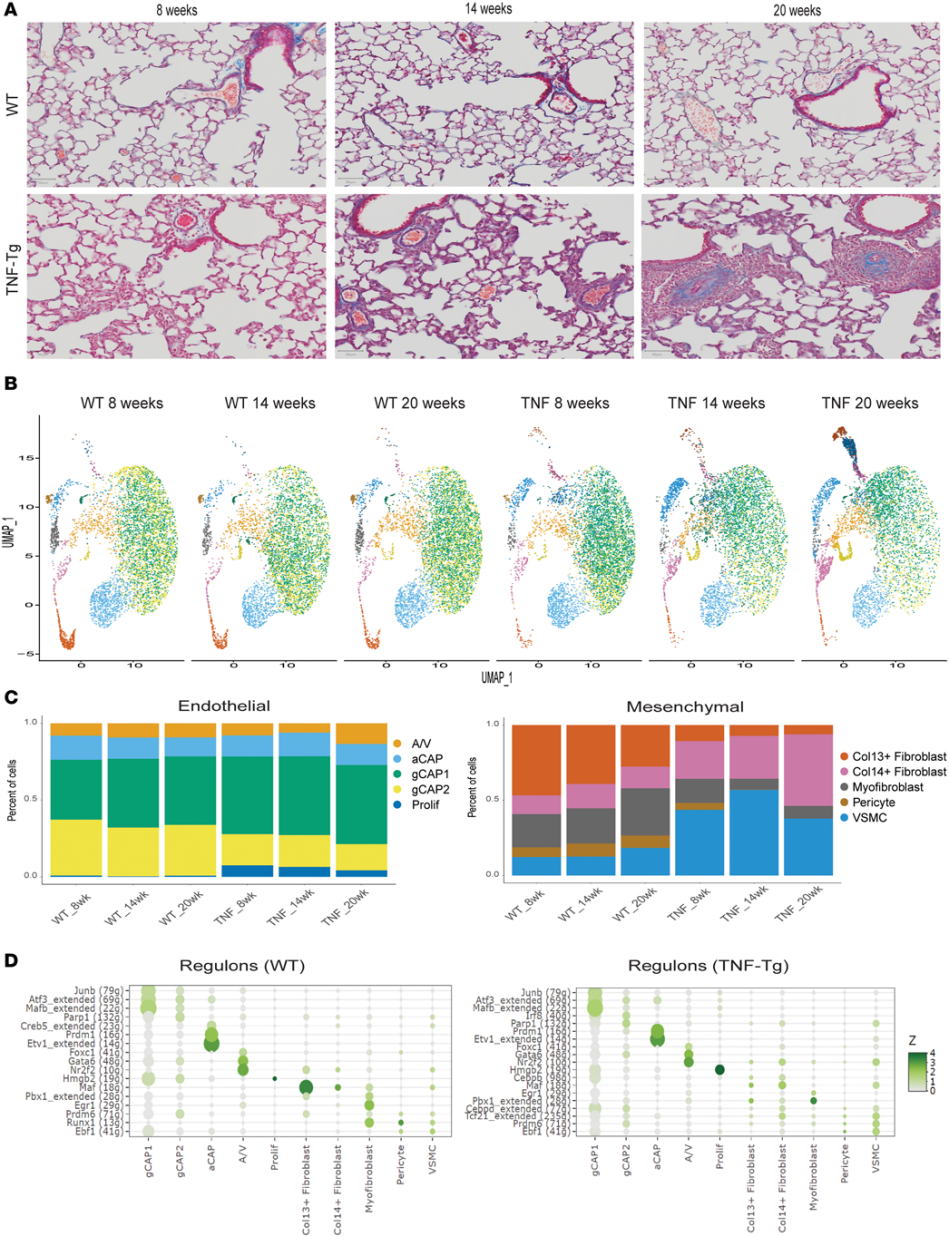
Changes in cellular composition of TNF-Tg lungs over time. (**A**) Lung histology from WT (upper) and TNF-Tg (lower) lungs: Masson’s trichrome stain. (**B**) UMAP projections demonstrating changes in cellular makeup by genotype and time point. Note increased VSMC and Col14^+^ fibroblast and decreased gCAP, Col13^+^ fibroblast, and pericyte populations in TNF-Tg mice. (**C**) Proportion of cells of each endothelial (left) and mesenchymal (right) cell subtype across WT and TNF-Tg mice at each time point. Significant change between cell proportions in WT and TNF-Tg conditions (scProportionTest *P* < 0.05). (**D**) Regulon specificity scores (RSS) were calculated for each cell type in WT (left) and TNF-Tg (right) using SCENIC and are displayed as a dot plot, with darker green indicating increased specificity of transcription factor binding in a given cell type.

**Figure 3:**
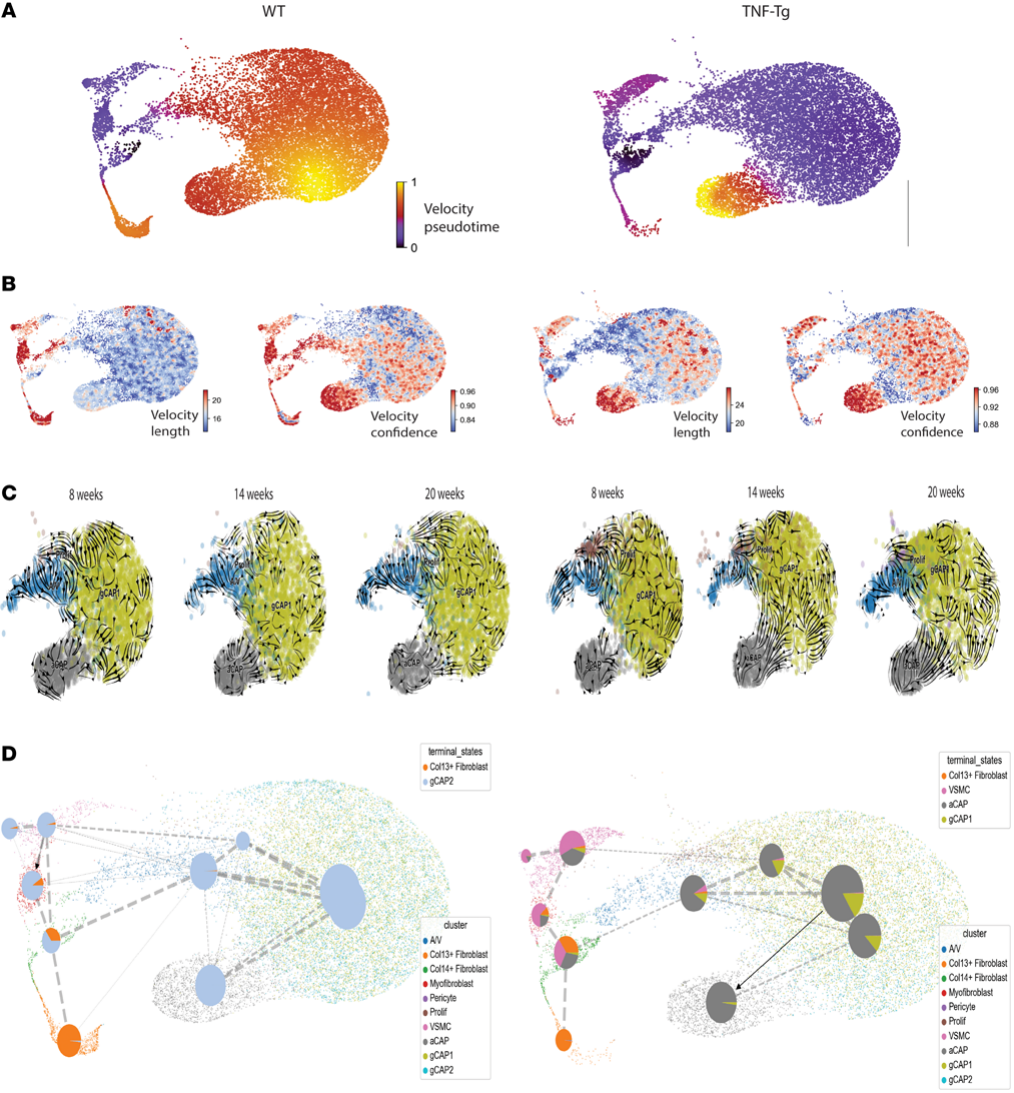
Velocity analysis demonstrates gCAP to aCAP transition in TNF-Tg mice. (**A**) RNA velocity pseudotime is shown across WT (left) and TNF-Tg (right) conditions overlaying prior UMAP plots. Purple indicates lower pseudotime and yellow indicates higher pseudotime. (**B**) Velocity length (left) and confidence (right) indicate the likelihood of cellular transition in WT (left) and TNF-Tg (right) lungs. (**C**) Velocity embeddings show vectors indicating cellular transition at 8, 14, and 20 weeks in WT (left) and TNF-Tg (right) conditions. Note prominent gCAP to aCAP transition at 14 and 20 weeks in TNF-Tg conditions. (**D**) Directed PAGA plots created with CellRank identify likelihood of given cellular fate decisions. Nodes correspond to cell type clusters and edge thickness denotes transcriptomic similarity. Directed edges reflect local velocity flow and velocity pseudotemporal ordering to ascertain initial/terminal cell states and pie charts within each node show the probability of each cell type transitioning to known terminal states. Colors indicate annotated cell populations.

**Figure 4:**
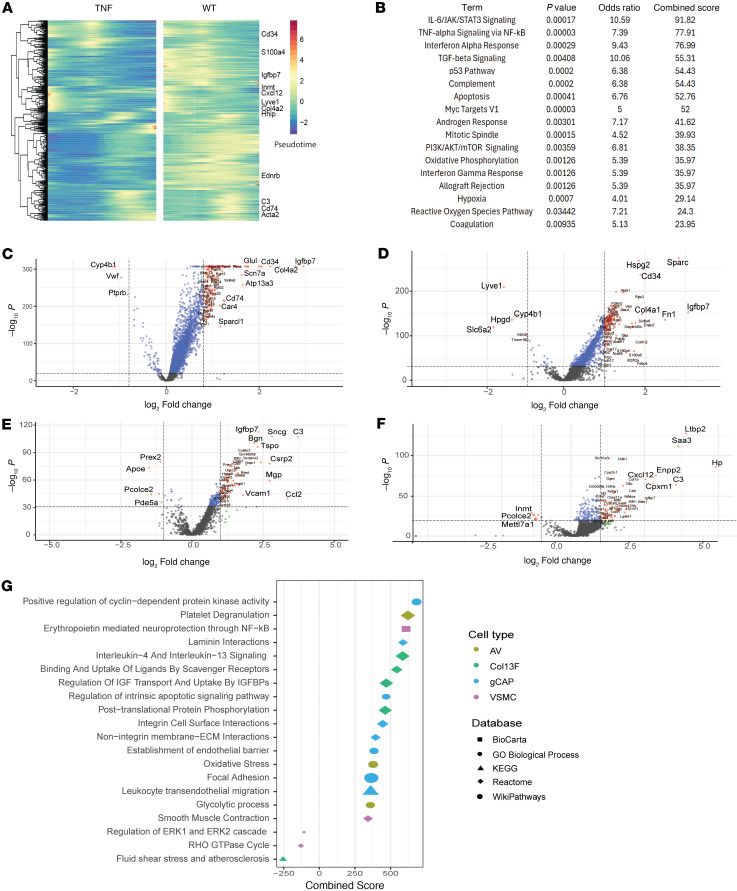
Differential gene expression and pathway changes in TNF-mediated PH. (**A**) Genes significantly altered across pseudotime in TNF-Tg mice. After trajectory analysis using Slingshot, pseudotime was calculated and genes expressing significantly altered pseudotime in TNF-Tg versus WT were calculated using tradeSeq. Heatmap demonstrates genes that vary over pseudotime. (**B**) Pathway analysis of genes with altered pseudotime in TNF-Tg conditions. Volcano plots demonstrate genes that are most differentially over- and underexpressed in TNF-Tg versus WT mice in (**C**) gCAP1 cells, (**D**) A/V endothelial cells, (**E**) VSMCs, and (**F**) collagen 13^+^ fibroblasts. (**G**) Dot plot indicating the most differentially regulated pathways in TNF-Tg versus WT cells in each of these 4 populations. Dot plots colors indicate the pathway database and the *x* axis indicates significance (*P* value, Fisher’s exact test) of overrepresentation of the pathway gCAP1 cells (blue), A/V endothelial cells (lime green), VSMCs (purple), and collagen 13^+^ fibroblasts (lime green).

**Figure 5:**
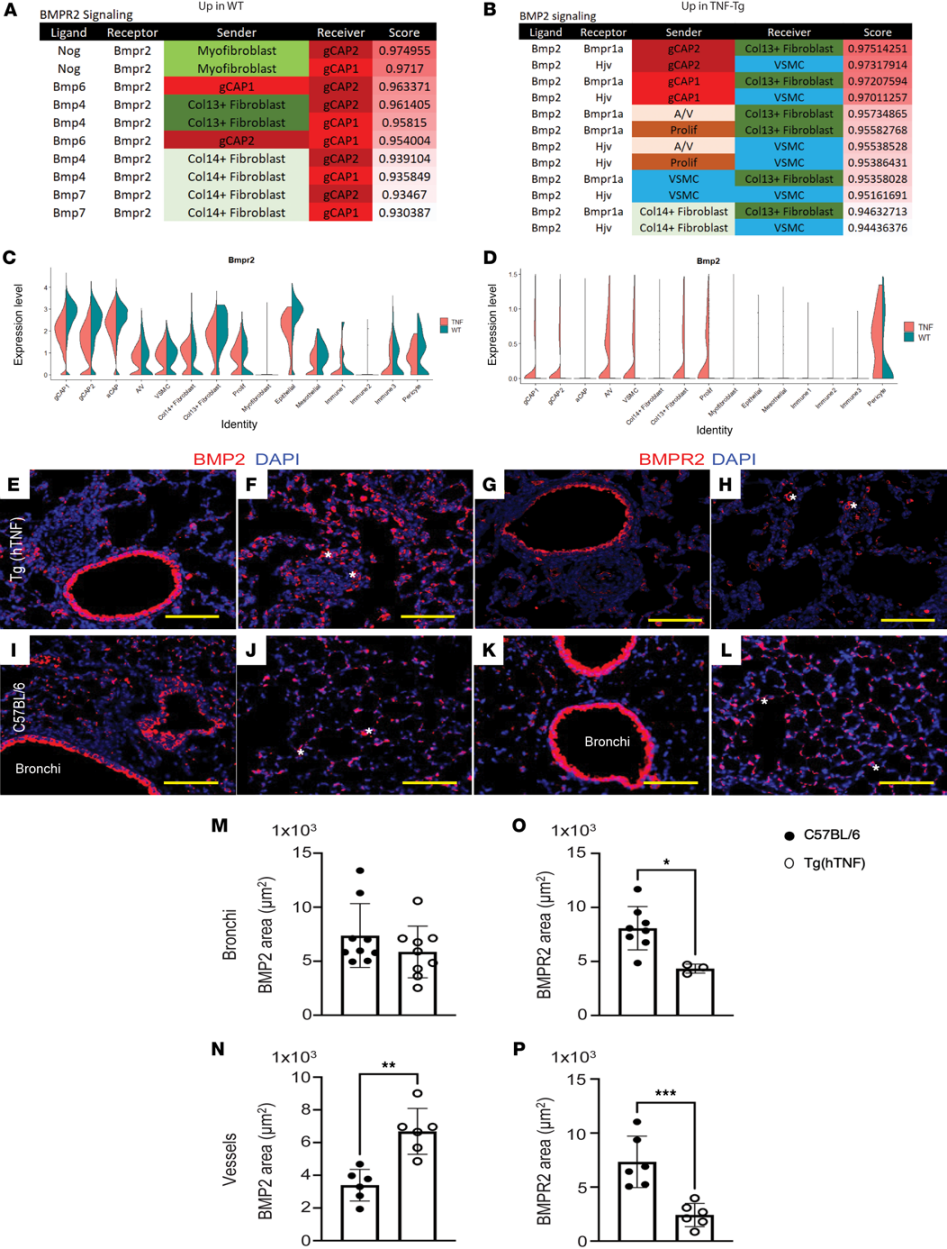
Ligand-receptor analysis demonstrates prominent role of altered BMP signaling in TNF-mediated PH. (**A**) BMPR2 signaling in TNF-Tg mice. MultiNicheNet was used to identify ligand-receptor pairs that were specific to either WT or TNF conditions. WT lungs demonstrated strong gCAP *Bmpr2* interactions with *Bmp4*, *Bmp6*, *Bmp7*, and *Nog* in fibroblasts, which were absent TNF-Tg conditions. (**B**) Aberrant *Bmp2* signaling in TNF-Tg lungs. TNF lungs demonstrated the presence of interactions between *Bmp2* in a variety of cells interacting with Hjv in smooth muscle cells and Bmpr1a in Col13^+^ fibroblasts, and these interactions were absent in WT lungs. (**C**) Decreased expression of *Bmpr2* in TNF-Tg gCAP cells. Violin plots demonstrate expression across cell types. (**D**) Increased expression of *Bmp2* in TNF-Tg lungs. Lungs from TNF-Tg and C57BL/6 mice were stained with antibodies specific for BMP2, BMPR2, and nuclei labeled with DAPI. BMP2 expression was comparable in the bronchial regions in the lungs of (**E**) TNF-Tg and (**I**) C57BL/6 mice. In contrast, BMP2 expression increased in the vascularized areas in the lungs of (**F**) TNF-Tg mice compared with (**J**) C57BL/6 mice. BMPR2 expression decreased in the bronchial areas of (**G**) TNF-Tg mice compared with (**K**) C57BL/6 mice. BMP2 pulmonary expression was higher in vascularized regions of (**H**) TNF-Tg mice than (**L**) C57BL/6 mice. Asterisks depict lumen of blood vessels. Scale bars: 100 μm. Three random pictures were taken (original magnification, ×200) in bronchial and vascularized areas in the lungs of TNF-Tg (*n* = 2–3, 3–9 pictures) and C57BL/6 mice (*n* = 2–3, 6–9 pictures). Representative pictures (×200) are shown. Area of BMP2^+^ or BMPR2^+^ signal in ×200 random fields was measured with NIH ImageJ. Area covered by BMP2 in (**M**) bronchial areas was comparable in TNF-Tg and C57BL/6 mice, while BMPR2 area was significantly increased in (**O**) bronchial areas of C57BL/6 mice. Area covered by (**N**) BMP2 and (**P**) BMPR2 in vascularized regions in the lungs of TNF-Tg mice was significantly larger than areas of BMP2 and BMPR2 signal in C57BL/6 mice. Graphs represent the mean ± SEM. Statistical significance was calculated with a paired, 2-tailed Student’s *t* test. *P ≤ 0.05, **P ≤ 0.005, ***P ≤ 0.0005.

**Figure 6:**
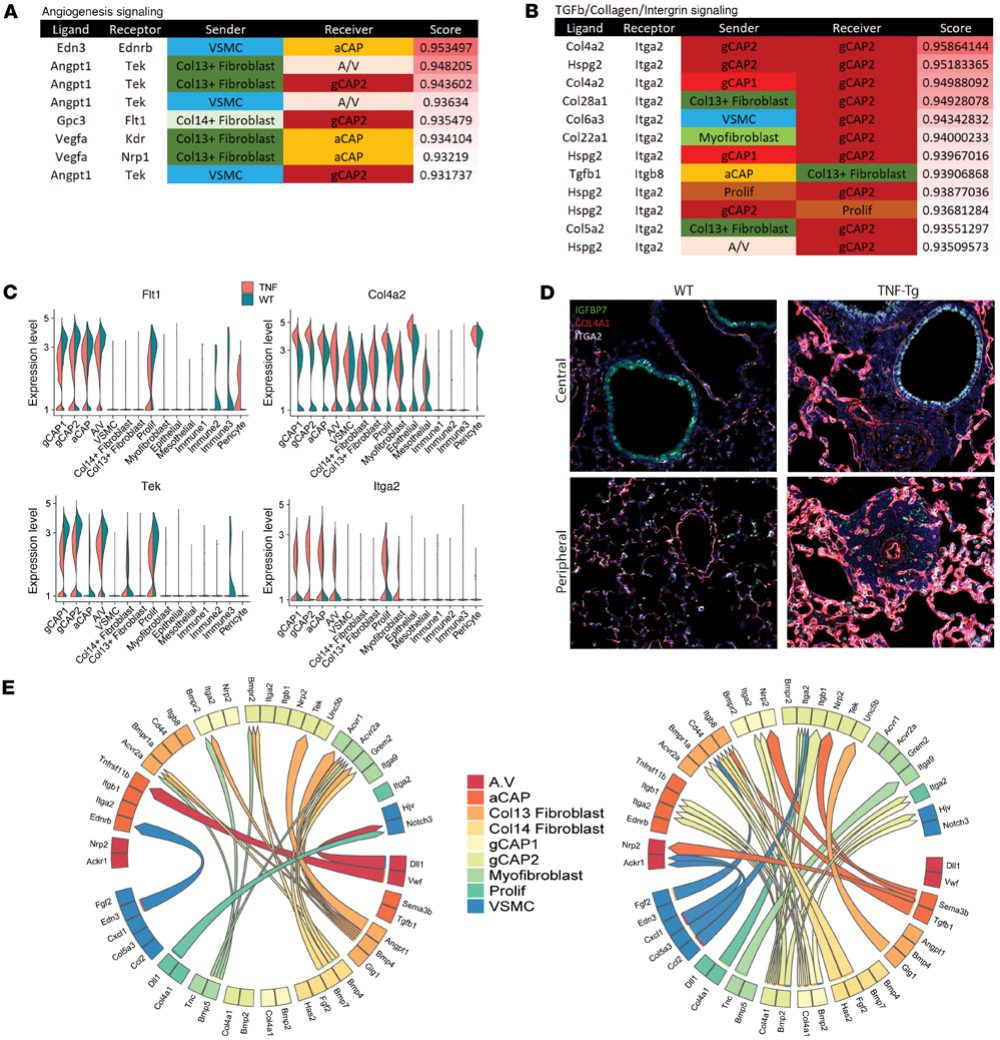
Decreased angiogenesis and increased integrin/basement membrane signaling in TNF lungs. (**A**) Loss of angiogenesis signaling in TNF-Tg mice. MultiNicheNet was used to identify ligand-receptor pairs that were specific to either WT or TNF conditions. WT lungs demonstrated strong Tek, Flt1, Kdr, and Ednrb interactions with Angt1, Vegfa, Gpc3, and Edn3, which were absent TNF-Tg conditions. (**B**) Increased TGF-β/integrin/basement membrane signaling in TNF-Tg lungs. TNF-Tg lungs demonstrated the presence of interactions between Itga2 (primarily in gCAP2 cells) and multiple collagen genes, Hspg2, and Tgfb1. (**C**) Decreased expression of Flt1 and Tek and increased expression of Col4a2 and Itga2 in TNF-Tg gCAP cells. Violin plots demonstrate expression across cell types. (**D**) Immunostaining confirms increased expression of Col4a1, Itga2, and Igfbp7 in TNF-Tg lungs. Original magnification × 200. (**E**) Circos plots indicating most differentially regulated ligand-receptor pairs ascertained by MultiNicheNet in WT lungs (left) and TNF-Tg (right) lungs; sender cells are listed on the bottom, while arrows point to receiver cells on the top.

**Figure 7:**
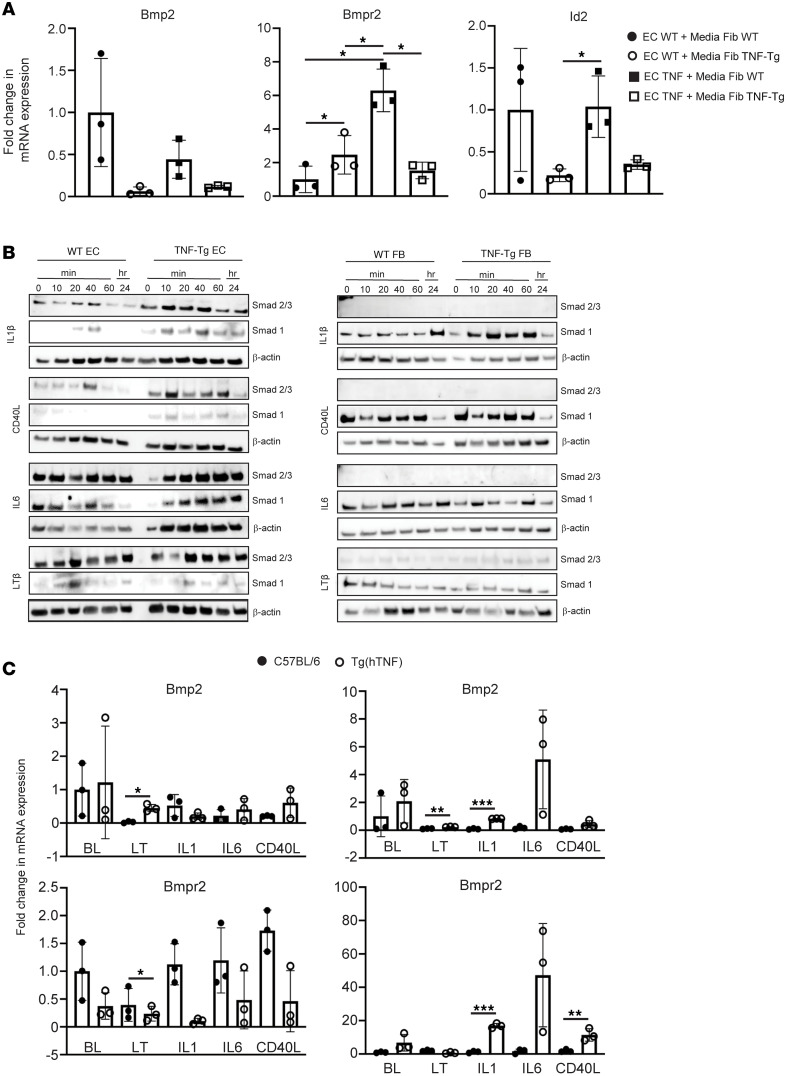
Cell-specific effects of NF-κB activators and conditioned media from TNF-activated fibroblasts (FBs) on BMP2/BMPR2 and SMAD signaling. (**A**) Endothelial cells (ECs) from C57BL/6 mice (WT) or TNF-Tg mice (TNF) were cocultured with media from fibroblasts activated with TNF for 72 hours. RNA was isolated from cocultures 6 hours later and cDNA prepared for qPCR. Gene expression was normalized to *18s* and gene expression in cocultures was compared to ECs from C57BL/6 mice stimulated with media from WT FBs stimulated with TNF. *P < 0.05 by 1-way ANOVA, and by Student’s 2-tailed *t* test. (**B**) Western blot analysis shows a global increase in Smad 2/3 in endothelial cells (left) of TNF-Tg mice stimulated with NF-κB agonists, which was not seen in fibroblasts (right). (**C**) BMP2, BMPR2, and ID2 in TNF-Tg ECs are downregulated by media from TNF-Tg FBs. FBs or ECs were stimulated with NF-κB agonists to determine their impact on BMP2 and BMPR2 expression. Gene expression was normalized to *18S* compared to cells incubated with PBS (BL). LTβ increases BMP2 in ECs and FBs of TNF-Tg mice, while BMPR2 is globally reduced in stimulated fibroblasts of TNF-Tg mice. *P ≤ 0.05; **P ≤ 0.01; ***P < 0.001 by Student’s 2-tailed *t* test.

# Supplementary material for: TNF drives aberrant BMP signaling to induce endothelial and mesenchymal dysregulation in pulmonary hypertension
**Source:** JCI Insight. 2025 Jun 26;10(14):e174456. doi: 10.1172/jci.insight.174456
**Supplement:** Supplemental data

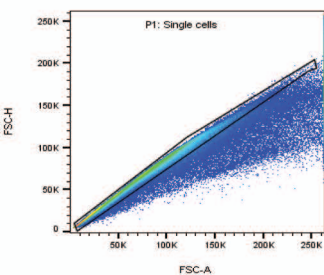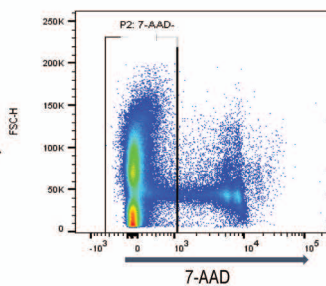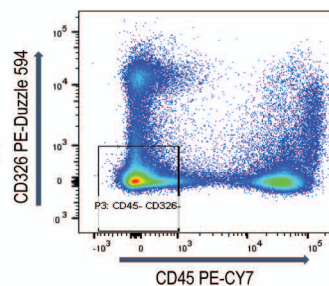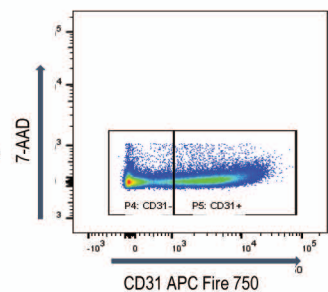

**Supplemental Figure 1. Gating strategy to generate non-hematopoietic, non-epithelial pulmonary single cells by flow cytometry.** Gates shown include single cells (P1), viable cells (P2), non-epithelial cells (CD326<sup>-</sup>) and non-leukocyte (CD45<sup>-</sup>) cells (P3), CD31<sup>-</sup> (P4) and CD31<sup>+</sup> (P5).

A.

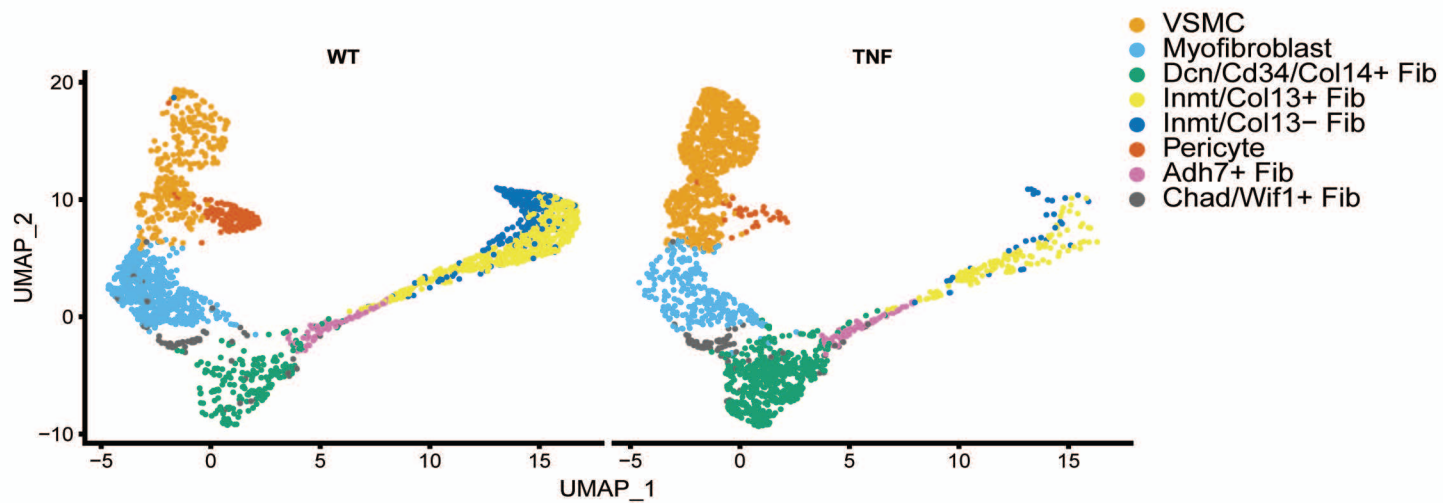

B.

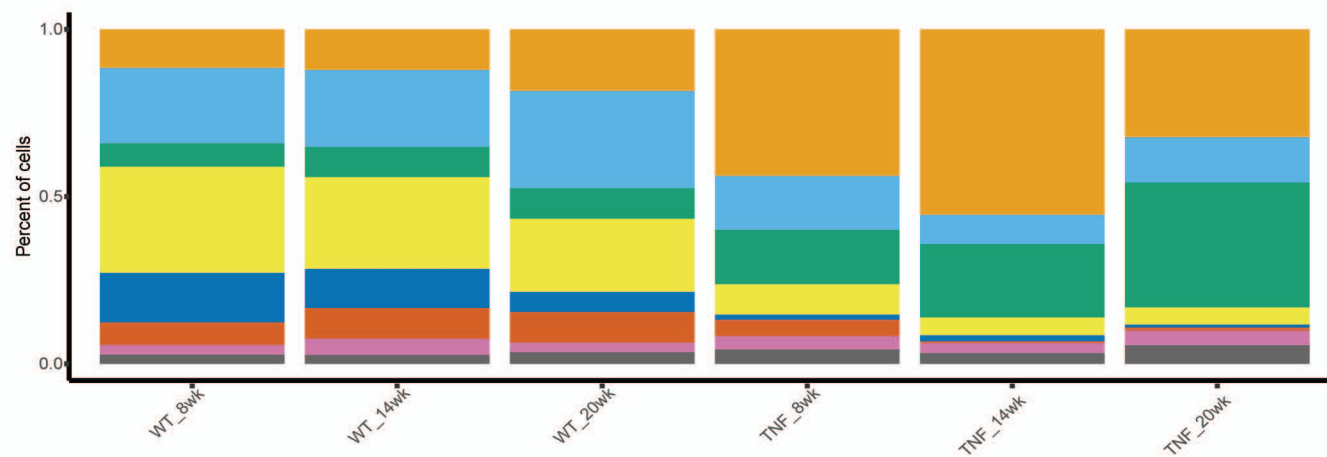

C.

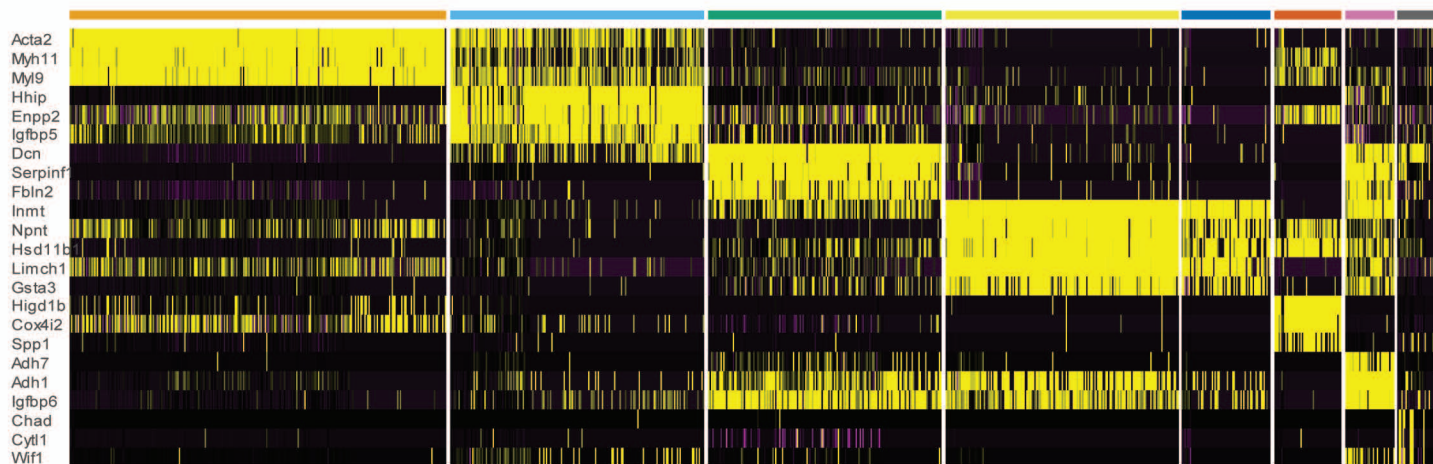

**Supplemental Figure 2. Reclustering of mesenchymal cells identifies additional fibroblast subsets.** A. UMAP projection of resclustering of mesenchymal cells identifies that Col14<sup>+</sup> fibroblasts include both DCN/CD34/Col14<sup>+</sup> cells and Chad/Wif1<sup>+</sup> fibroblast sub-populations while Col13<sup>+</sup> fibroblasts are made of clusters including Inmt<sup>+</sup>/Col13<sup>+</sup>, Inmt<sup>+</sup>/Col13<sup>-</sup>, and Adh7<sup>+</sup> sub-populations. B. Stacked bar plots indicating the relative proportion of cells of each mesenchymal subtype in each condition. C. Heatmap indicating top 3 genes differentiating each cluster.

A.

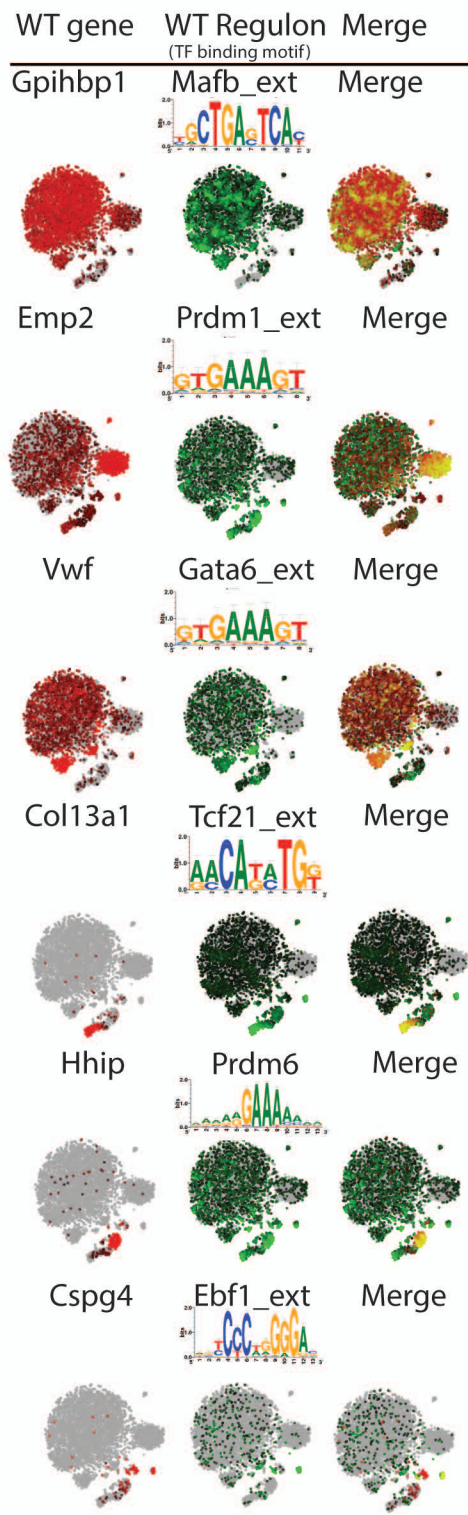

B.

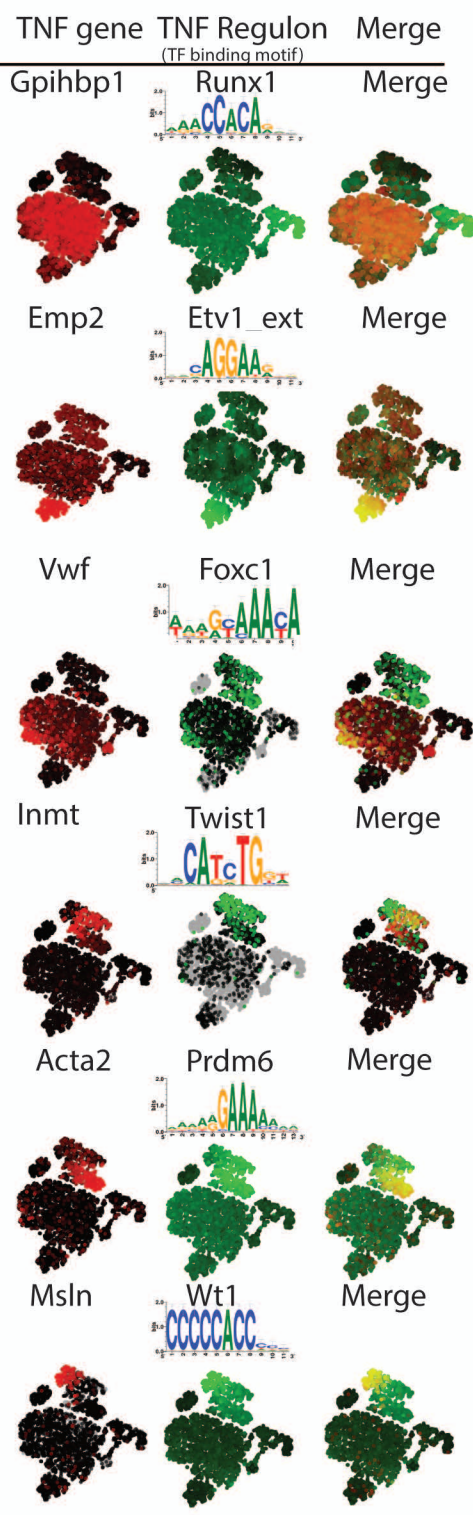

## TNF Regulon Pathways

Runx1 (n = 32 genes)

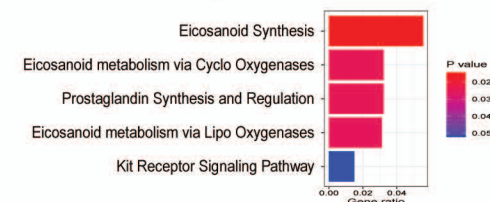

Etv1\_ext (n = 11 genes)

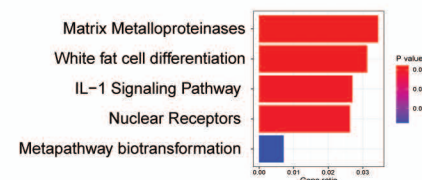

Foxc1 (n = 26 genes)

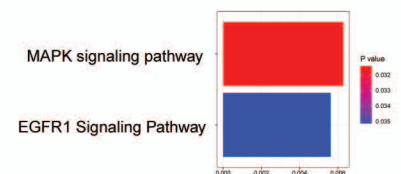

Twist1 (n = 57 genes)

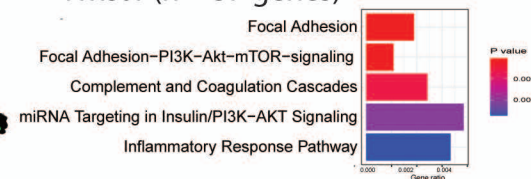

Prdm6 (n = 78 genes)

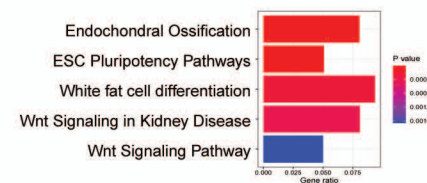

Wt1 (n = 60 genes)

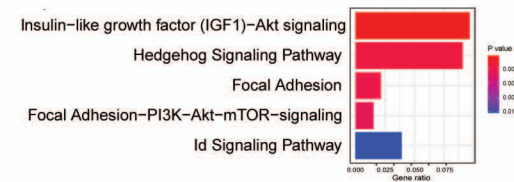

**Supplemental Figure 3. Identification of altered gene regulation and transcription factor binding in TNF-Tg cells using the SCENIC pipeline.** A. t-SNE plots indicate the distribution of expression of markers of cell populations (red, left), regulons (green, center), and merged (right, yellow indicating co-expression of the cell identity marker and the regulon) for six regulons which are present predominantly in WT (left panel) and only in TNF (right panel). Each regulon is characterized by transcription factor binding indicated by the name of the regulon and the binding motif indicated under this name. B. Differentially regulated pathways defined by the genes in each of the regulons which were found in TNF-Tg but not WT lungs

A.

■ spliced ■ unspliced

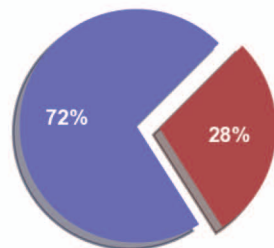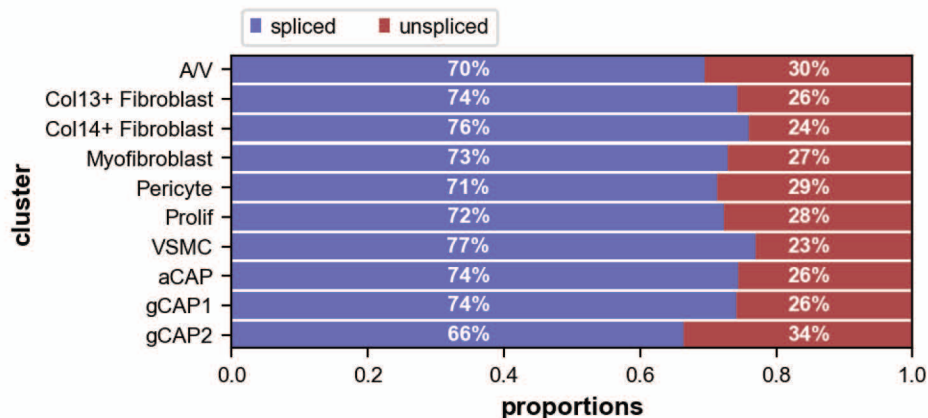

B.

■ spliced ■ unspliced

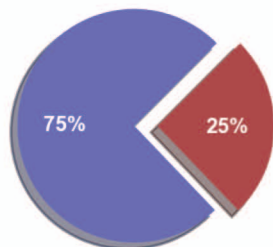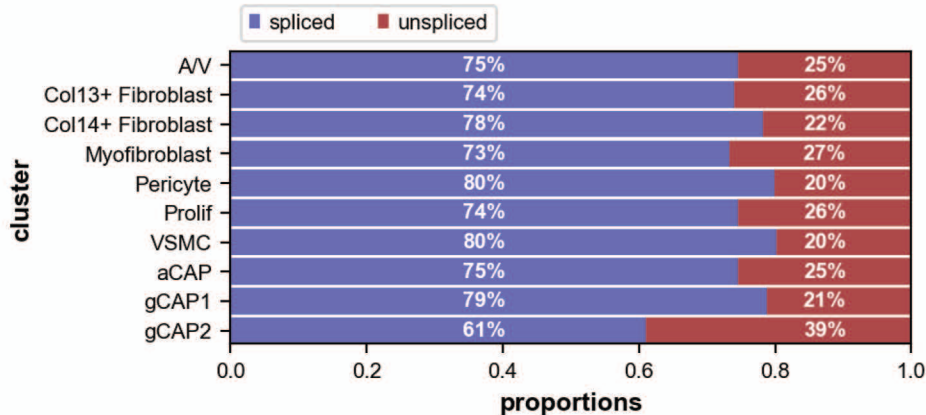

**Supplemental Figure 4. Differential mRNA splicing across condition and cell types.** Percentage of spliced and unspliced transcripts calculated by velocity in A. WT and B. TNF-Tg lungs. All cells are shown in pie charts (left) while proportions of splicing in each cellular subset are shown in bar charts (right).

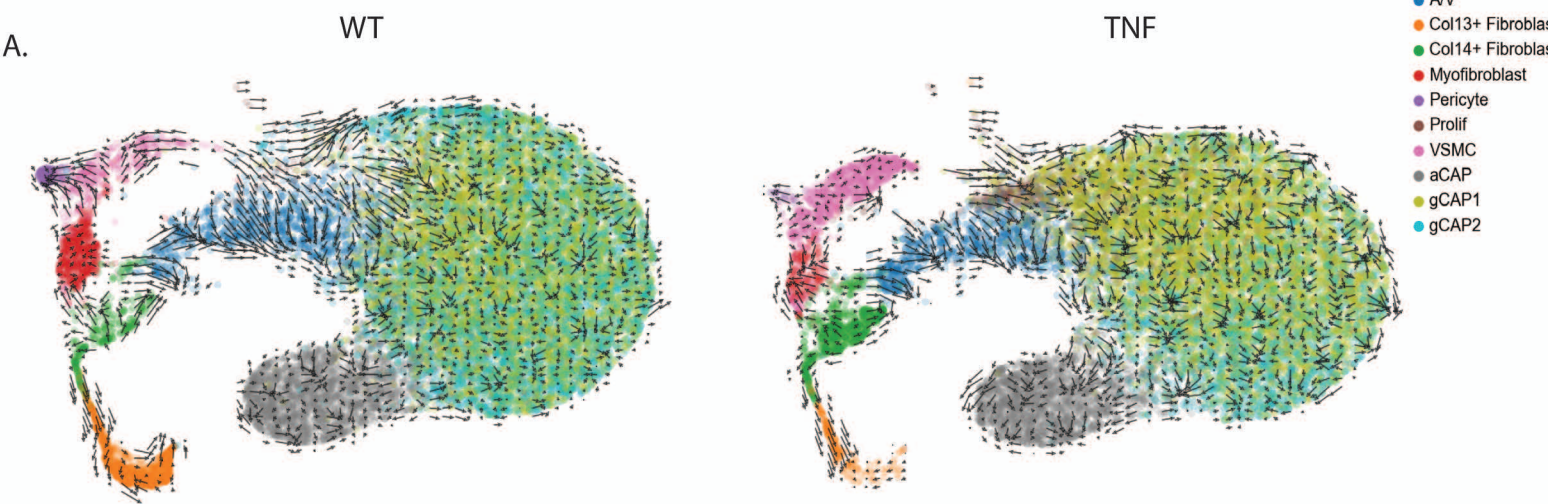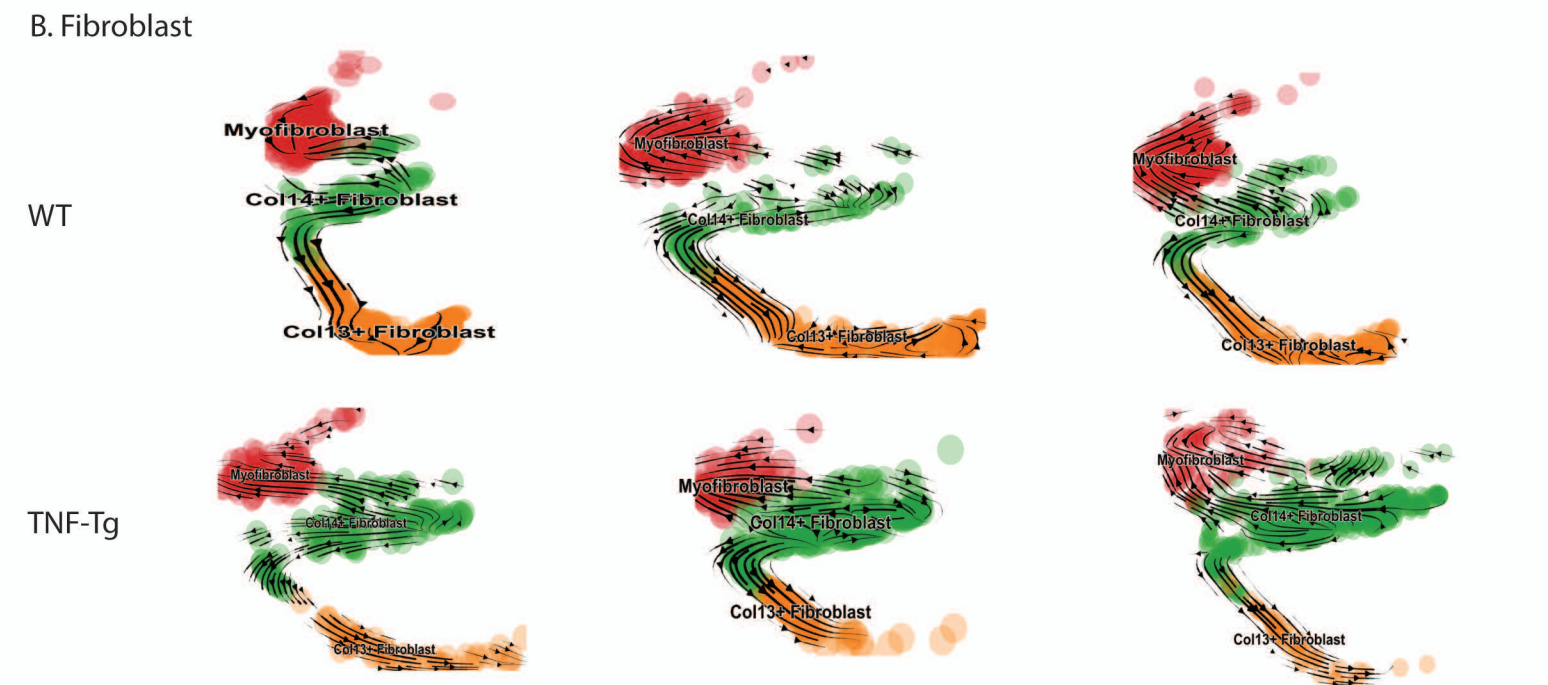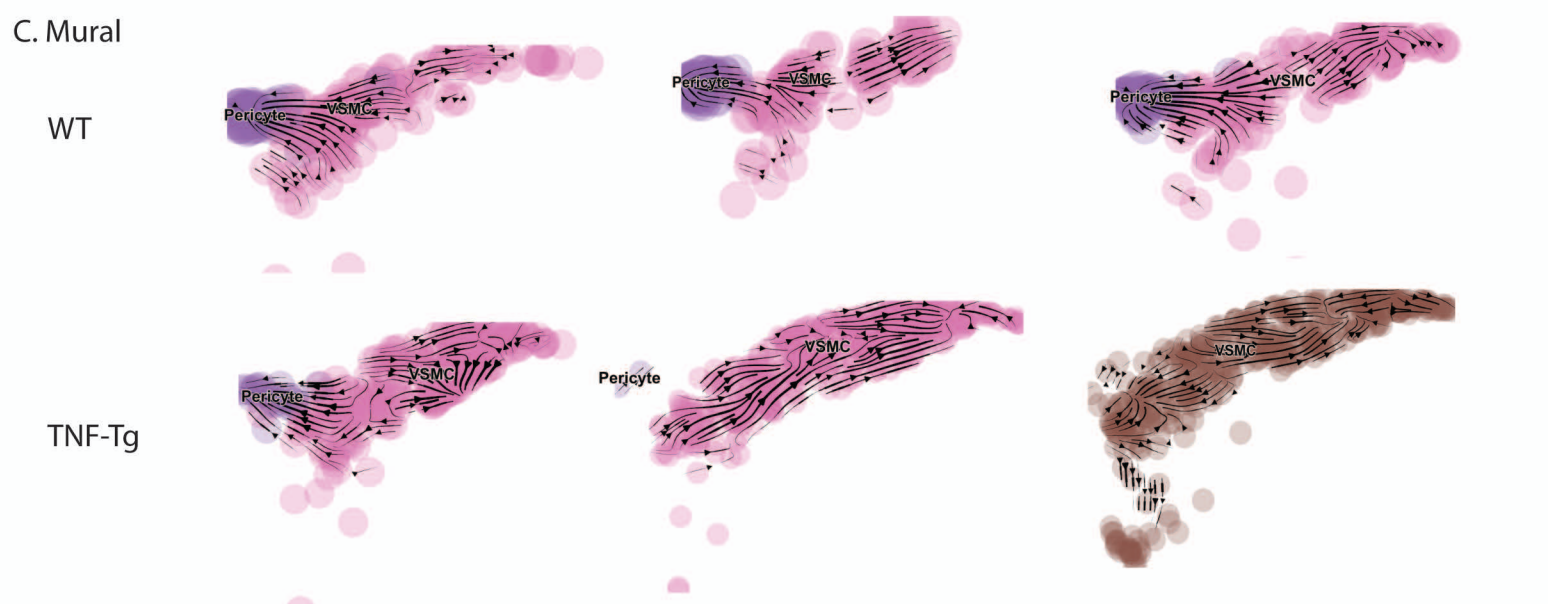

**Supplemental Figure 5. RNA velocity in endothelial, fibroblast, and mural cell subset over time.**

**Velocities were projected onto UMAP** embeddings with arrows indicating direction and relative velocity were generated in A. endothelial B. fibroblast and C. mural cells using scVelo. In each cell condition, separate velocity embeddings were generated for WT (upper) and TNF-Tg (lower) conditions at 8 weeks (left), 14 weeks (center), and 20 weeks (right).

A.

Negative regulation of plasminogen activation (GO:0010757)  
 Dissolution Of Fibrin Clot R-HSA-75205  
 Regulation of transforming growth factor beta production (GO:0071634)  
 Positive regulation of coagulation (GO:0050820)  
 Negative regulation of hemostasis (GO:1900047)  
 Negative regulation of coagulation (GO:0050819)  
 Positive regulation of CD4-positive T cell proliferation (GO:2000563)  
 Positive regulation of apoptosis pathway via death receptors (GO:1902043)  
 Negulation of transforming growth factor beta activation (GO:1901388)  
 Endothelial cell morphogenesis (GO:0001886)  
 Regulation of vascular wound healing (GO:0061043)  
 Regulation of complement-dependent cytotoxicity (GO:1903659)  
 Negative regulation of fibrinolysis (GO:0051918)

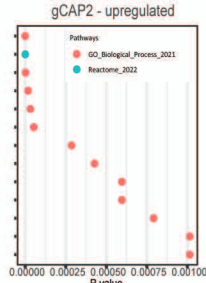

B.

Prostaglandin metabolic process (GO:0006693)  
 Prostanoid biosynthetic process (GO:0046457)  
 Macrophage differentiation (GO:0030225)  
 Prostaglandin biosynthetic process (GO:0001516)  
 Asthma  
 Positive regulation of mast cell chemotaxis (GO:0060754)  
 His-Purkinje system development (GO:0003164)  
 Regulation of mast cell chemotaxis (GO:0060753)  
 Positive regulation of chemokine (C-X-C motif) ligand 2 production (GO:2000343)  
 VEGF Binds To VEGFR Leading To Receptor Dimerization R-HSA-195399  
 Positive regulation of blood pressure (GO:0045777)  
 Chylomicron Remodeling R-HSA-8963901  
 Chylomicron remodeling (GO:0034371)  
 Positive regulation of lipid localization (GO:1905954)  
 Monocyte differentiation (GO:0030224)  
 Induction of positive chemotaxis (GO:0050930)

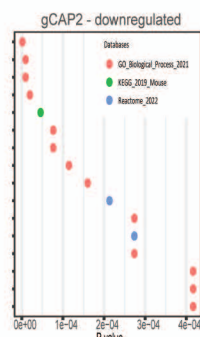

C.

Negative regulation of phospholipase activity (GO:0010519)  
 Regulation of cardiac muscle cell differentiation (GO:000725)  
 Dissolution Of Fibrin Clot R-HSA-75205  
 Sequestering of extracellular ligand from receptor (GO:0035581)  
 Positive regulation of transcription from RNA polymerase II promoter in heart development (GO:1901228)  
 Negative regulation of insulin-like growth factor receptor signaling pathway (GO:0043569)  
 RUNX1 Regulates Transcription Of Genes Involved In WNT Signaling R-HSA-8939256  
 Regulation of protein depolymerization (GO:1901879)  
 Regulation of RNA polymerase II in myocardial precursor cell differentiation (GO:0003256)  
 Regulation of natural killer cell chemotaxis (GO:2000501)  
 Positive regulation of cardiac muscle cell differentiation (GO:2000727)  
 Endothelial cell morphogenesis (GO:0001886)  
 Regulation of apoptotic cell clearance (GO:2000425)  
 Protein localization to presynapse (GO:1905383)  
 Anterograde axonal protein transport (GO:0096641)

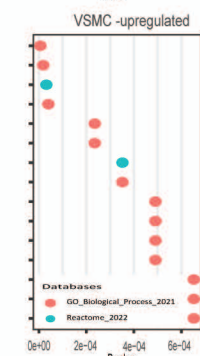

D.

Nitric oxide mediated signal transduction (GO:0007263)  
 Embryonic appendage morphogenesis (GO:0035113)  
 Striated muscle cell proliferation (GO:0014855)  
 Negative regulation of metalloproteinase activity (GO:1905049)  
 Cell-cell adhesion mediated by integrin (GO:0033631)  
 Cardiac muscle cell proliferation (GO:0060038)  
 Positive regulation of dendritic cell antigen processing (GO:0002806)  
 Positive regulation of antigen processing and presentation (GO:0002579)  
 Ligand-receptor Interactions R-HSA-5652681  
 Inhibition of Matrix Metalloproteinases Homo sapiens h recPathway  
 Regulation of dendritic cell antigen processing and presentation (GO:0002604)  
 Basement membrane assembly (GO:0070831)

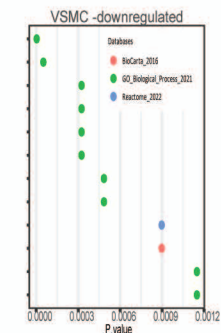

E.

RELA 24523406  
 Triglyceride Catabolism R-HSA-163560  
 Regulation of angiogenesis (GO:0045765)  
 Acylglycerol catabolic process (GO:0046464)  
 GATA2 21666600  
 Triglyceride Metabolism R-HSA-8979227  
 ECM Proteoglycans R-HSA-3000178  
 Regulation of lipolysis in adipocytes  
 Negative regulation of response to stimulus (GO:0048585)  
 Negative regulation of blood vessel morphogenesis (GO:2000181)  
 ATF3 23680149  
 Negative regulation of angiogenesis (GO:0016525)

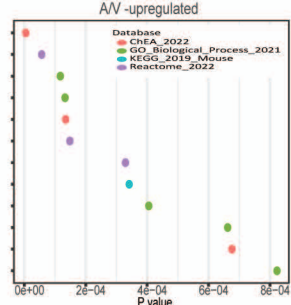

F.

Postsynaptic neurotransmitter receptor internalization (GO:0098884)  
 Postsynaptic endocytosis (GO:0140239)  
 Biosynthesis Of E-series 18(S)-resolvins R-HSA-9018896  
 Synthesis Of Lipoxins (LX) R-HSA-2142700  
 Norepinephrine transport (GO:0015874)  
 Lipoxin metabolic process (GO:2001300)  
 Biosynthesis Of EPA-derived SPMs R-HSA-9018679  
 Synaptic vesicle budding from membrane (GO:0016185)  
 Synaptic transmission, dopaminergic (GO:0001963)  
 Lipoxin biosynthetic process (GO:2001301)  
 Hemostasis (GO:0007599)  
 Defective Factor VIII Causes Hemophilia A R-HSA-9662001  
 Catecholamine uptake (GO:0090493)

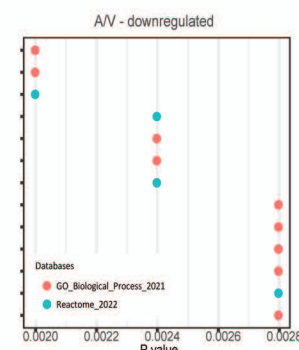

G.

Collagen Chain Trimerization R-HSA-8948216  
 Complement Activation, Classical Pathway WP200  
 ECM Proteoglycans R-HSA-3000178  
 Assembly Of Collagen Fibrils And Other Multimeric Structures R-HSA-2022090  
 Regulation of vascular associated smooth muscle cell proliferation (GO:1904705)  
 Defective B3GALT Causes PpS R-HSA-5083635  
 Activation Of C3 And C5 R-HSA-174577  
 O-glycosylation Of TSR Domain-Containing Proteins R-HSA-5173214  
 Regulation of smooth muscle cell migration (GO:0014910)  
 Positive regulation of vascular associated smooth muscle cell proliferation (GO:1904707)  
 Sequestering of BMP from receptor via BMP binding (GO:0038098)  
 Regulation of apoptotic cell clearance (GO:2000425)  
 Positive regulation of apoptotic cell clearance (GO:2000427)  
 Inflammatory Response Pathway WP458  
 Factors and pathways affecting insulin-like growth factor (IGF1)-Akt signaling WP3675  
 Endothelial cell differentiation (GO:0035987)

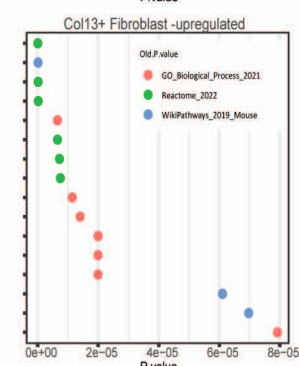

H.

CLOCK 20551151  
 ESR1 22446102  
 Supramolecular fiber organization (GO:0097435)  
 EGR1 23403033  
 Malaria  
 Integrin Cell Surface Interactions R-HSA-216083  
 Collagen Biosynthesis And Modifying Enzymes R-HSA-1650814  
 Cellular response to low-density lipoprotein particle (GO:0071404)  
 Negative regulation of apoptotic process (GO:0043066)  
 PPARG 19300518  
 Peptide metabolic process (GO:0006518)  
 Collagen Formation R-HSA-1474290

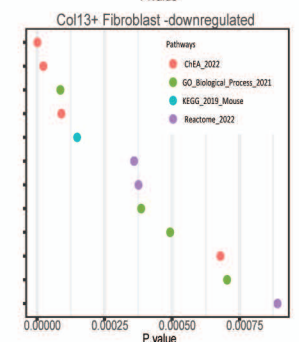

**Supplemental Figure 6. Up-regulated and down-regulated pathways in selected cell types.** More granular pathway analysis of cells from volcano plots in Figure 4 was performed in (A-B) gCAP2 cells, (C-D) vascular smooth muscle cells, (E-F) arterial/venous endothelial cells, and (G-H) collagen 13+ fibroblasts using the enrichR package. Up-regulated (A,C,E,G) and down-regulated (B,D,F,H) pathways in TNF vs WT cells are demonstrated by Cleveland dot plots with colors indicating the database where pathway annotation was derived and x-axis indicating significance (p-value) of over-representation of each specified pathway

**Supplemental Figure 7. Differential gene expression in additional endothelial and mesenchymal cell populations.** Volcano plots (left) demonstrate genes which are most differentially over and under expressed in TNF vs WT mice in (A) gCAP1 cells, (B) aCAP cells, (C) proliferating EC cells, (D) collagen 14+ fibroblasts, (E) Myofibroblasts, and (F) Pericytes. Differentially regulated pathways in TNF vs WT cells are demonstrated by Cleveland dot plots (right) with colors indicating the database where pathway annotation was derived and x-axis indicating significance (p-value) of over-representation of the pathway in each cell population

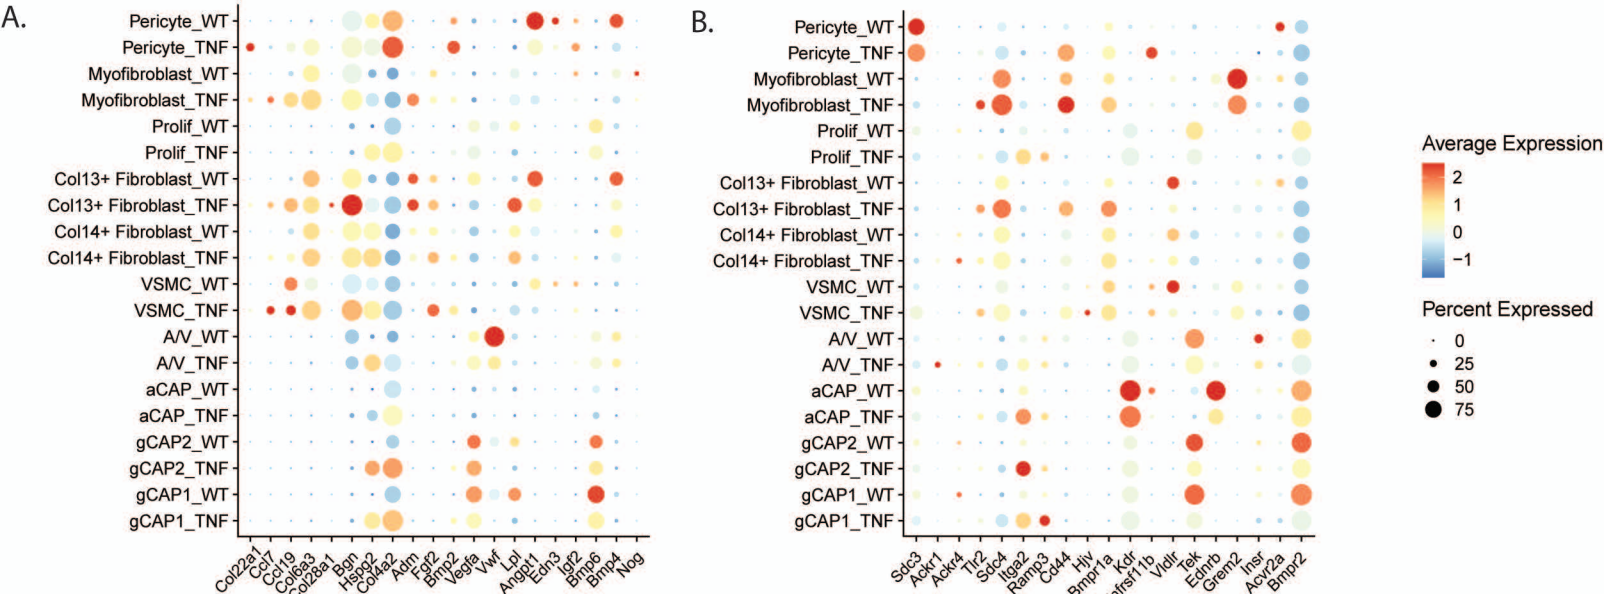

**C.**

**D.**

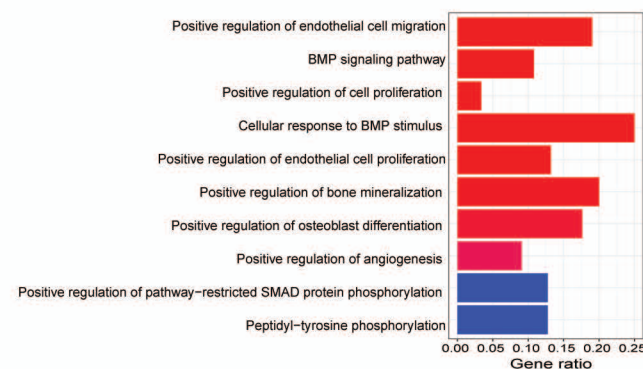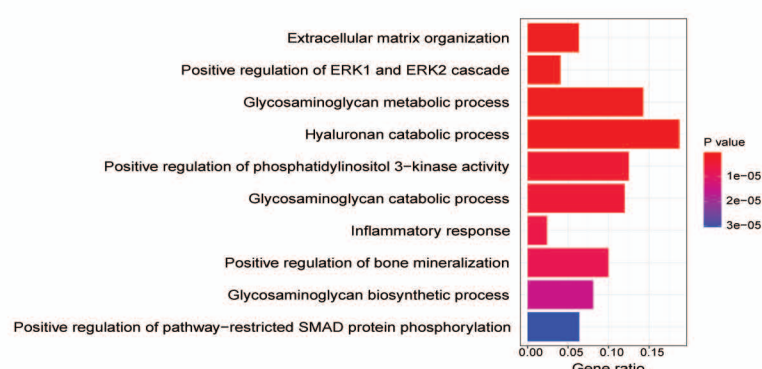

**Supplemental Figure 8.** Ligand-receptor analysis demonstrates prominent role of loss of BMPR2 signaling in TNF mediated PAH. Differentially regulated ligands (A) and receptors (B) were identified across cell types by mulitnichenetr and are represented as dotplots. The top ligand-receptor pairs between two interacting cell types were scored according to probability and ranked in terms of differential regulation in TNF vs WT conditions with those down-regulated in TNF (or up in WT) shown in (C) and those up-regulated in TNF conditions shown in (D). Pathways indicated by upregulated L:R pairs are shown below

#### D. Collagen 13+ fibroblasts

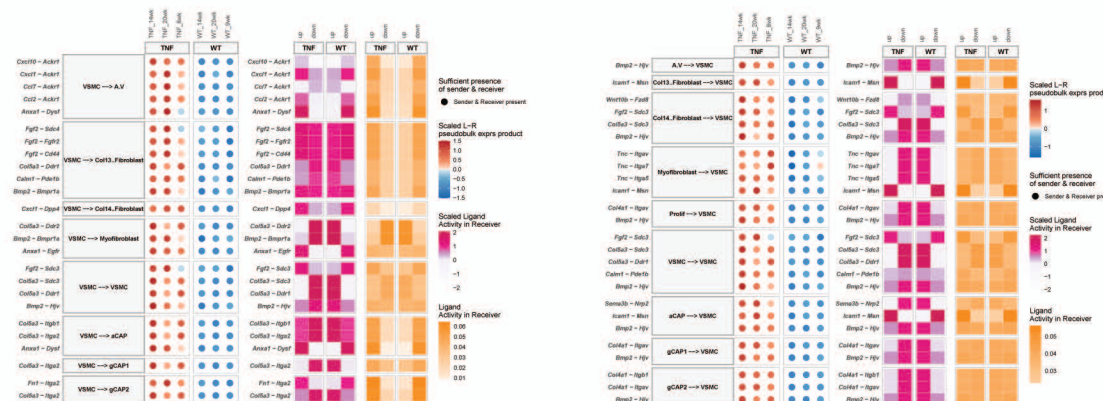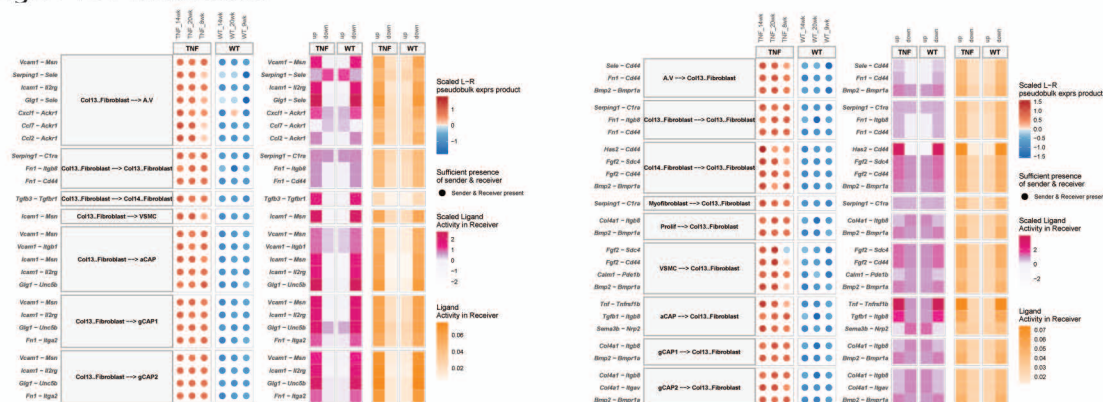

**Supplemental Figure 9. Ligand receptor interactions in key cell types in TNF-Tg PAH as senders and receivers.** Multinichenetr was used to visualize per sample the scaled product of ligand and receptor expression in (A) gCAP1 cells (B) A/V endothelial cells (C) VSMCs and (D) Col13+ Fibroblasts. Each cell types' interactions are represented both as senders (producers of ligands, left) as receivers (producers of receptors, right). Dot-plots (left) represent the predicted ligand-receptor interaction per genotype/condition in each pair of indicated cell types using pseudo-bulk expression. Heatmaps (right) indicating the scaled (left) and total (right) ligand activity are expressed for each ligand-receptor pair across WT and TNF-Tg conditions with colors used to indicate ligand activity.

Central

Peripheral

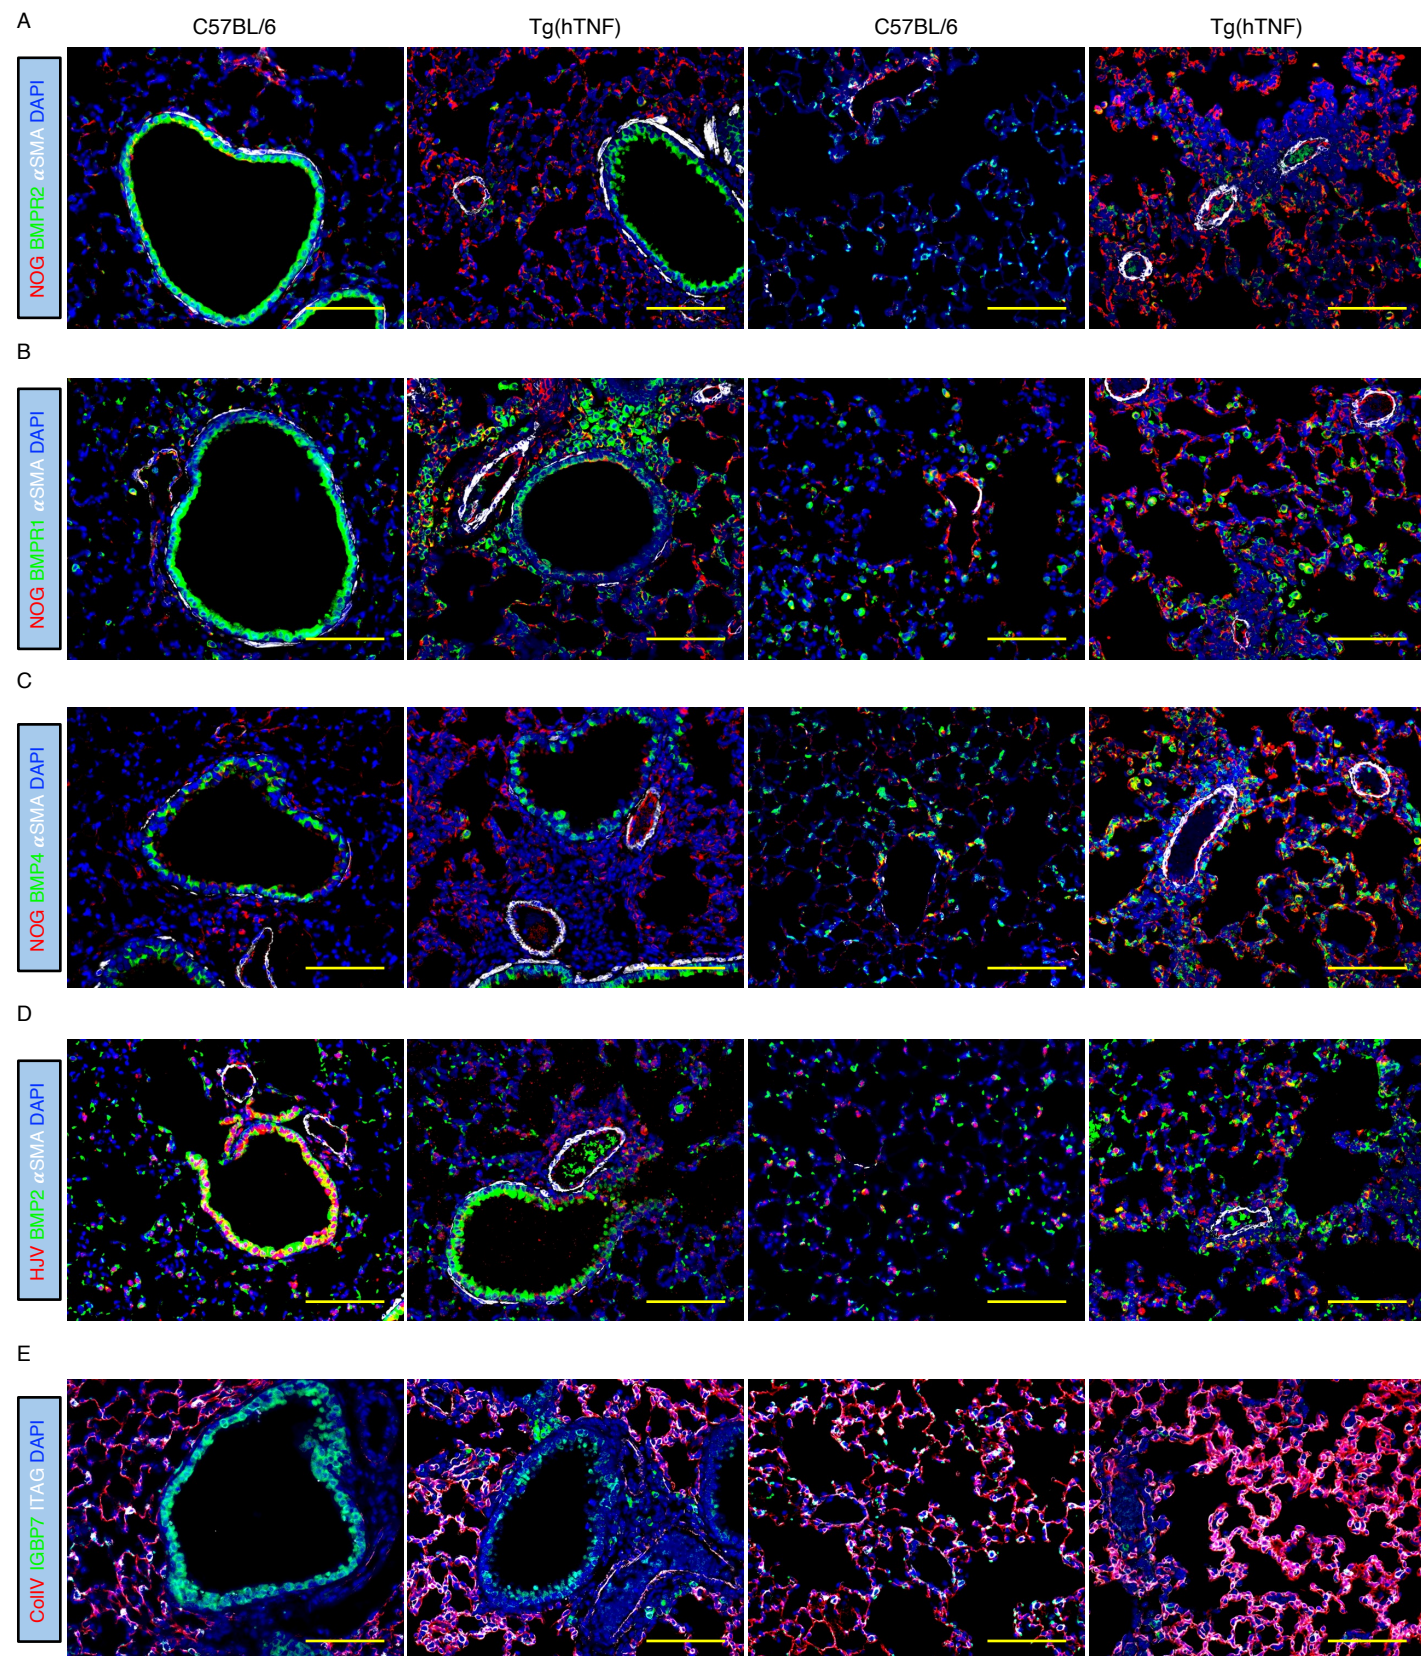

**Supplemental Figure10. Immunofluorescent co-staining of molecules from BMP and TGF-beta pathways in 8 week old WT and TNF-Tg mice.** Lungs from 8 week old mice (n=3 per condition) were collected and paraffin embedded and subsequently immunostaining was performed to colocalize relevant molecules and structures. BMP pathways were assessed in (A) with Bmpr2/Nog/aSMA, (B) with Bmpr1a/Nog/aSMA, (C) Bmp4/Nog/aSMA, and (D) Bmp2/Hjv/aSMA; TGF-beta/collagen pathway is indicated by (E) Igfbp7/Col4a1/Itga2 staining. In each instance colors are indicated in the inset titles above the images. Top rows for each stain indicate WT mice and bottom rows TNF-Tg mice. Images were taken at 20x magnification and represent central bronchiolar regions (left) and the lung periphery (right). Representative images

Nog

aSMA

Merged

TNF-  
8 week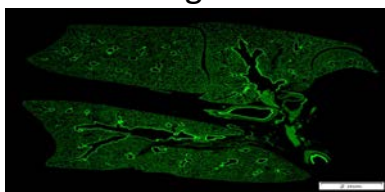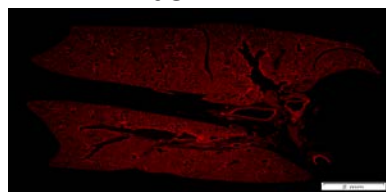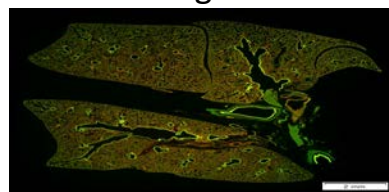TNF+  
8 week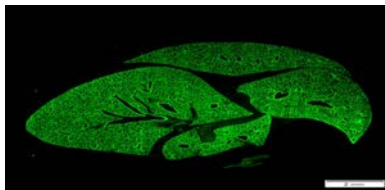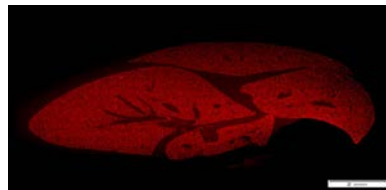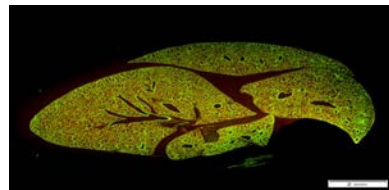TNF-  
19 week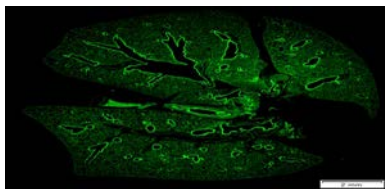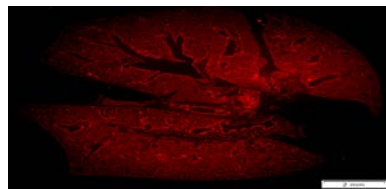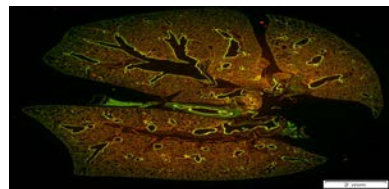TNF+  
19 week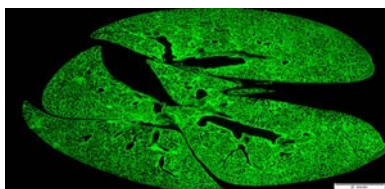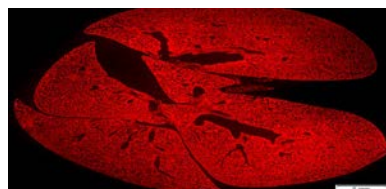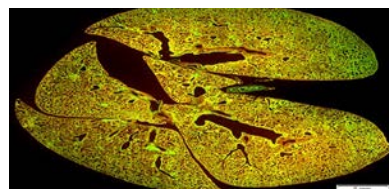

BMP2

BMPR2

HJV

TNF-  
8 week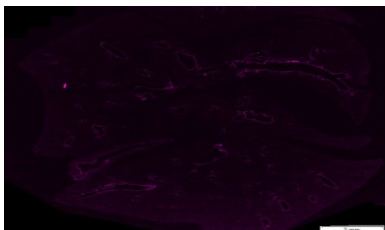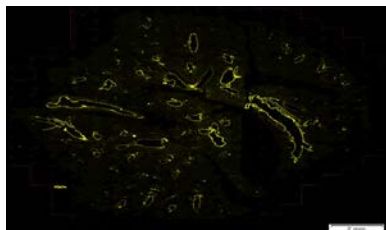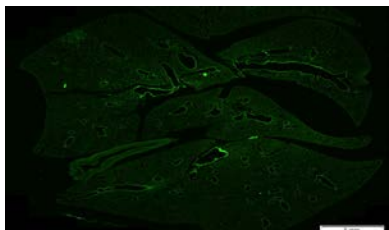TNF+  
8 week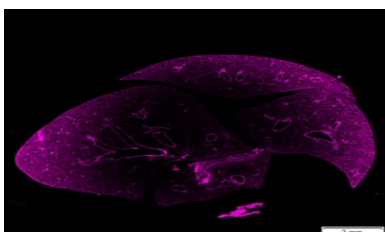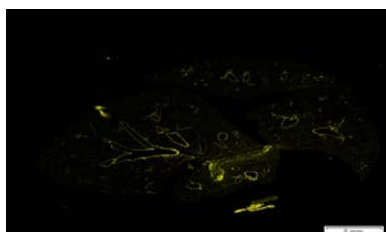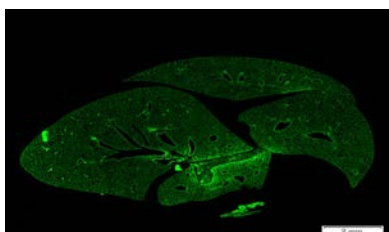TNF-  
19 week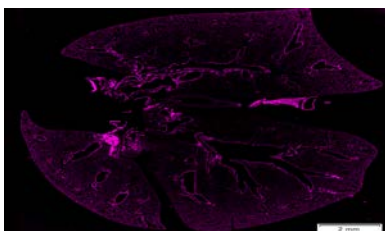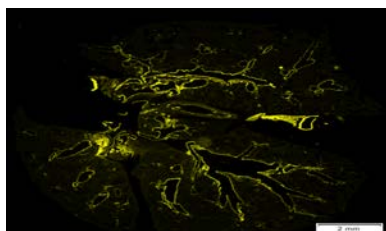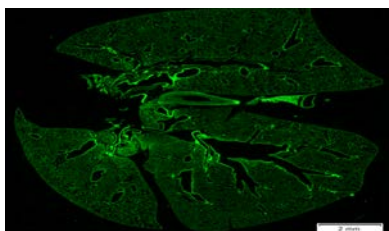TNF+  
19 week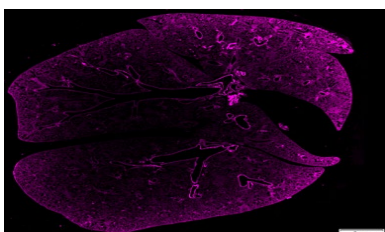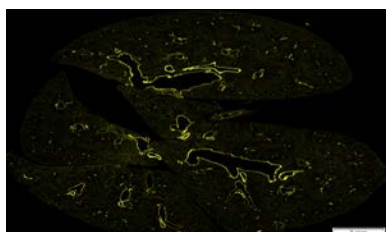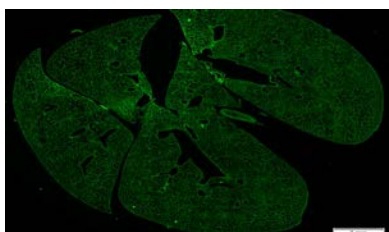

**Supplemental Figure 11. Low magnification immunofluorescent co-staining of BMP molecules.** Lungs from 8 and 20 week old mice (n=5 per condition / timepoint) were collected and paraffin embedded and subsequently immunostaining was performed to colocalize relevant molecules at 10x. Co-immunostaining is shown (A) Nog/aSMA and merged images, and (B) HJV, Bmp2, and Bmpr2. Representative images.

COL4A1

ITGA2

Merged

TNF-  
8 week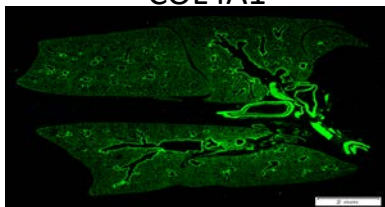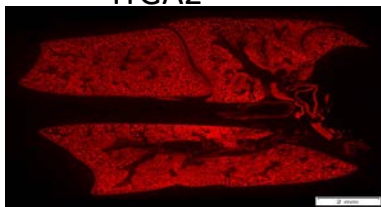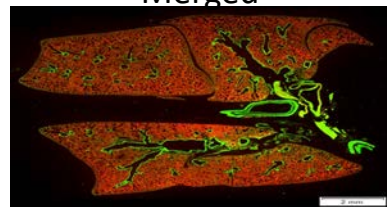TNF+  
8 week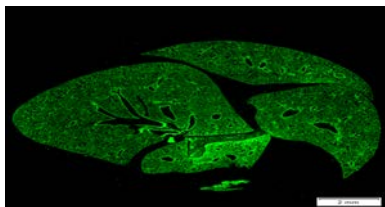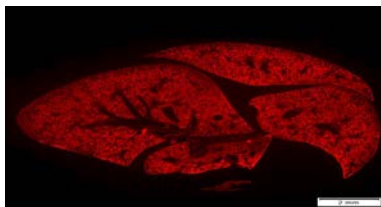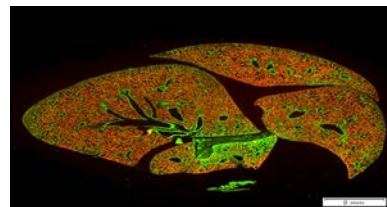TNF-  
19 week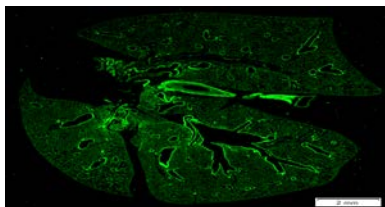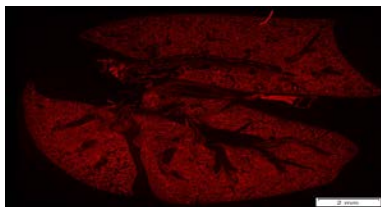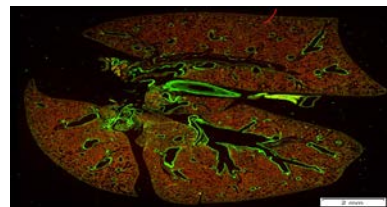TNF+  
19 week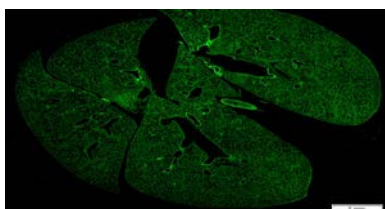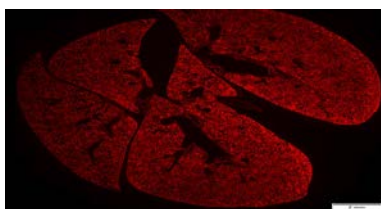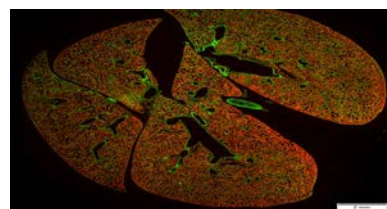

**Supplemental Figure 12. Low magnification immunofluorescent co-staining of Col4a1/Itga2.** Lungs from 8 and 20 week old mice (n=3-5 per condition / timepoint) were collected and paraffin embedded and subsequently immunostaining was performed to colocalize relevant molecules at 10x. Co-immunostaining is shown Col4a1/Itga2/Merge. Representative images.

A.

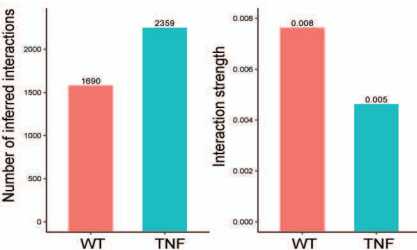

B.

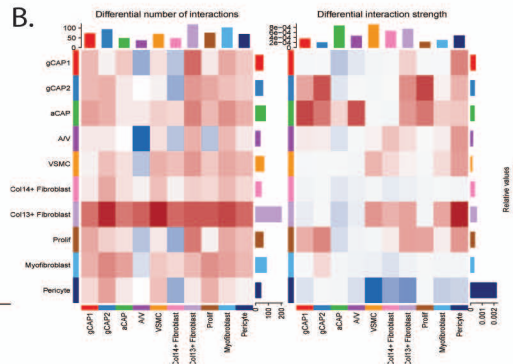

C.

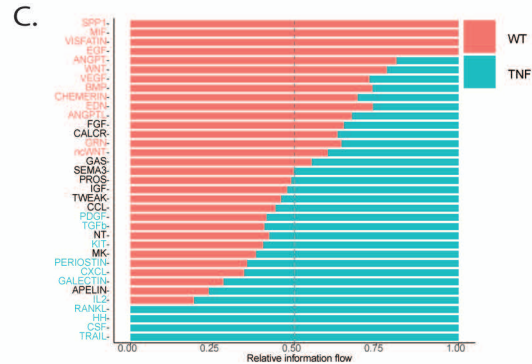

D.

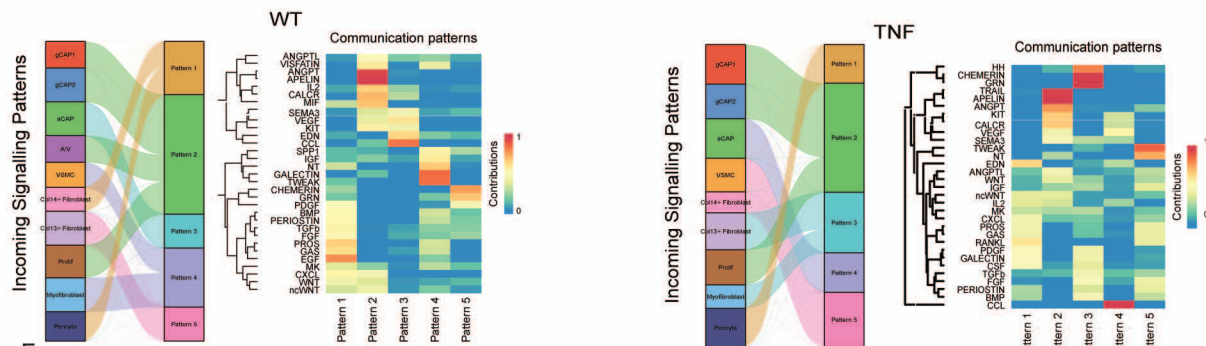

E.

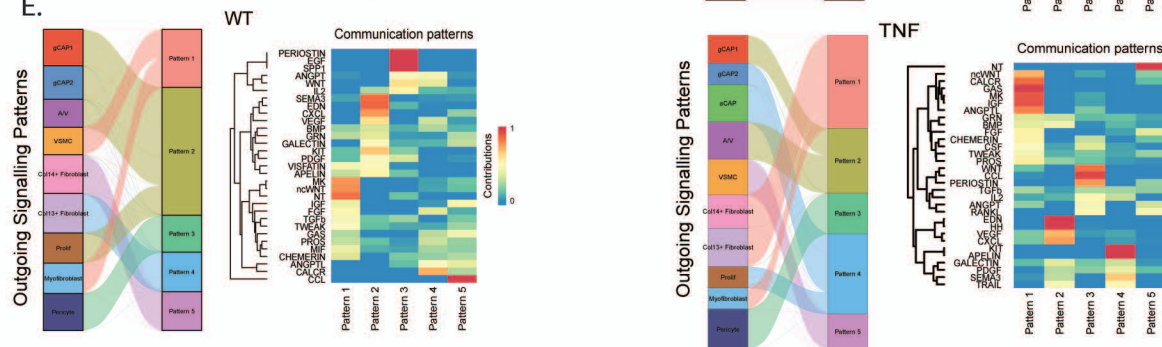

**Supplemental Figure 13. Network based analysis of perturbations in cell-cell communication in TNF mediated PH.** Cell-cell communication was investigated using Cellchat to assess global changes in cell signaling across cell types. A. Differential number and strength of cell-cell interactions in endothelial and mesenchymal cells across conditions. B. Heatmap of differential number of interactions and interaction strength across WT and TNF conditions for each cell type. The top colored bar plot represents the sum of column of values displayed in the heatmap (incoming signaling). The right colored bar plot represents the sum of row of values (outgoing signaling). In the central heatmap, red (or blue) represents increased (or decreased) signaling in the TNF condition compared to WT. C. Stacked bar plot indicating conserved and context-specific signaling pathways across WT and TNF conditions. Significant signaling pathways are ranked based on differences in the overall information flow within the inferred networks between WT and TNF lungs. The top signaling pathways colored red are enriched in WT, and those colored green are enriched in the TNF. Incoming (D.) and outgoing (E.) signaling patterns shared across cell types in WT (left) and TNF-Tg (right) conditions are visualized as both alluvial plots (left) and heatmaps (right) to indicated cell types and pathways which are differentially regulated by each cell signaling pattern.

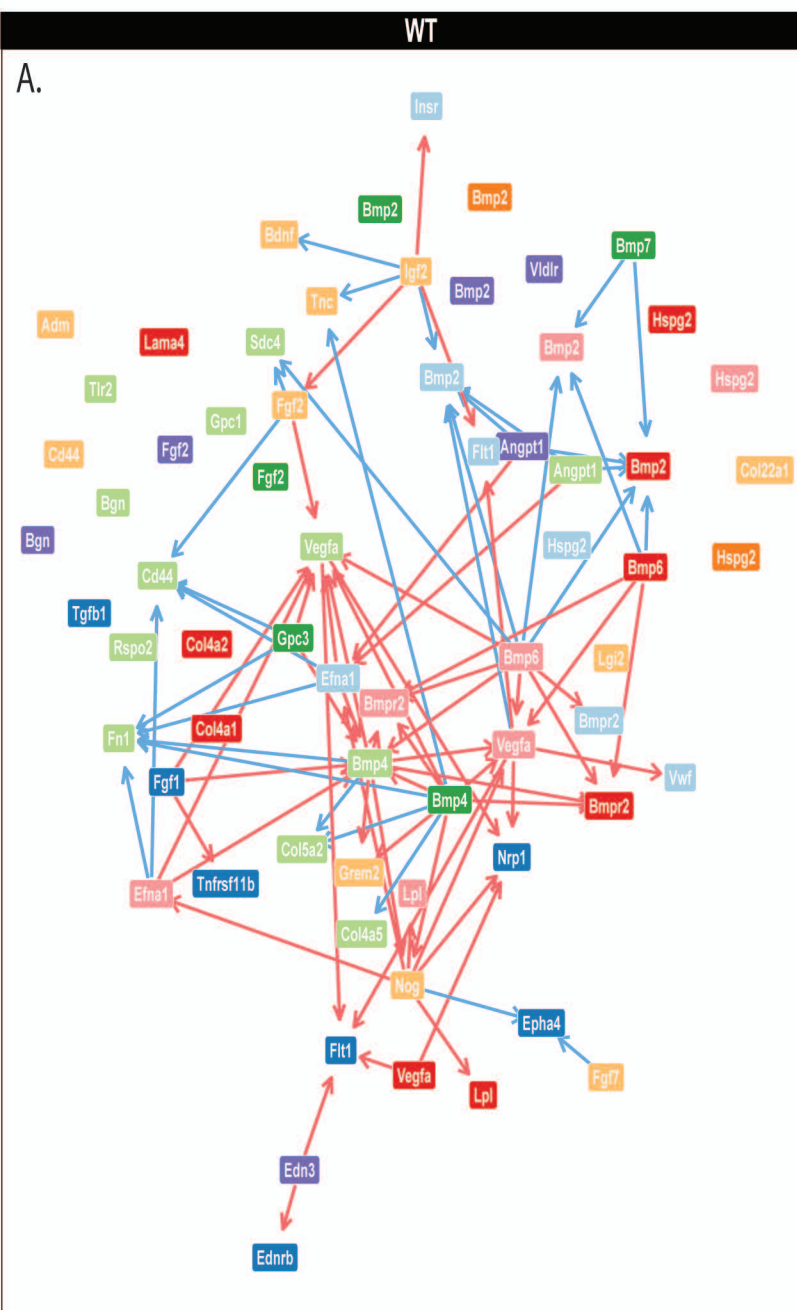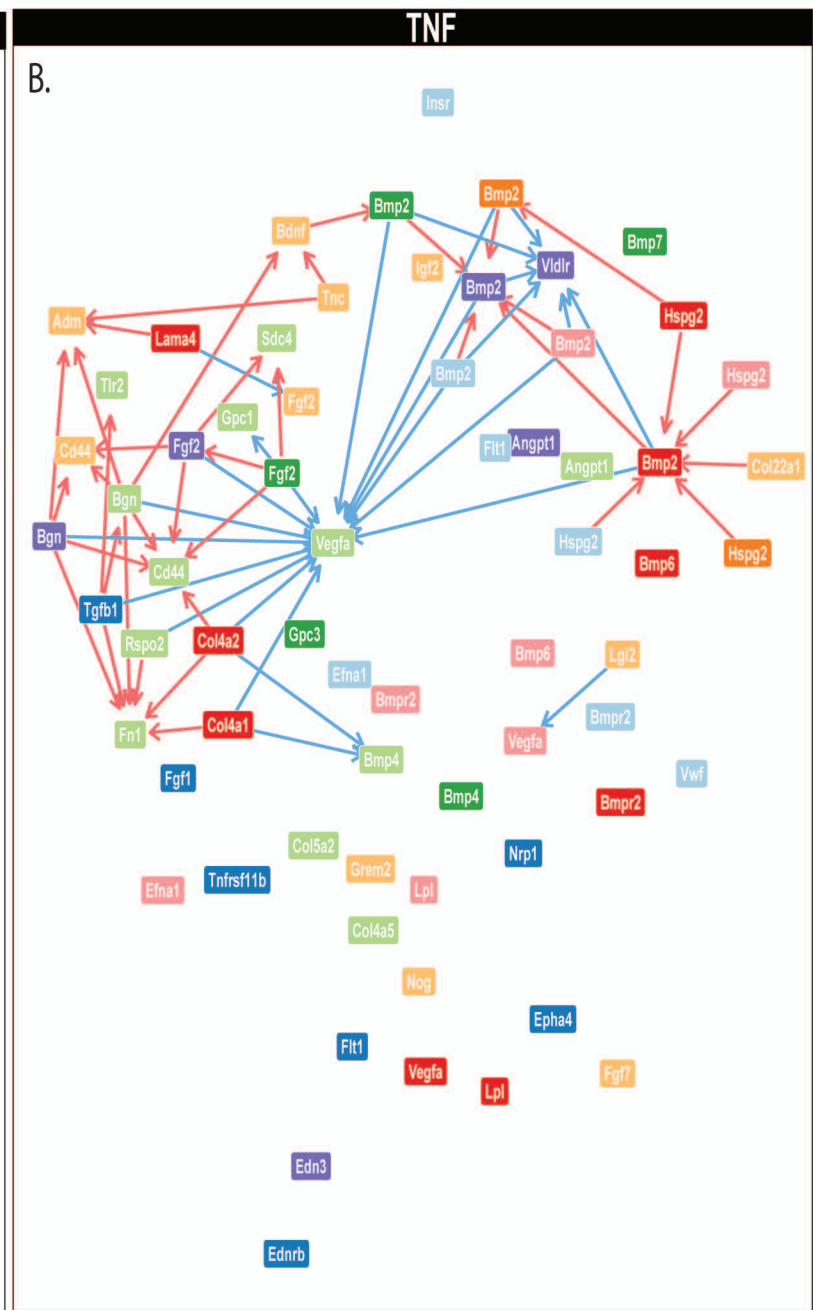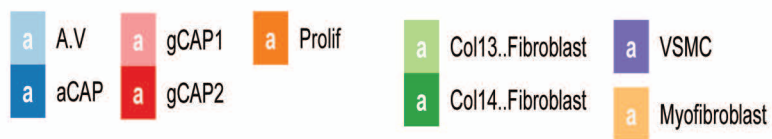

direction\_regulation

→ down

→ up

**Supplemental Figure 14. Intercellular regulatory network systems view of ligand-receptor interactions.**

A network analysis was generated using multinichenetR package to show the gene regulatory links between ligands from sender cell types to their induced ligands/receptors in receiver cell types in WT (left) and TNF (right) conditions. Lines show if the ligand/receptor in the receiver is a potential downstream target of the ligand based on literature/database knowledge and correlation in expression across samples.

NOG DAPI

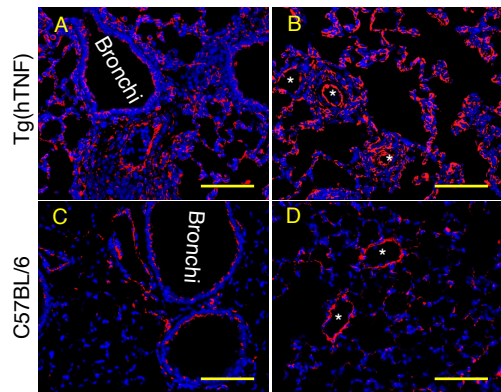

E

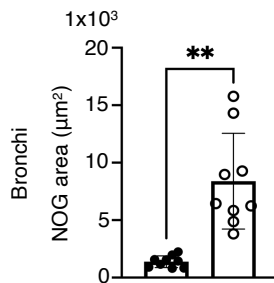

F

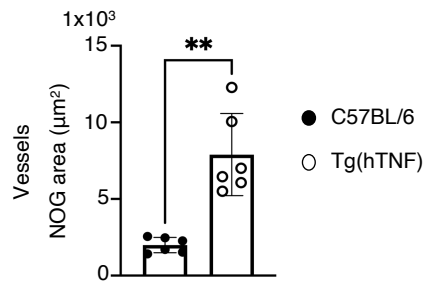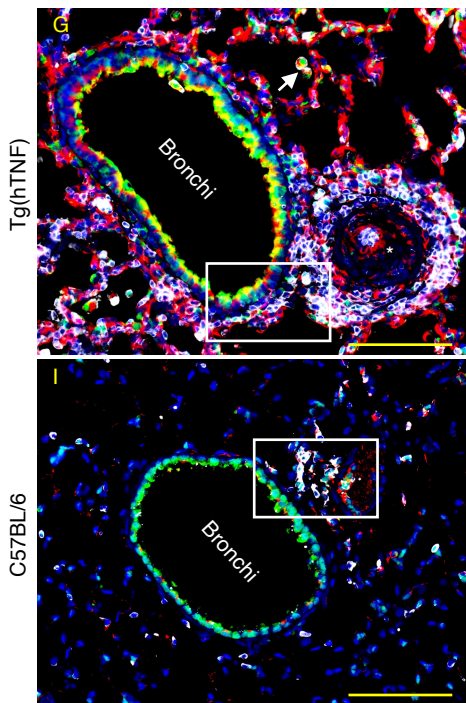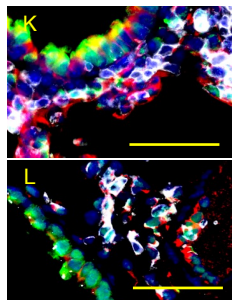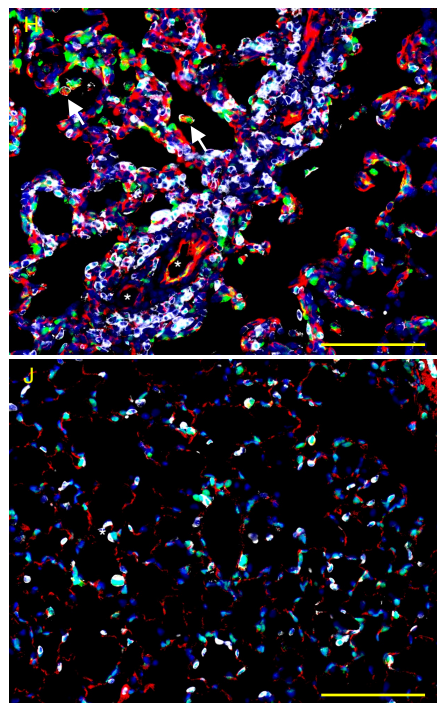

NOG BMP2 CD45 DAPI

Individual channels, A-D

Merge

DAPI

NOG

Merge

DAPI

NOG

BMP2

CD45

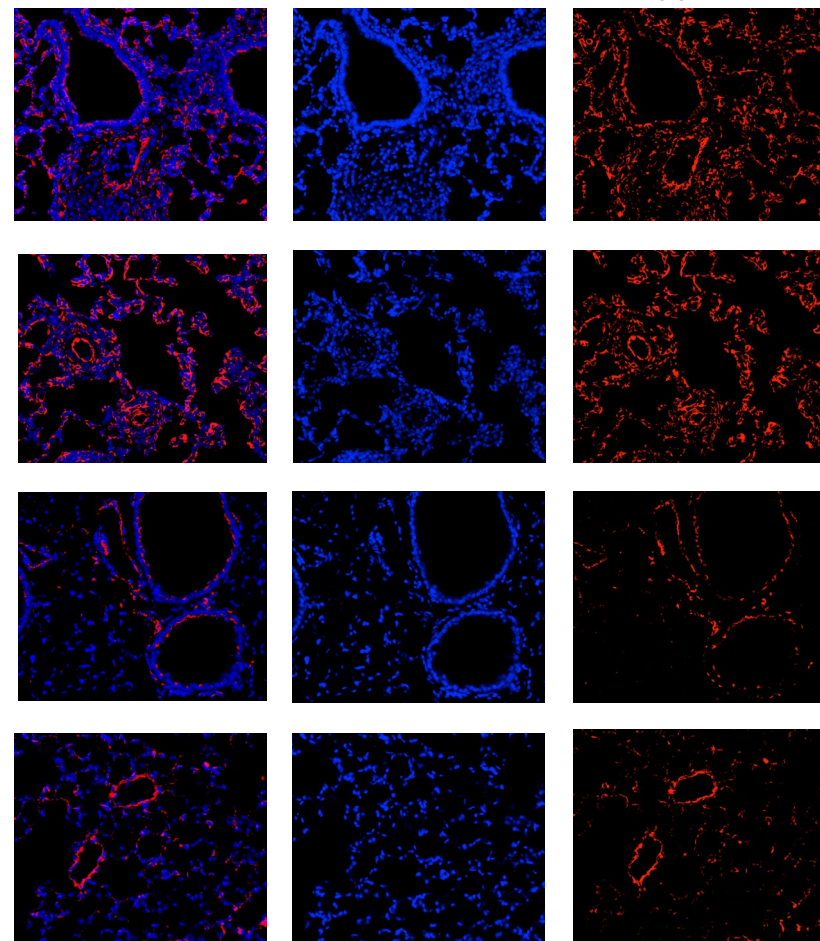

Individual channels, G-J

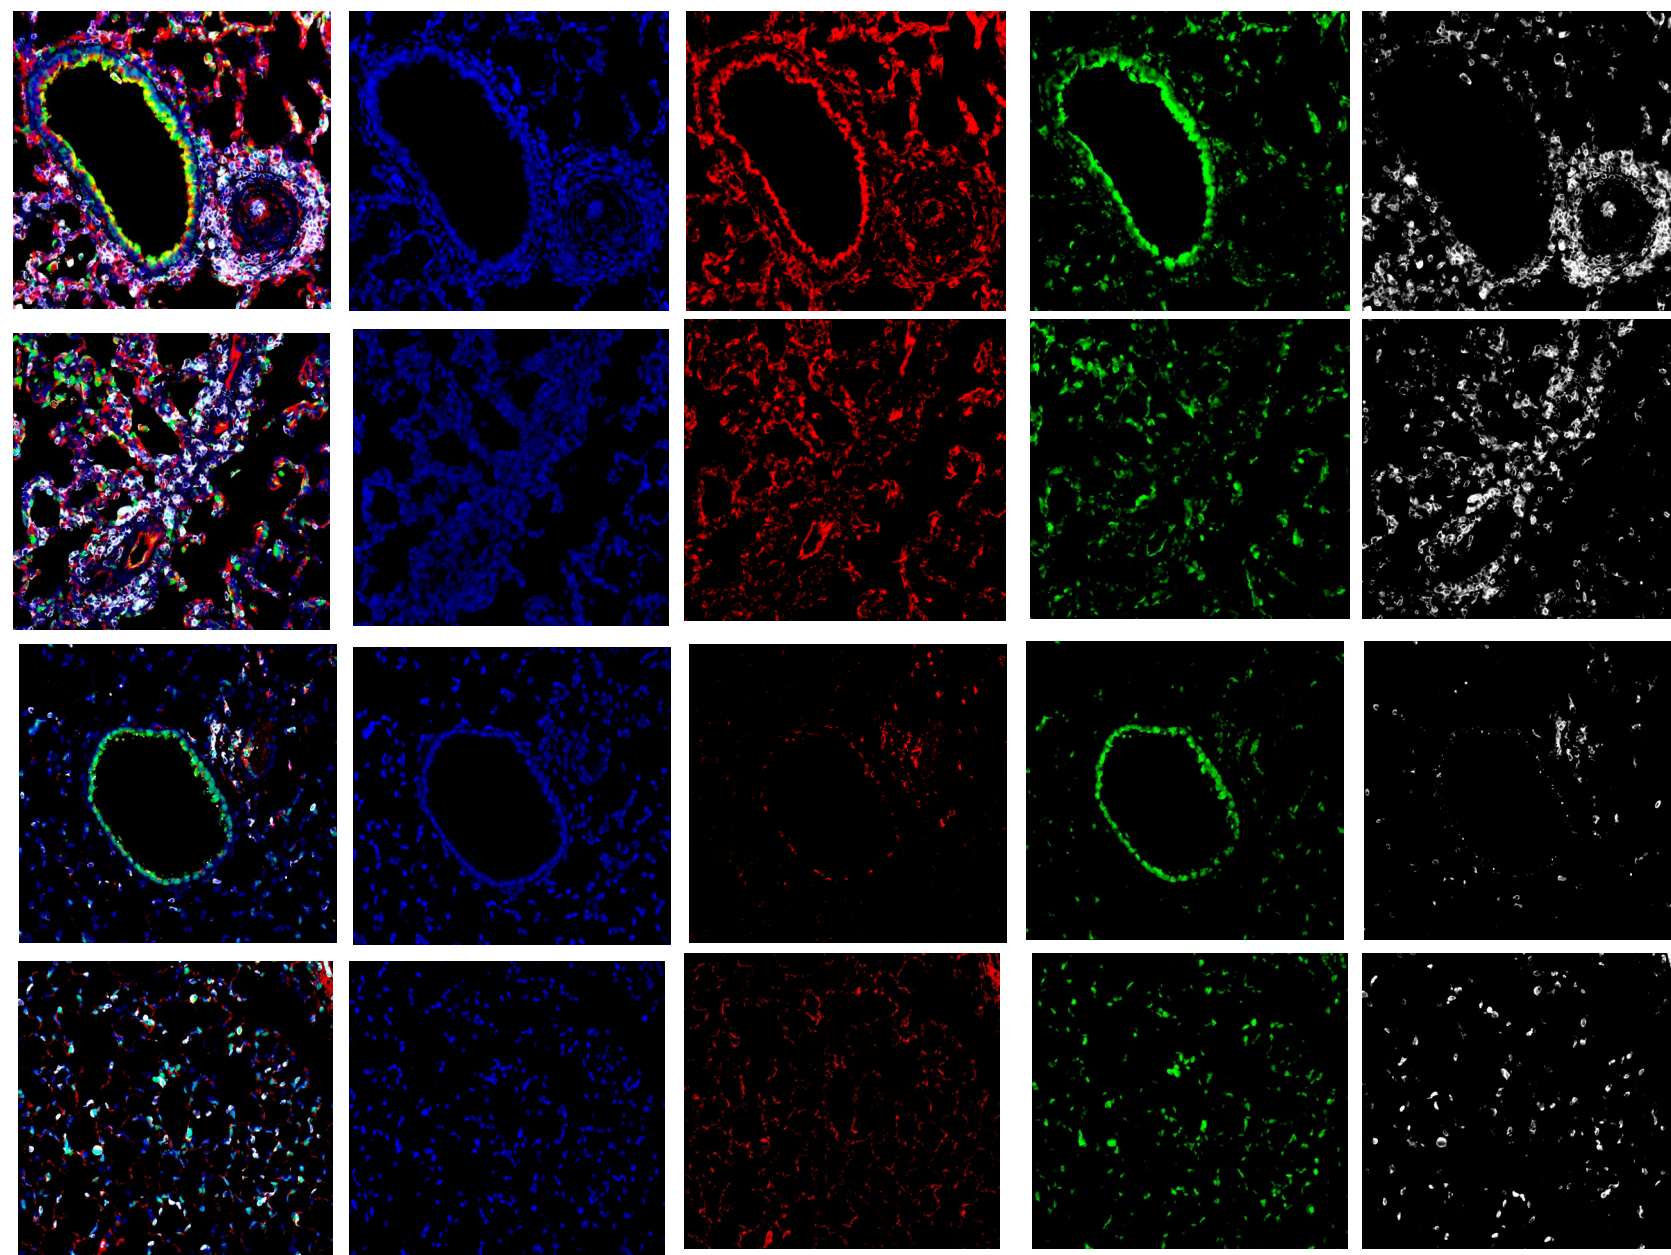

**Supplementary Fig 15. NOG is mainly expressed by CD45<sup>+</sup> stromal cells and increased in vascularized and bronchial areas in lungs of Tg(hTNF) mice.** Lungs from Tg(hTNF) and C57BL/6 mice were stained with antibodies specific for NOG and nuclei labeled with DAPI. NOG expression is increased in A) bronchial and B) vascularized areas in lungs from TNF Tg mice compared to NOG expression in C) bronchial and D) vascularized areas in lungs of C57BL/6 mice. Asterisks depict lumen of blood vessels. Scale bars = 100  $\mu$ m. 3 random 200x pictures were taken in bronchial and vascularized areas in the lungs of Tg(hTNF) (n = 2-3, 6-9 pictures) and C57BL/6 mice (n = 2-3, 6-9 pictures). Representative 200x pictures are shown. Area of NOG positive signal in 200x random fields was measured with NIH image J using identical settings. Area covered by NOG signal in E) bronchial and F) vascularized regions in the lungs of Tg(hTNF) mice is significantly bigger than areas of NOG signal in C57BL/6 mice. Graphs represent the mean  $\pm$  SEM. Statistical significance was calculated with paired two tailed Student's t test. \*\*,  $p \leq 0.005$ . Lung sections from G, H) TNF Tg and I, J) C57BL/6 mice were stained with antibodies against NOG, BMP2 and CD45. Nuclei were labeled with DAPI. NOG is expressed mainly by CD45<sup>+</sup> stromal cells. White arrows point to a few CD45<sup>+</sup>NOG<sup>+</sup> cells with macrophage like morphology in the alveolar spaces. Asterisks depict lumen of vessels and scale bars represent 100  $\mu$ m. Insets of K) Tg(hTNF) and L) C57BL/6 mice show the lack of colocalization between CD45 and NOG in peribronchial areas. Scale bars: 50  $\mu$ m. A second panel shows the individual channels for each image A-D and G-J

Proximal

Distal

Tg(hTNF)

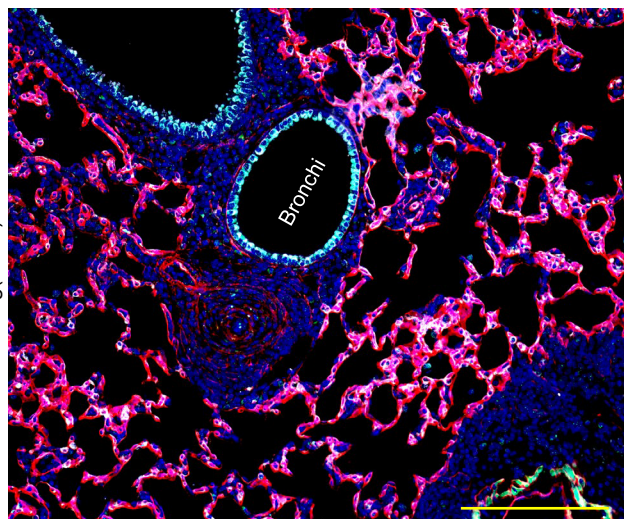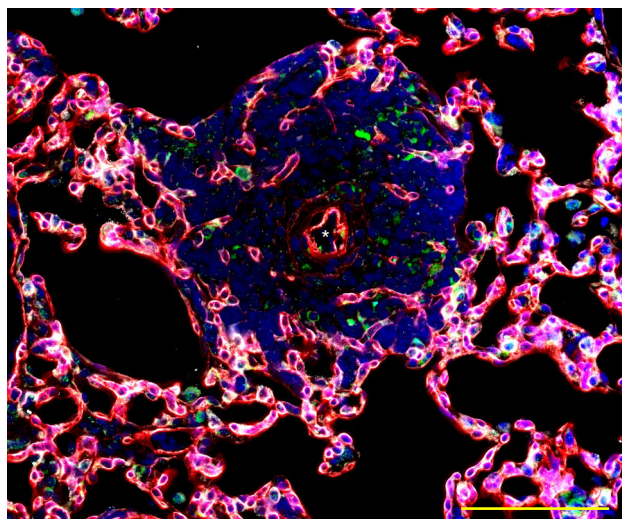

C57BL/6

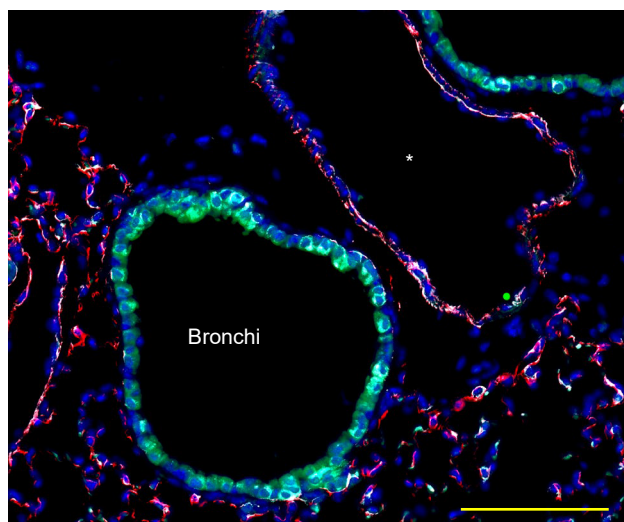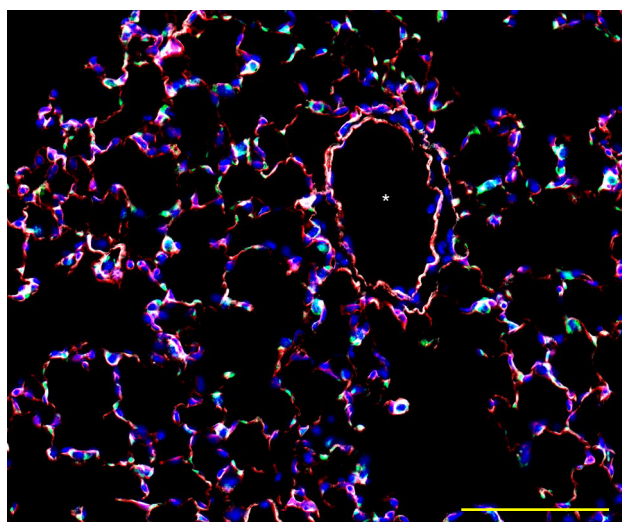

Collagen IV IGFBP7 ITAG DAPI

**Supplementary Fig 16. Hi resolution image of collagen IV staining.** Immunofluorescent co-staining of molecules Col4a1/Itga2/IGFBP7 staining. Colors are indicated in the inset titles above the images. Top rows for each stain indicate TNF mice and bottom rows WT mice. Images were taken at 20x magnification and represent central bronchiolar regions (left) and the lung periphery (right). Representative images.

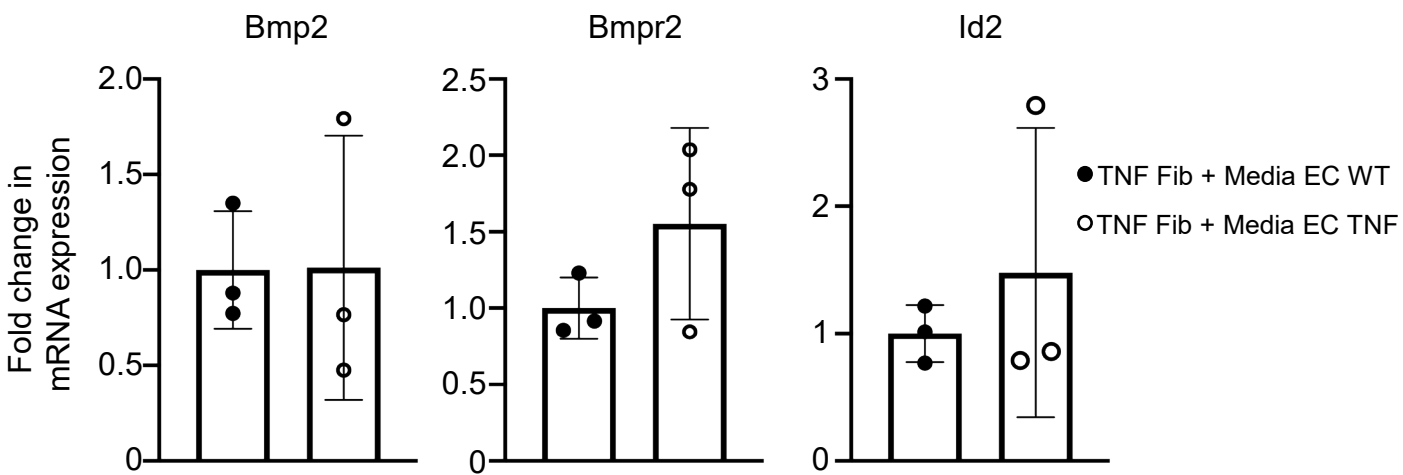

**Supplementary Fig 17. Media from endothelial cells of Tg(hTNF) does not alter BMP2-BMPR2 axis.** Fibroblasts (FB) from Tg(hTNF) mice were cultured with media from endothelial cells (EC) from C57BL/6 (WT) or Tg(hTNF) mice activated with TNF for 72h. RNA was isolated from cocultures 6h later and cDNA prepared for qPCR. Gene expression was normalized to 18s and gene expression in different cultures was compared to FB from Tg(hTNF) mice stimulated with media from WT EC. A) BMP2, B) BMPR2 and C) Id2 in TNF EC were not affected by media from TNF EC.

|                        | Lung<br>number<br>(pooled) | Single cell<br>of total<br>cells | Viable cells<br>of single cells<br>(7-AAD-) | CD45+<br>(leukocytes)<br>of Viable<br>cells | CD326+<br>(epithelial cells)<br>of Viable cells | CD45-/CD326- (non-<br>epithelial non-<br>leukocytes) cells of<br>Viable cells | CD31- (non-<br>endothelial cells)<br>of CD45-/CD326- | CD31+ (endothelial<br>cells) of<br>CD45-/CD326- |
|------------------------|----------------------------|----------------------------------|---------------------------------------------|---------------------------------------------|-------------------------------------------------|-------------------------------------------------------------------------------|------------------------------------------------------|-------------------------------------------------|
| <b>WT<br/>8 week</b>   | 3                          | 79.7<br>(119513)                 | 92.1<br>(110086)                            | 26.3<br>(28928)                             | 9.11<br>(10032)                                 | 67.1<br>(73852)                                                               | 59.4<br>(43886)                                      | 40.7<br>(30058)                                 |
| <b>TNF<br/>8 week</b>  | 3                          | 78.0<br>(116951)                 | 83.6<br>(97739)                             | 63.9<br>(62469)                             | 11.4<br>(11145)                                 | 30.7<br>(30012)                                                               | 75.4<br>(22764)                                      | 24.2<br>(7260)                                  |
| <b>WT<br/>14 week</b>  | 4                          | 79.8<br>(119640)                 | 93.5<br>(111855)                            | 24.2<br>(27120)                             | 9.16<br>(10245)                                 | 68.7<br>(76815)                                                               | 64.0<br>(49155)                                      | 36.0<br>(27840)                                 |
| <b>TNF<br/>14 week</b> | 4                          | 78.6<br>(117835)                 | 82.3<br>(96928)                             | 79.0<br>(76530)                             | 7.48<br>(7255)                                  | 17.2<br>(16645)                                                               | 84.3<br>(14040)                                      | 15.7<br>(2610)                                  |
| <b>WT<br/>20 week</b>  | 4                          | 89.3<br>(112419)                 | 83.7<br>(88186)                             | 66.2<br>(58417)                             | 5.58<br>(4922)                                  | 29.3<br>(25826)                                                               | 53.6<br>(13801)                                      | 46.4<br>(11870)                                 |
| <b>TNF<br/>20 week</b> | 5                          | 85.1                             | 81.8                                        | 89.3                                        | 4.74                                            | 7.47                                                                          | 87.6                                                 | 12.4                                            |
|                        |                            | (121008)                         | (90456)                                     | (80736)                                     | (3836)                                          | (6760)                                                                        | (5923)                                               | (840)                                           |

**Supplemental table 1. Summary of FACS results.** Staining of single cells from lungs was performed for CD45, CD326, and CD31 and a live/dead stain. Cell proportions are reflected as percentage of gated cells per 150,000 cells counted.

|                          | WT 8wk | WT 14wk | WT 20wk | TNF 8wk | TNF 14wk | TNF 20wk | Total |
|--------------------------|--------|---------|---------|---------|----------|----------|-------|
| <b>gCAP1</b>             | 2271   | 2383    | 2827    | 2993    | 2279     | 2040     | 14793 |
| <b>gCAP2</b>             | 2121   | 1680    | 2087    | 1191    | 913      | 673      | 8665  |
| <b>aCAP</b>              | 914    | 736     | 778     | 808     | 680      | 541      | 4457  |
| <b>A/V</b>               | 466    | 488     | 578     | 464     | 267      | 529      | 2792  |
| <b>VSMC</b>              | 126    | 82      | 134     | 217     | 450      | 356      | 1365  |
| <b>Col14+ Fibroblast</b> | 128    | 106     | 105     | 125     | 226      | 447      | 1137  |
| <b>Col13+ Fibroblast</b> | 482    | 257     | 203     | 53      | 57       | 58       | 1110  |
| <b>Prolif</b>            | 45     | 14      | 44      | 439     | 284      | 164      | 990   |
| <b>Myofibroblast</b>     | 229    | 154     | 230     | 79      | 56       | 78       | 826   |
| <b>Epithelial</b>        | 63     | 134     | 65      | 20      | 447      | 45       | 774   |
| <b>Mesothelial</b>       | 30     | 77      | 51      | 36      | 124      | 324      | 642   |
| <b>Lymphoid</b>          | 15     | 10      | 6       | 5       | 14       | 538      | 588   |
| <b>Lyz2+ Myeloid</b>     | 2      | 1       | 8       | 27      | 60       | 380      | 478   |
| <b>PF4+ Myeloid</b>      | 46     | 21      | 25      | 68      | 77       | 122      | 359   |
| <b>Pericyte</b>          | 66     | 57      | 60      | 23      | 2        | 0        | 208   |
|                          |        |         |         |         |          |          |       |
| <b>Total</b>             | 7004   | 6200    | 7201    | 6548    | 5936     | 6295     | 39184 |

**Supplemental table 2. Number of cells per UMAP cluster across conditions.** Total number of cells sequenced per condition is enumerated as a sum in the bottom row, cell types are listed in order of frequency across all conditions.

|                      | gCAP1          | gCAP2          | A/V            | aCAP           | Prolif         | VSMC           | Col14+ F       | Col13+ F       | Myofib         | Pericyte       |
|----------------------|----------------|----------------|----------------|----------------|----------------|----------------|----------------|----------------|----------------|----------------|
| FADD/TRADD apoptosis | <b>6.6E-03</b> | 3.5E-01        | <b>5.3E-04</b> | <b>1.8E-03</b> | <b>4.5E-02</b> | <b>2.0E-03</b> | <b>3.5E-02</b> | <b>1.1E-03</b> | <b>1.3E-03</b> | <b>7.3E-05</b> |
| RIP3K necroptosis    | <b>2.8E-02</b> | <b>4.1E-02</b> | <b>2.7E-02</b> | 1.0E-01        | 2.6E-01        | 6.7E-02        | 9.4E-01        | <b>1.1E-02</b> | <b>2.0E-02</b> | 3.9E-01        |
| PI3 kinase           | <b>1.8E-02</b> | <b>3.4E-02</b> | <b>1.2E-03</b> | <b>6.3E-05</b> | <b>1.6E-02</b> | <b>2.9E-02</b> | 1.2E-01        | 8.1E-02        | <b>1.3E-02</b> | 5.2E-02        |
| MAP3K                | <b>4.8E-02</b> | 9.5E-01        | 4.7E-01        | 2.3E-01        | 8.5E-01        | 3.9E-01        | 1.8E-01        | 1.2E-01        | <b>2.4E-02</b> | 9.4E-01        |
| JAK-STAT             | 8.3E-01        | 1.4E-01        | <b>4.5E-02</b> | <b>3.7E-04</b> | 4.4E-01        | 6.1E-02        | 7.8E-01        | 5.5E-02        | <b>2.9E-02</b> | 7.0E-01        |
| NFkB                 | 9.8E-01        | <b>2.9E-02</b> | 6.2E-01        | <b>4.0E-04</b> | 1.4E-01        | <b>3.6E-02</b> | 4.5E-01        | 3.2E-01        | <b>5.0E-02</b> | 1.7E-01        |
| p38-ERK              | <b>6.1E-04</b> | 6.8E-02        | <b>1.8E-02</b> | 2.3E-01        | <b>4.9E-02</b> | <b>2.5E-02</b> | <b>1.1E-02</b> | <b>2.9E-03</b> | 5.4E-01        | 1.3E-01        |

**Supplemental table 3. Cell-specific analysis of KEGG pathways downstream of TNF.** Annotations are listed in scientific notation and indicate p-values for the likelihood of pathway over-representation in the particular cell population,  $p < 0.05$  is bolded.

How the deposited data were processed for this re-analysis (not part of the article)

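The single-cell part of the paper rests on 6 libraries of lung cells depleted of CD45+ cells, 1 for each of 2 genotypes (WT and TNF-Tg) at each of 3 ages (8, 14, and 20 weeks), each from the pooled lungs of 3 to 5 female mice. What was measured is the number of RNA molecules (UMIs) of each gene in each cell barcode. The conditions of the libraries were taken from their sample labels. The paper gives no library a replicate of the same genotype and age, and mice cannot be told apart within a pool.

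The UMI counts were made by the authors with Cell Ranger, version 5.0.0 for both libraries of 8 weeks and 6.0.1 for the other libraries per the file headers, and they were deposited as whole numbers without normalization. Each file lists 32285 genes and only barcodes that Cell Ranger had called as cells. Whether the values were whole numbers and whether barcodes with few genes were still present was checked on the files. All 43545 barcodes were used as the starting point.

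Barcodes with at least 500 genes and at most 10% of UMIs from mitochondrial genes were kept. Scrublet (in scanpy 1.11.5, Python 3.11.15) scored doublets in each library, and the highest-scoring cells were removed at an expected rate of 0.8% per 1000 cells, which left 36254 cells. The cells were normalized to log scale and integrated over the 6 libraries with canonical correlation anchors in Seurat 5.3.0 (R 4.3.3), on 2000 variable genes and 30 dimensions, and clustered at a resolution of 0.8. Genes that the paper names with a claim about their expression were left out of the variable genes, so that no cluster was drawn directly by their values. Genes reported for the size of their change were not left out for that reason. Some of them lead clusters, such as *Prnd*, *Hhip*, *Lipg*, and *Slc7a10*. Other genes that vary together with the left-out genes could also still draw a cluster. All steps ran on a single thread with fixed random seeds and fixed linear algebra settings.

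Clusters were named from lists of marker genes fixed before the data were examined. A cluster took the name of a class when at least 3 of the markers of that class were detected in at least 10% of its cells and at least 2 of these lay at a log2 fold of at least 2 over the other cells, or else when at least 4 of the markers reached 25% of the highest cluster mean. Clusters whose 10 leading genes held more markers of another class than of their own, and clusters with endothelial genes beside those of another lineage, stayed unnamed. The limits of this rule were set after looking at the clusters, after several ways of scoring had been considered by eye, on an earlier run of the same steps with other linear algebra settings. That run drew the endothelial clusters differently and left the cluster led by *Esm1* unnamed. The rule was not changed afterwards, and the run on a single thread was kept whatever its results. In it, 4 of 27 clusters with 15.3% of cells have no name. Of a cluster of 437 cells counted as aCAP-like, 49.2% of the barcodes before doublet removal had been called doublets. Because clusters were not compared with the authors' own annotation of cells, classes carry the ending -like.

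For each class, UMIs were summed per library where the class had at least 10 cells, and the 3 TNF-Tg sums were compared with the 3 WT sums in edgeR 4.0.16 (filterByExpr, TMM scaling, quasi-likelihood F test, Benjamini-Hochberg adjustment). A gene is called changed at an edgeR FDR under 0.05. Age was not part of the model, so that the spread between libraries of a genotype includes change with age, and age as a block was an alternative. Levels are given as CPM of the class sum. Counting error of a level is an exact Poisson 95% interval. For example, the 3 *Ccl2* UMIs in a VSMC-like WT sum give 2.56 CPM with an interval of 0.527 to 7.47. Shares of cells are compared over libraries with an exact permutation test, whose smallest possible p is 0.1, and shares of single libraries have exact Clopper-Pearson 95% intervals, which cover counting error only. Cells were never used as replicates.

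The rule for naming genes was set before the data were examined, namely every gene whose expression the paper makes a claim about, and in each class the 3 genes with the largest log2 fold change in each direction among called genes with at least 50 CPM in the higher genotype and the same direction at all 3 ages. The text follows this rule only in part. The genes of largest change are given for gCAP-like, A/V-like, VSMC-like, and Col13+ fibroblast-like cells. In other classes the text does not give them under this rule, namely *Cyfip2*, *Tmem26*, *Cd55*, *Lyve1*, *Lrrn3*, and *Gpx3* in aCAP-like, *Trf*, *Postn*, *Myoc*, *Cxcl14*, *St8sia2*, and *Ptch1* in Col14+ fibroblast-like, *Saa3*, *Ccl2*, *Ccl7*, *Pnmt*, *Spock2*, and *Tcap* in myofibroblast-like, *Chil1*, *Ifitm1*, *Cxcl16*, *Adh7*, *Adh1*, and *Hlf* in mesothelial-like, and *Fam161a* and *Mlf1* in epithelial-like cells. Also left out are *Bmp6*, *Tnf*, *Tnfrsf1a*, *Tnfrsf1b*, and, apart from *Creb5*, the transcription factor genes that the rule listed. Genes named beyond this rule are genes the paper names elsewhere, leading genes of clusters, and genes chosen after their values were seen, which are *Adh7* cell counts, the genes called in all 6 tested classes, *Creb5*, and the genes with opposite directions in different classes.

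Depth differed between genotypes. The median cell of a library held 4369 to 4677 UMIs in WT and 9066 to 9695 UMIs in TNF-Tg. The smallest sums tested in the 6 main classes were those of TNF-Tg Col13+ fibroblast-like cells and WT VSMC-like cells. The procedure was tested on simulated data made from the counts of each class, in which 200 genes were given a 2- or 4-fold change and the genotypes otherwise did not differ. Of the changed genes, 78.8% (VSMC-like) to 92.9% (aCAP-like) were found, and 1.17% (A/V-like) to 8.24% (gCAP-like) of calls were false.

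The alternatives set before the data were examined were age as a block, DESeq2 1.42.0 with its size factors, upper-quartile scaling, no filter on low counts, class sums thinned to the smallest of the 6, cells thinned to 1000 UMIs, a cell filter of at least 1000 genes and at most 5% mitochondrial UMIs, no doublet removal, no integration, resolutions of 0.4 and 1.6, each library left out in turn, and, for log2 fold changes, the difference of log mean normalized expression of cells as Seurat gives it. Chosen after seeing the data were 4 more, namely clustering also without 102 leading genes of clusters that differed between genotypes, clustering from another random start, gCAP-like cells together with the unnamed capillary clusters, and A/V-like cells without the cluster led by *Esm1*. The tests of technical explanations were run again, with their criteria unchanged, when the clustering on a single thread replaced the earlier run.

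Transcription factor activity, RNA velocity, trajectories, pathway enrichment, ligand-receptor predictions, tissue staining, and measurements of heart and lung function were not analysed here, since they rest on other data or on further models. The gCAP1 and gCAP2 cells of the paper were not separated, because the marker lists set before the data were examined do not tell them apart. Differences between classes in the response to genotype were not tested.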

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

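In this part, the tests of RNA from another cell class for *Angpt1*, *Creb5*, *Ednrb*, and *Lpl*, of Col14+ fibroblasts among the cells with *Adh7*, and of the depletion of immune cells were chosen only after the result was seen, and so were *Creb5* and the genes called in all 6 classes. For 5 genes that the paper names, a rise in each TNF-Tg library over each WT library in one class stood against a fall in another. Whether the change differed between classes was not tested for any of them.

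*Adh7* rose in Col13+ fibroblast-like cells (log2 fold change 5.92, edgeR FDR 0.00184) and fell in Col14+ fibroblast-like cells (log2 fold change -1.43, edgeR FDR 0.00265). Left-out libraries kept the rise between 4.64 and 7.12 and the fall between -1.61 and -1.33. Because *Adh7* is higher in the WT Col14+ than in the WT Col13+ class, a few Col14+ fibroblasts among the Col13+ fibroblast-like cells could produce the rise. In the TNF-Tg library of 20 weeks, *Adh7* was 1.86 times as high in the Col13+ as in the Col14+ class, which such a mixture alone would not give, but 63 of its 91 UMIs came from 5 of 75 cells. With so few cells, this explanation and a change within Col13+ fibroblasts cannot be told apart. The cause of the fall in Col14+ fibroblast-like cells was not tested, and it was not called when cells were thinned to 1000 UMIs.

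*Angpt1* rose in myofibroblast-like cells from 21.1 to 58.2 CPM (log2 fold change 1.36, edgeR FDR 0.00315) and fell in VSMC-like cells from 158 to 30.8 CPM (log2 fold change -2.33, edgeR FDR 0.00507), each in every alternative. RNA from Col13+ fibroblast-like cells, the class with the most *Angpt1* in TNF-Tg, was estimated from the markers of that class to give 3.32% of the myofibroblast-like level, which argues against it as the source of the rise. For the fall, WT pericyte-like cells hold 495 CPM, and they became rare in TNF-Tg mice. By the median of 6 pericyte markers, pericyte RNA would give 60.2% of the WT level in VSMC-like cells (50.3% to 78.5% in single libraries), but by the lowest marker of each library only 22% to 41%. VSMCs may express some of these markers themselves, so loss of pericytes from the class and a lower level in VSMCs cannot be told apart for *Angpt1*.

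*Creb5* rose in gCAP-like cells from 17.4 to 35.6 CPM (log2 fold change 1.04, edgeR FDR 0.00713), a call kept in all 20 alternatives, and fell in VSMC-like cells from 79 to 32.6 CPM (log2 fold change -1.27, edgeR FDR 0.0237). The call in VSMC-like cells was lost in 5 fits that left out a library, all but the one without the TNF-Tg library of 8 weeks (edgeR FDR of 6.54e-05 to 0.106 over all alternatives), with log2 fold changes between -1.64 and -1.01. RNA from Col14+ fibroblast-like cells, where *Creb5* was highest, was estimated to give 0.441% of the TNF-Tg level in gCAP-like and 2.84% of the WT level in VSMC-like cells and so argues against this source. *Creb5* also fell in myofibroblast-like cells (log2 fold change -0.81, edgeR FDR 0.00948, called in 17 of 18 alternatives). It rose in A/V-like (0.79, edgeR FDR 0.00592, 16 of 20) and Col14+ fibroblast-like cells (0.53, edgeR FDR 0.0486, 10 of 19). In aCAP-like cells, where the paper reports loss of the *CREB5* regulon, the gene was not called (-0.05, edgeR FDR 0.847). An effect of the transgene on each cell type remains a hypothesis that these data alone did not test further.

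*Ednrb* rose in A/V-like cells from 16.6 to 39 CPM (log2 fold change 1.22, edgeR FDR 0.0018) and fell in gCAP-like cells from 8.87 to 1.97 CPM (log2 fold change -2.17, edgeR FDR 0.00612). The fall in gCAP-like cells was not called at a resolution of 0.4 (edgeR FDR 0.0591, 2.99e-06 to 0.0591 over all alternatives). WT aCAP-like cells hold 1632 CPM of *Ednrb*, and by their markers their RNA would give 294% of the low WT level in gCAP-like cells, that is more than all of it, and at least 103% by the lowest marker in any library. The fall in gCAP-like cells may therefore only mirror the fall in aCAP-like cells, through aCAP RNA or cells in the gCAP-like class. The estimated RNA from lymphatic endothelial-like cells gave 0.384% of the TNF-Tg level in A/V-like cells, so that it is no source of the rise. In that class, the call was kept in every alternative fit of library sums, with log2 fold changes between 0.72 and 1.79.

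*Lpl* rose in Col13+ fibroblast-like cells from 103 to 338 CPM (log2 fold change 1.68, edgeR FDR 0.00304) and fell in aCAP-like cells from 19.6 to 1.72 CPM (log2 fold change -3.43, edgeR FDR 2.43e-05), and both calls were kept in every alternative. RNA from Col14+ fibroblast-like cells would give 13.3% of the TNF-Tg level in the Col13+ class, too little for the rise. In aCAP-like cells, the RNA of gCAP-like cells, which held 272 CPM in WT, would give 74.9% of the WT level (48% to 93.1% in single libraries, and 22% to 64% by the lowest marker). Since the libraries and markers lie on both sides of 50%, gCAP RNA and a fall of *Lpl* within aCAP cells cannot be told apart.

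Immune-like cells made up 11.7% of the cells of the TNF-Tg library of 20 weeks, against at most 0.246% in a WT library, although CD45+ cells had been depleted and the paper leaves these cells aside. Incomplete depletion that lets all CD45+ cells through alike should keep their makeup. Cells with at least 2 lymphoid markers were 50.2% of the immune-like cells of this library (95% interval 46.5% to 54%) and 15% of those in the TNF-Tg libraries of 8 and 14 weeks (8% to 24.7%), but they were also 51.2% of those in WT (35.1% to 67.1%). The paper's flow cytometry gave leukocytes a larger share of viable lung cells in TNF-Tg than in WT at each age. The largest share was that of TNF-Tg of 20 weeks. A larger share of immune cells before depletion was thus measured. Because this age and genotype have 1 library, the parts of this larger share and of a poorer depletion in the 11.7% cannot be told apart.

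Mesothelial-like cells reached 6.62% of the cells in the TNF-Tg library of 20 weeks, a class the paper does not analyse further, against 1.04% ± 0.374 in WT (SD, n = 3 libraries) and 1.46% at most. With 1 library, neither a difference in how the lung surface was dissected and digested nor a change with disease was tested.

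Among the genes called in each of the 6 main classes, 6 rose in all of them and are not discussed by the paper. In VSMC-like cells, their log2 fold changes were 2.12 for *Ccnd1*, 1.96 for *Csrp2*, 1.81 for *Nfkbia*, 0.71 for *Pdlim1*, 2.84 for *Tlr2* and 3.36 for *Tnfaip3*. The estimated share of endothelial RNA was highest for *Ccnd1* in Col14+ fibroblast-like cells, at 38.8% of the TNF-Tg level. That rise was only 0.86 on the log2 scale, so endothelial RNA is not excluded as its source. For the other genes and mesenchymal classes, the share was at most 22.6% (*Pdlim1* in Col13+ fibroblast-like cells, log2 fold change 1.81). This argues against endothelial RNA as the common source. Class sums thinned to equal depth lost only 2 of these 36 calls, those of *Csrp2* and *Tlr2* in Col14+ fibroblast-like cells, although in Col13+ fibroblast-like cells the TNF-Tg sums were the smaller ones, so that thinning tests no higher TNF-Tg depth there. The calls were less firm in single classes. Over all classes and alternatives, the genes were called in 100 of 113 for *Ccnd1*, 97 of 115 for *Csrp2*, 111 of 116 for *Nfkbia*, 104 of 114 for *Pdlim1*, 108 of 113 for *Tlr2* and 109 of 114 for *Tnfaip3* fits, and calls were lost most often in Col14+ fibroblast-like cells. *Csrp2* went the other way in 1 fit, that of A/V-like cells without integration, at an edgeR FDR of 0.79 (the range over the alternatives was 0.00268 to 0.79). *Nfkbia* and *Tnfaip3* encode inhibitors of NF-κB signaling, so that a shared response to TNF is a hypothesis, which was found and weighed on the same data.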

How the results depend on the processing

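In this part, the tests of the splits, of calls after thinning, of *Creb5* and *Csrp2*, and of 4 alternatives (clustering without the leading genes that differ, another random start, gCAP-like cells with the unnamed capillary clusters, and A/V-like cells without the cluster led by *Esm1*) were chosen only after the result was seen. No paired analysis was possible because the labels carry no replicate numbers. The WT mice are labelled as littermates, and age as a block, which compares the genotypes within each age, stands in its place (for example, 3103 called genes in aCAP-like cells against 2438).

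The number of called genes in gCAP-like cells, 5367 with all libraries, lay between 3677 and 6182 in the alternatives, both limits coming from fits that left out a library, and 3583 to 5045 of the genes called without a library were called in the same direction with all libraries. In the other classes, the number moved further when a library was left out, to 1940 to 4416 genes from 3300 in A/V-like cells, 195 to 1727 from 877 in VSMC-like cells, 717 to 1717 from 1221 in Col13+ fibroblast-like cells, 1585 to 3623 from 2438 in aCAP-like cells, and 102 to 357 from 250 in Col14+ fibroblast-like cells, each across the 6 fits that left out 1 library. Of these, 1897 to 3168, 182 to 852, 666 to 1141, 1509 to 2329, and 97 to 222 genes were shared with the full fit. The lowest number came without the WT library of 14 weeks in gCAP-like, A/V-like, VSMC-like, and aCAP-like cells and without the TNF-Tg library of 14 weeks in both fibroblast classes, and the highest without the TNF-Tg library of 8 weeks in all 6 classes. Fits on fewer libraries have less power, but a number that rose when a library was left out is not explained by power, and its cause was not tested.

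Without the filter on low counts, the numbers were 1691 in VSMC-like, 1890 in Col13+, and 791 in Col14+ fibroblast-like cells, where 18401, 17406, and 18816 instead of 10348, 9313, and 10648 genes were tested. A resolution of 0.4 gave 1832 genes in A/V-like and 1463 in VSMC-like cells, and joint analysis without integration gave 152 in Col14+ fibroblast-like cells. At a resolution of 0.4, the classes held other cells. There were 2155 instead of 5104 A/V-like and 1590 instead of 1385 VSMC-like cells, and the 205 pericyte-like cells had no cluster. Whether this changed the numbers of genes was not tested, nor was the cause without integration. For A/V-like cells, another random start gave 2187 genes, for a cause that was not tested, and leaving out the cluster led by *Esm1*, which removes most of the cells, gave 1852 genes.

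Depth limits the results of the classes with few cells. With class sums thinned to the smallest of the 6 libraries, 92.3%, 88.7%, and 89.5% of the called genes were still called in the same direction in gCAP-like, A/V-like, and aCAP-like cells, but 60.7% in VSMC-like, 62.2% in Col13+, and 68.4% in Col14+ fibroblast-like cells. In Col13+ fibroblast-like cells, thinning left 786 called genes of 7571 tested. In gCAP-like, A/V-like, VSMC-like, and Col14+ fibroblast-like cells, each TNF-Tg sum was larger than each WT sum, and most calls thus do not need the higher depth of the TNF-Tg libraries there, but those lost in VSMC-like and Col14+ fibroblast-like cells are less certain. In Col13+ fibroblast-like cells the TNF-Tg sums were the smaller ones (609892 to 913673 UMIs against 1366406 to 2668680 in WT), and in aCAP-like cells that of 20 weeks lay within the WT range, so that in these 2 classes thinning does not tell what higher TNF-Tg depth does. In each of the 6 classes, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many called genes, namely the split by genotype. The other 9 splits each gave 0 called genes, with 16 to 728 genes at an unadjusted p under 0.05 (edgeR). With 10 splits, a share below 0.1 is not possible, so a grouping by chance cannot be told apart from an effect of genotype by this test.

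Shares of endothelial classes depended on how clusters were drawn. The difference in gCAP-like cells was -3.31 percentage points, and it was -17.96 without integration, 0.32 at a resolution of 0.4, -0.66 without the leading genes that differ, and -7.47 from another random start. For aCAP-like cells, it was -1.40 points with the stricter cell filter against 0.71, and without integration it was 12.99 points for A/V-like cells against 0.15 and 5.38 points for proliferating-like cells against 3.07. The cause was not tested. The proliferating-like share was higher in TNF-Tg in each alternative (exact permutation test, p = 0.1, the smallest possible). Across the ways of filtering and clustering, the differences stayed between 25.35 and 34.22 points for VSMC-like, -28.62 and -22.22 for Col13+, 14.54 and 19.17 for Col14+ fibroblast-like, -16.95 and -13.36 for myofibroblast-like, and -7.27 and -5.02 for pericyte-like cells. The p of the pericyte-like difference rose to 0.2 in the exact permutation test at a resolution of 1.6, without any 1 of the WT libraries, and without the leading genes that differ, and that of the Col14+ difference to 0.3 without WT of 8 or of 20 weeks, and at a resolution of 0.4 there was no pericyte-like cluster and hence no value.

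Of 149 pairs of a gene and a class taken from those in the text, without *Creb5* and the genes called in all 6 classes, 122 were called, and none of these called changes reversed its direction. Outside these pairs, the called changes of *Creb5* in A/V-like (0.79) and Col14+ fibroblast-like cells (0.53) and of *Csrp2* in A/V-like cells (0.57) each took the other sign in 1 alternative (-0.01, -0.07, and -0.06). Among pairs that were not called, 10 had the other sign in at least 1 alternative, such as *Kdr* in gCAP-like cells (-0.04, and -0.20 and 0.14 at the ends of the alternatives). Calls changed most when a library was left out, where up to 20 were lost among 143 pairs (without the WT library of 14 weeks) and up to 4 gained (without the TNF-Tg library of 8 weeks). Upper-quartile scaling and a resolution of 1.6 changed no call. Age as a block gained 5 calls, DESeq2 gained 3 and lost 2, no filter on low counts gained 11, thinned class sums lost 3 of 138, and cells thinned to 1000 UMIs lost 8 and gained 1 of 114. The log2 fold change of mean normalized cells, as Seurat gives it, differed from that of library sums by more than its SE for 117 of the 149 pairs. It had the other sign for 2 pairs, neither of them called, namely *Col4a1* in VSMC-like cells (-0.19 against 0.20) and *Col1a2* in Col14+ fibroblast-like cells (-0.01 against 0.26).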

Differences from the paper's values

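In this part, the tests of a clustering without the leading genes that differ, of another random start, of gCAP-like cells with the unnamed capillary clusters, and of A/V-like cells without the cluster led by *Esm1* were chosen only after the result was seen.

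The gCAP share of endothelial cells in TNF-Tg mice averages 75.2% from the paper's cell numbers and was 49.1% here. In WT mice, the values are 77.1% and 52.4%, a gap of similar size that lies just within the margin of 1.5-fold. Among the alternatives set before the data were examined, a resolution of 0.4 gave a value within the margin for TNF-Tg, 74%, and the stricter filter, no doublet removal, no integration, and a resolution of 1.6 did not. Of the alternatives chosen after seeing the values, clustering without the leading genes that differ gave 66.7% in TNF-Tg, and gCAP-like cells with the unnamed capillary clusters made up 67.7% in TNF-Tg and 69.8% in WT, all within the margin. The paper's A/V share averages 8.84% in WT and 9.65% in TNF-Tg, and here it was 17.5% and 17.6%. For WT, the gap closed at resolutions of 0.4 (7.57%) and 1.6 (9.4%) and without integration (12.7%), and for TNF-Tg at resolutions of 0.4 (7.16%) and 1.6 (11.3%), but not with the stricter filter or without doublet removal. Of the alternatives chosen after seeing the values, another random start gave 8.59% in WT and 8.74% in TNF-Tg, leaving out the cluster led by *Esm1* gave 7.63% and 7.16%, and clustering without the leading genes that differ gave 14.3% in TNF-Tg.

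The paper's numbers of lymphoid, Lyz2+, and PF4+ cells make up 0.652% of all WT cells on average, and immune-like cells made up 0.222% here. In the TNF-Tg library of 14 weeks, the paper counts 447 epithelial cells, and 27 epithelial-like cells were found here. The counts are 134 and 45 in WT of 14 weeks and 45 and 27 in TNF-Tg of 20 weeks. None of the alternatives closed any of these 4 gaps. No alternative loosened the limits on genes and mitochondrial UMIs per cell, so whether a looser cell filter would close them was not tested.

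In the comparisons of log2 fold changes, a gap counts as closed when the paper's value lies within the SE of a fit, so that a wider SE can close it without a nearer value. The paper's text and legend name different gCAP populations for Fig. 4C, so it is not clear which cells its values describe, and they are set here against all gCAP-like cells. In gCAP cells, the paper's log2 fold change of *Igfbp7* is about 2.9 in Fig. 4C, read by eye, and 4.32 here, that of *Cyp4b1* is about -1.3 and -3.88 here, that of *Vwf* is about -1 and -5.88 here, and that of *Ptprb* is about -0.8 and -2.47 here, all read by eye from Fig. 4C. No alternative closed these 4 gaps. For *Col4a2*, the paper shows about 2.3 in Fig. 4C, read by eye, and the value here was 2.10. Age as a block (2.10), the fits without the WT (2.27) or the TNF-Tg library of 8 weeks (2.22), and the stricter filter (2.14) brought *Col4a2* within the error of each fit, and the other alternatives set before the data were examined did not. *Cd34* stands at about 2.2 in the paper's Fig. 4C, read by eye, and at 2.49 here, and the fits without the libraries of WT 14 weeks (2.32), TNF-Tg 14 weeks (2.40), and TNF-Tg 20 weeks (2.42) came within the error of each fit, unlike the other alternatives.

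In A/V cells, the paper's *Igfbp7* is at about 3 in Fig. 4D, read by eye, and at 3.58 here. The gap closed without integration (2.98), at a resolution of 0.4 (3.004), with the fold change as Seurat gives it (3.13), and, chosen after seeing the values, without the cluster led by *Esm1* (3.02). The paper's *Hspg2* is at about 2 in Fig. 4D, read by eye, against 3.85 here, and *Slc6a2* at about -1.8 in the same Fig. 4D, also read by eye, against -3.88. Both gaps closed only with the fold change as Seurat gives it, at 1.86 and -1.95. For *Lyve1*, the paper shows about -1.5 in Fig. 4D, read by eye, against -4.15, and no alternative closed the gap.

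In VSMCs, the paper's Fig. 4E shows *C3* at about 3.6, read by eye, and it was 5.65 here. Of all alternatives, only the fold change as Seurat gives it closed this gap, at 3.50. *Apoe* is at about -1.5 in the paper's Fig. 4E, read by eye, and was at -2.28 here, where a resolution of 0.4 (-1.99) and the fold change as Seurat gives it (-1.89) closed the gap. In Col13+ fibroblasts, *Ltbp2* is at about 4.2 in the paper's Fig. 4F, read by eye, and was at 5.62 here, with no alternative that closed the gap. *Hp* is at about 5.4 in the paper's Fig. 4F, read by eye, and was at 6.13 here. DESeq2 (6.09), thinned class sums (5.87), the stricter filter (5.90), and the fits without WT of 8 weeks (5.83), WT of 14 weeks (5.85), TNF-Tg of 14 weeks (5.65), and TNF-Tg of 20 weeks (5.98) came within the error of each fit, and the other alternatives did not. *Saa3* is at about 4 in the paper's Fig. 4F, read by eye, and was at 2.52 here. The paper's value lay within the error of the fit with age as a block (4.86), without the TNF-Tg library of 8 weeks (2.95), without doublet removal (2.74), without integration (2.84), with cells thinned to 1000 UMIs (3.74), and with the fold change as Seurat gives it (3.37). DESeq2 gave a value no nearer (2.501), and only its wider SE of 2.08 reached the paper's value. The other alternatives did not.

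Beyond these values, some statements of the paper differ from the results here. The paper names *Saa3* among the genes raised in Col13+ fibroblasts, and it was not called here (edgeR FDR 0.313) but was with age as a block (0.0135), with no filter on low counts (9.78e-47), without the WT library of 20 weeks (0.002), and with cells thinned to 1000 UMIs (0.00711), and its edgeR FDR went from 9.78e-47 to 0.663 over all alternatives. The lowest of these is uncertain, since the fit with no filter gave *Saa3* nearly the same log2 fold change (2.47) with an SE of 0.167 in place of 1.42. The paper states that *Bmpr2* is lower in aCAP as well as gCAP cells of TNF-Tg mice, and in aCAP-like cells this was not called (edgeR FDR 0.0838) but was with age as a block (0.0128), DESeq2 (adjusted p 0.0384), no filter on low counts (0.0164), without the TNF-Tg library of 14 weeks (0.00828), and without doublet removal (0.0252), and the adjusted p went from 0.00828 to 0.226 over all alternatives. The paper states that *Bmp2* is not expressed in WT cells, and here WT pericyte-like cells held 69.9 CPM, myofibroblast-like 25, Col14+ fibroblast-like 22.8, and VSMC-like cells 15.9 CPM of it. In Col13+ fibroblasts, where the paper states that TNF-Tg cells express *Bmp2*, the level was 4.9 CPM in TNF-Tg and 3.81 CPM in WT, too low to be tested.

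*Igfbp7* is the most upregulated gene of gCAP cells in the paper. By the edgeR log2 fold change, it was number 90 of the 2761 genes called higher in gCAP-like cells, and with the fold change as Seurat gives it number 1. The genes that the paper lists as most changed in gCAP cells, A/V cells, VSMCs, and Col13+ fibroblasts had edgeR ranks from 4 (*Vwf* in gCAP-like cells) to 424 (*Col4a2* in gCAP-like cells), apart from *Saa3*, and ranks of 1 to 9 with the fold change as Seurat gives it.

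The paper ranks aCAP before A/V endothelial cells by number, and here there were 5104 A/V-like and 3619 aCAP-like cells. Resolutions of 0.4 (2155 and 3618) and 1.6 (2982 and 3628) gave the paper's order, and the stricter filter, no doublet removal, and no integration did not. Another random start (2519 and 3619) and leaving out the cluster led by *Esm1* also gave it, both chosen after seeing the values. The paper states that the makeup of TNF-Tg and WT lungs differed little at 8 weeks. The share of cells that would have to change class was 10.1% between these libraries, and 8.74% and 6.92% between TNF-Tg of 8 weeks and WT of 14 and 20 weeks, against up to 8.13% among WT libraries. From the paper's cell numbers, the same 3 distances were 22.3%, 17.5%, and 17%, against 4.6% to 9.3% among WT libraries. In single classes, proliferating-like cells numbered 271 in TNF-Tg and 34 in WT, and Col13+ fibroblast-like cells were 12.8% of mesenchymal-like cells in TNF-Tg and 43.4% in WT. At 20 weeks, where the paper states that pericytes are absent, 1 cell was pericyte-like. The paper states that fibrillar collagens are not overexpressed in TNF-Tg fibroblasts and myofibroblasts. Here, *Col1a2* rose in Col13+ fibroblast-like cells by 0.93 (edgeR FDR 0.00409) and in myofibroblast-like cells by 0.82 (edgeR FDR 0.0413) on the log2 scale. The call in Col13+ fibroblast-like cells was kept in every alternative. In myofibroblast-like cells, *Col1a2* was not called with thinned class sums, with cells thinned to 1000 UMIs, without the libraries of WT 14 weeks, WT 20 weeks, TNF-Tg 8 weeks, or TNF-Tg 14 weeks, or, chosen after seeing the values, without the leading genes that differ (edgeR FDR of 6.44e-06 to 0.183 over all alternatives). *Col1a1* was not called in Col13+ fibroblast-like cells (edgeR FDR 0.112) but was called higher with age as a block (0.0209), with no filter on low counts (0.0179), and without the WT library of 8 weeks (0.0382; 0.0179 to 0.342 over all alternatives). *Lpl*, named by the paper among the ligands lost in TNF-Tg lungs, fell in 3 endothelial classes but rose in Col13+ fibroblast-like cells, by 1.68 on the log2 scale (edgeR FDR 0.00304).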

Other observations

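In this part, the tests of endothelial RNA for the genes that fell in all 6 classes were chosen only after the result was seen. So were the tests of pericyte RNA for the genes that fell in VSMC-like cells and of pericytes at 14 weeks. The same holds for the 4 other pericyte markers at 14 and 20 weeks and for free *Scgb1a1* RNA in kept cells and removed barcodes. Also chosen in this way were the genes that fell in all 6 classes, the cluster of 838 cells, and the genes with opposite directions.

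TNF-Tg cells held more UMIs than WT cells, with a ratio of the median cell of 2.11 over all cells. Deeper sequencing alone would raise all classes by about the same factor. The ratio was 2.28 in gCAP-like and 0.921 in epithelial-like cells, and the highest was 2.48 times the lowest, which argues against depth as the whole cause. Larger or more active cells in TNF-Tg mice remain a hypothesis that was not tested, and a part played by depth stays open.

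Among the called genes that fell in VSMC-like cells, 12.5% had at least 0.5 of their WT level in reach of the estimated endothelial RNA in the WT sums. By this cut, endothelial RNA gave less than 0.5 of the WT level for most of the genes that fell. Endothelial RNA may be an explanation for the part above the cut. Genes below it are not cleared, because the cut is on the level and not on the size of the fall. For example, *Bmpr2* lay below it at 39.3%, and a fall of *Bmpr2* within VSMCs is left open. Of the genes called lower in each of the 6 main classes, *Cyp4b1* and *Ptprb* are endothelial genes, and endothelial RNA was estimated to give at least 76.6% of their WT level in VSMC-like and both fibroblast-like classes. Their fall in these 3 classes may therefore mirror the fall in endothelial cells. For the other 4 genes, *Akap12*, *Gpx3*, *Mettl7a1*, and *Pir*, endothelial RNA gave at most 13.9%, in VSMC-like cells for *Akap12*, so that it is not their common source. Over all classes and alternatives, the genes were called in 106 of 116 for *Akap12*, 112 of 113 for *Cyp4b1*, 102 of 114 for *Gpx3*, 104 of 116 for *Mettl7a1*, 107 of 114 for *Pir* and 105 of 113 for *Ptprb* fits, and none of these fits went in the other direction. A response to TNF shared by these cell types remains a hypothesis found on the same data.

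Pericyte RNA in the WT sums of VSMC-like cells was considered as another source, because pericyte-like cells became rare in TNF-Tg libraries. By the median of 6 pericyte markers, it reached at least 0.5 of the WT level for 26.1% of the called genes that fell in VSMC-like cells. By the lowest marker, it did so for 12.3%. Most of these genes lay below the cut, which again does not weigh the size of the fall. Endothelial and pericyte RNA were not added together, so their joint part is open. The median gave 136% of the level of *Prex2*, which the paper names among the genes that fell, and 377% of that of *Lipg*. Values above 100% mean that the median is too high a share, but the lowest marker still gave at least 54.4% and 154% in each library. The fall of these 2 genes in VSMC-like cells may therefore mirror the loss of pericytes. For *Edn3*, the estimate was 74.7% (39.5% to 135% in single libraries, and 17.6% to 70.8% by the lowest marker), so that loss of pericytes from the class and a lower level in VSMCs cannot be told apart for *Edn3*.

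Pericyte-like cells were few in TNF-Tg libraries, and pericytes grouped with other cells were considered as a reason. Over all cells of the library of 20 weeks, the levels (CPM) of *Higd1b* and *Cox4i2* together were 10.7% of the WT mean, which argues against many hidden pericytes that still express these genes. The criterion for these 2 genes was set before this test was run. Of 4 other markers, *Trpc6* was lower as well (1.25 CPM in this library against 6.5 to 8.84 in WT), *Kcnk3* (13.5 against 14.4 to 23.8) and *Pdgfrb* (39.2 against 33.9 to 52.9) differed less, and *Cspg4* was higher (25.4 against 6.63 to 10.7), so pericytes that had lost *Higd1b* and *Cox4i2* are not excluded. At 14 weeks, *Higd1b* and *Cox4i2* together were at 41.5% of the WT mean, while pericyte-like cells made up 1.2% of mesenchymal-like cells. Of the other markers, *Trpc6* was lower at that age (5.18 CPM against 6.5 to 8.84 in WT). *Kcnk3* (27.8 against 14.4 to 23.8), *Pdgfrb* (53.3 against 33.9 to 52.9), and *Cspg4* (67.7 against 6.63 to 10.7) were above every WT library. The TNF-Tg library of 14 weeks holds many VSMC-like cells, which may express *Higd1b* and *Cox4i2* at a low level. Hidden pericytes and expression in other cells thus cannot be told apart at 14 weeks. Loss of pericytes and a lower yield of them in dissociation were not separated.

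Cells with at least 2 proliferation markers were 11.7 times as frequent in TNF-Tg as in WT libraries after each cell had been thinned to 1000 UMIs, and 13.3 times without thinning. This argues against the depth of the TNF-Tg libraries as the reason for the difference. In TNF-Tg, the proliferating-like sums held mesenchymal beside endothelial RNA, with 55.8, 573 and 196 CPM of *Col1a2* in the TNF-Tg libraries of 8, 14, and 20 weeks and no UMI of it in WT, while *Pecam1* was at 1147, 905 and 1034 CPM in TNF-Tg and 776, 963 and 1126 CPM in WT.

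*Lyve1*, which fell in A/V-like cells, is also a gene of lymphatic vessels. The estimated share of lymphatic endothelial-like cells in the WT A/V-like sums would give 0.0124% of the *Lyve1* level, which argues against lymphatic cells as its source.

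The paper counts 447 epithelial cells in the TNF-Tg library of 14 weeks, 420 more than the epithelial-like cells found here. Of the barcodes removed from this library, 3 had at least 5% of UMIs from 4 epithelial genes and 2 had UMIs of at least 3 of 8 epithelial genes, which argues against epithelial cells among them, but 215 held at least 2 *Scgb1a1* UMIs, against 3 to 32 in the other libraries. Whether removed barcodes or kept cells with *Scgb1a1* RNA make up the difference cannot be told apart. The library held 986 kept cells with at least 2 *Scgb1a1* UMIs, against 28 to 185 in the other libraries, but 43 cells with at least 3 of 8 other epithelial genes, against 21 to 47. Free *Scgb1a1* RNA taken up with cells of other types is a candidate explanation for this library. In WT of 14 weeks, where the paper counts 134 epithelial cells and 45 were found here, only 71 kept cells and 4 removed barcodes held at least 2 *Scgb1a1* UMIs, so that it does not account for all of that gap, and a cause common to both libraries is not excluded. How the paper assigned its epithelial cells was not tested.

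A gCAP-like cluster of 838 cells, led by *Dapk2*, *Vwa1*, *Esm1*, and *Prnd*, made up 0.954% ± 0.472 of endothelial-like cells in WT and 5.41% ± 3.1 in TNF-Tg libraries (SD, n = 3 libraries, exact permutation test, p = 0.1, the smallest possible). By age, it was 0.52%, 0.885% and 1.46% in WT and 2.84%, 4.55% and 8.85% in TNF-Tg libraries of 8, 14, and 20 weeks, each a single library. *Prnd* is itself among the genes that rose in TNF-Tg. No explanation was tested.

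Apart from genes that the paper names, *Ifitm1*, *Nebl*, *Rgcc*, *St8sia2*, and *Trf* were called higher in some classes and lower in others, with each TNF-Tg library beyond each WT library. Whether the change differed between classes was not tested, and no explanation was tested.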
